# Novel routes towards bioplastics from plants: elucidation of the methylperillate biosynthesis pathway from *Salvia dorisiana* trichomes

**DOI:** 10.1093/jxb/eraa086

**Published:** 2020-02-24

**Authors:** Esmer Jongedijk, Sebastian Müller, Aalt D J van Dijk, Elio Schijlen, Antoine Champagne, Marc Boutry, Mark Levisson, Sander van der Krol, Harro Bouwmeester, Jules Beekwilder

**Keywords:** Biobased commodity chemicals, glandular trichome, limonene-7-hydroxylase, methyl carboxyl ester, methylperillate, methyltransferase, monoterpene biosynthesis, *Nicotiana benthamiana*, *Salvia*

## Abstract

Plants produce a large variety of highly functionalized terpenoids. Functional groups such as partially unsaturated rings and carboxyl groups provide handles to use these compounds as feedstock for biobased commodity chemicals. For instance, methylperillate, a monoterpenoid found in *Salvia dorisiana*, may be used for this purpose, as it carries both an unsaturated ring and a methylated carboxyl group. The biosynthetic pathway of methylperillate in plants is still unclear. In this work, we identified glandular trichomes from *S. dorisiana* as the location of biosynthesis and storage of methylperillate. mRNA from purified trichomes was used to identify four genes that can encode the pathway from geranyl diphosphate towards methylperillate. This pathway includes a (–)-limonene synthase (SdLS), a limonene 7-hydroxylase (SdL7H, CYP71A76), and a perillyl alcohol dehydrogenase (SdPOHDH). We also identified a terpene acid methyltransferase, perillic acid *O-*methyltransferase (SdPAOMT), with homology to salicylic acid OMTs. Transient expression in *Nicotiana benthamiana* of these four genes, in combination with a geranyl diphosphate synthase to boost precursor formation, resulted in production of methylperillate. This demonstrates the potential of these enzymes for metabolic engineering of a feedstock for biobased commodity chemicals.

## Introduction

Plants are a rich source of workable materials such as wood, rubber, and cotton. Since the second half of the 19th century, many plant-based materials have been replaced by synthetic alternatives, derived from fossil carbon, often with new and superior properties. Currently, concerns about the exploitation of fossil resources are growing (Cho *et al.*, 2020). Therefore, new opportunities arise for biobased materials which can be used as sustainable substitutes for petrochemical building blocks.

Recently, it was suggested that plant monoterpenoids can be deployed for creating commodity chemical building blocks (Colonna *et al.*, 2011; Jongedijk *et al.*, 2016). For example, the monoterpenoid methylperillate (MePA) can be converted to the commodity chemical terephthalic acid (TA) in only two steps (Jongedijk *et al.*, 2018). The main application of TA is as building block for polyethylene terephthalate (PET) plastics, and its consumption is expected to reach 65 Mt in 2018 (Collias *et al.*, 2014). TA is currently produced from oil, through oxidation of para-xylene (Rezaei and Sajadi, 2015).

Plant species from the Lamiacae family are rich in monoterpenoids, often derived from limonene. MePA is naturally present in the plant species *Salvia dorisiana* (Halim and Collins, 1975; Conti *et al.*, 2012), whose essential oil contains up to 20% MePA, and the oil yield is 1–2 g oil 100 g^–1^ DW biomass (Jongedijk *et al.*, 2018). Although production of MePA could be of interest as a precursor for biobased materials, *S. dorisiana* is not yet suited to be adopted as an agricultural crop. A sustainable (green) production process in heterologous hosts such as microorganisms or other plant species could be envisaged, but the biosynthetic pathway to MePA has still not been fully elucidated.

Monoterpenoids are C10 compounds, derived from geranyl diphosphate (GPP) that is produced through either the plastidic methylerythritol phosphate (MEP) pathway or the cytosolic mevalonate pathway. MePA is a monoterpenoid with a structure related to the cyclic monoterpene limonene, but carrying a methylated carboxyl group (Fig. 1). Biosynthesis of monoterpene alcohols and aldehydes has been extensively studied, for example of menthol and carvone (Lange, 2015). The biosynthesis of carboxyl groups has mainly been studied for sesquiterpenes and diterpenes, such as artemisinic acid (Teoh *et al.*, 2006), germacrene A acid (de Kraker *et al.*, 2001; Nguyen *et al.*, 2010; Cankar *et al.*, 2011), and abietic acid (Ro *et al.*, 2005). Also the formation of carboxyl groups in the pathway towards the indole alkaloid strictosidine has been characterized (Miettinen *et al.*, 2014). Formation of carboxyl groups in monoterpenoids is much less known, except for chrysanthemic acid formation in pyrethrum (*Tanacetum cinerariifolium*), which was recently elucidated (Ramirez *et al.*, 2012; Xu *et al.*, 2018). Biosynthesis of methyl esters has been reported for monoterpene indole alkaloids (Murata *et al.*, 2008), but these molecules hardly compare with perillic acid (PA)-like monoterpenes. Therefore, elucidating the MePA pathway cannot easily be inferred by homology to related pathways in other species.

**Fig. 1.**
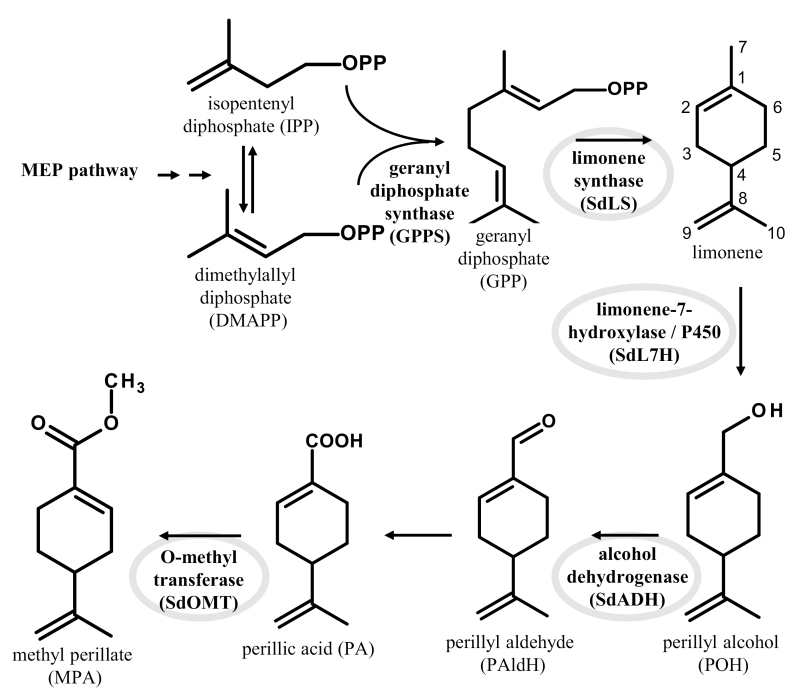
Methyl perillate biosynthetic pathway in *Salvia dorisiana* trichomes as identified in this study. Enzymatic reactions range from limonene biosynthesis, limonene hydroxylation on the C7-position, subsequent oxidations, and finally carboxylic acid methylation. Conversion of perillyl alcohol to perillic acid was mediated by endogenous *N. benthamiana* activity.

For an efficient identification of the MePA pathway, it is essential to understand its localization in the plant. Biosynthesis of monoterpenes usually takes place in specialized tissues or cells (Lange and Turner, 2013). In Lamiacae species, monoterpene olefins, alcohols, and ketones are generally produced in specialized glandular trichomes on the leaf surface (Gershenzon *et al.*, 1992; Iijima *et al.*, 2004; Bumblauskiené *et al.*, 2009). Monoterpene acids are often synthesized in trichomes. In Pyrethrum, the monoterpene chrysanthemol is converted to chrysanthemic acid in the trichomes (Ramirez *et al.*, 2012). In *Artemisia annua*, artemisinic acid is stored in glandular trichomes, together with other terpenoids (Bertea *et al.*, 2005). In addition, the formation of strictosidine in *Catharanthus roseus* is known to involve several cell types, including internal phloem-associated parenchyma, where acid formation takes place, and epidermal cells, where monoterpene acid methylation takes place (Murata *et al.*, 2008; Miettinen *et al.*, 2014).

In this study, we investigated the biosynthesis of MePA in *S. dorisiana* and showed that it occurs in a specific glandular trichome type. Transcript profiling of these trichomes resulted in the identification and characterization of genes involved in MePA formation. Therefore, we elucidated a route of cyclic monoterpene biosynthesis in plants including acid formation and subsequent methylation in the trichomes. Heterologous production of MePA by transient expression of the entire pathway in *Nicotiana benthamiana* was demonstrated, as the first step towards bioplastic precursor production.

## Materials and methods

### Plant material and growth

*Salvia dorisiana* plants were grown in the greenhouse under a 16 h photoperiod, 19–21 °C, and 60% humidity. Plants were multiplied by cutting.

### Trichome isolation

Trichomes of apical buds and young leaves up to 7 cm were isolated as previously described (Gershenzon *et al.*, 1992), with the following adaptations. XAD-4 (Amberlite®, Acros Organics) and 0.5 mm glass beads (unwashed, 425–600 µm, Sigma) were washed on a Büchner funnel with a pump before use, and subsequently with 95% ethanol, 3 M HCl, and demineralized water, three times each. A 15 g aliquot of buds and leaves was soaked for 1 h in ice-cold demineralized water. A bead-beater (Biospec Products, Model 1107900) was filled in with 15–20 g of plant material, 100–130 g of glass beads, XAD-4 beads (1 g g^–1^ plant material), and isolation buffer to full volume as described (Gershenzon *et al.*, 1992); and with a rheostat (Powerstat® variable autotransformer) three pulses of 1 min each of 110 V were given, while continuously cooling the bead-beater with the ice compartment. The content was passed through a 280 μm nylon mesh (Kabel-Zaandam) and washed twice with washing buffer (isolation buffer without methyl cellulose and PVP). The 280 μm filtrate was passed through a 90 μm mesh and the trichome heads were collected by passing the 90 μm filtrate through a 20 μm mesh. The trichome heads were washed in the washing buffer and scraped from the mesh. For subsequent RNA extraction or metabolite analysis, the trichome heads were snap-frozen immediately in liquid N_2_ and kept at –80 °C up to 1 month. For microscopy, the trichome heads were suspended in a small volume of washing buffer and kept at 4 °C for up to 2 d.

### Light microscopy

Photographs of the leaf surface were taken under a Zeiss stemi SV11 binocular, equipped with a Nikon DS-Fi1 digital sight camera. Pictures of isolated trichomes were taken with an inverted microscope (Zeiss Axioskop), at ×10–100 magnification, equipped with the same camera.

### SEM

Small pieces of *S. dorisiana* leaves, including abaxial and adaxial sides, were attached to a brass Leica sample holder with carbon glue (Leit-C, Neubauer Chemikalien, Germany). The holder was affixed on the cryo-sample loading system (VCT 100, Leica, Vienna, Austria) and simultaneously frozen in liquid nitrogen. The frozen holder was transferred to the cryo-preparation system (MED 020/VCT 100, Leica) onto the sample stage at –92 °C. For removal of frost contamination on the sample surface, the samples were freeze-dried for 5 min at –92 °C and 1.3×10^−6^ mbar. After sputter coating with a layer of 20 nm tungsten at the same temperature, the sample holder was transferred to the field emission scanning electron microscope (Magellan 400, FEI, Eindhoven, The Netherlands) onto the sample stage at –120 °C. The analysis was performed with SEM detection at 2 kV and 6.3 pA. SEM pictures were taken at a magnification of ×200–3500 (scale bars are indicated in the respective images).

### Metabolite quantification

*Salvia dorisiana* plant tissues were harvested in three biological replicates. The FW/DW ratio was determined by drying at 105 °C for 20 h. To measure metabolites, the plant tissues were frozen in liquid N_2_, ground in a mortar and pestle while still frozen, and 1 ml of ethyl acetate, with 3 µg ml^–1^ γ-terpinen-4-ol as internal standard, was added to 100 mg of frozen plant powder, vortexed for 20 s, subjected to sonication for 5 min, and centrifuged for 5 min at 3400 rpm. The supernatant was analysed by GC-MS as described below. A standard mix of 3 µg ml^–1^ terpinen-4-ol, (*R*)-(+)-limonene (97%, Sigma Aldrich), perillyl alcohol (96%, Sigma Aldrich), (*S*)-(–)-perillaldehyde (Sigma Aldrich), and (*S*)-(–)-perillic acid (95%, Sigma Aldrich) was prepared for identification and semi-quantification. The standard mix was methylated by addition of diazomethane 1:1 and injected as well, to be able to identify and semi-quantify MePA in the samples.

### Extracting trichomes by chloroform dipping

Chloroform dipping was performed according to Ramirez *et al.* (2012). A concentration of 3 µg ml^–1^ (–)-terpinen-4-ol (Aldrich) was added to the chloroform as an internal standard. Four fresh leaves <3 cm were weighed and submerged in a time series in glass tubes, in 10 ml of CHCl_3_ for 5 s, another 10 ml for 10 s, and another 10 ml for 15 s. Leaves were immediately snap-frozen in liquid N_2_ after dipping. Intact leaves and leaves after dipping were extracted with chloroform and dried, as described under ‘GC-MS of extracts’. GC-MS peak areas of the time series were put together. Fresh weight was determined by weighing the whole leaf in the case of the content of the chloroform dip (D), and weighing the amount of ground leaf powder in liquid N_2_ in the case of intact leaves (L) and leaves after dipping (DL).

### RNA extraction, cDNA preparation, and cDNA sequencing

Plant tissues were ground with a pestle and mortar while still frozen in N_2_, and transferred to a pre-cooled tube in liquid N_2_. RNA was isolated with the RNeasy Plant Mini kit (Qiagen) according to the manufacturer’s protocol. For sequencing, RNA was treated with DNase I (Invitrogen). cDNA for cloning was prepared with the SMART RACE cDNA amplification kit (Clontech, Palo Alto, CA, USA).

### PacBio Iso-Seq sequencing

Preparation of a PacBio Iso-Seq library was performed according to ‘Procedure & Checklist—Isoform Sequencing (Iso-Seq™, Pacific Bioscience) using the Clontech SMARTer PCR cDNA Synthesis Kit and Manual Agarose-gel Size Selection’. In brief, 1 µg of total RNA was used for cDNA synthesis using a SMARTer PCR cDNA Synthesis Kit (Clontech) and diluted with PacBio elution buffer to 90 μl final volume. After optimization, a large-scale cDNA amplification was done using 80 μl of diluted cDNA, 5'PCR primer II A (Clontech), 1 U of Kapa HiFi enzyme, KAPA dNTP, mix, and buffer, with 18 PCR cycles in eight parallel reactions of 50 μl each. Amplified cDNA was pooled and purified using Ampure PB beads. Three aliquots of 500 ng of amplified cDNA were used for size selection on a 0.8% agarose 1× TAE gel. Three different size fractions (0.2–1, 1–2, and 2–4 kb) were purified using a MinElute Gel Extraction Kit (Qiagen). PCR amplification was performed on each isolated fraction as above using 45, 60, and 120 s of elongation and 10, 12, and 15 cycles for the short, medium, and large fraction, respectively. DNA template prep kit v3.0 was used for SMRT bell construction, DNA damage repair, end repair, and adaptor ligation. SMRT bells were further used for primer and polymerase (P5) binding according to the manufacturer’s guidelines (PacBio). Sequencing was done on a PacBio RS-II system with Chemistry v3, one cell per well and stage start. PacBio Iso-Seq analysis was performed using the PacBio SMRT portal software using standard settings.

Filtered PacBio reads were then assembled into clusters using Cap3 (Huang and Madan, 1999). Getorf (Rice *et al.*, 2000) was applied to the resulting clusters (including the remaining singlets) in order to find regions between stop codons with a minimum size of 600 nt. The resulting predicted ORFs were clustered using DNACLUST (Ghodsi *et al.*, 2011) using a value of 0.85 for the similarity threshold between the cluster centre and a given sequence in the cluster, and the option allow-left-gaps. In each of the resulting clusters, MUSCLE (Edgar, 2004) was used for sequence alignment, and a consensus sequence was obtained using the most often occurring nucleotide at each position.

### HiSeq sequencing

Total RNA of plant tissues (leaves <3 cm, leaves 3–10 cm, leaves >10 cm, stem, roots, and trichomes) was prepared. Of each isolation, 1 μg of total RNA was used for mRNA isolation, and subsequent RNAseq library preparation following the TruSeq Stranded mRNA Sample Preparation Protocol (Illumina). In brief, mRNA was isolated using oligo(dT) beads and chemically fragmented prior to first-strand cDNA synthesis using random primers. Strand specificity was achieved by replacing dTTP with dUTP during second-strand synthesis and the addition of actinomycin D to the first-strand master mix. The double-stranded cDNA fragments obtained were used for 3' adenylation and adaptor ligation using different barcoded adaptors. Adaptor-ligated cDNA was finally amplified using 15 PCR cycles. Quality control of final libraries was done using an Agilent Tapestation High Sensitivity D1000 Screen Tape assay. Final library quantification was performed using Qubit (Invitrogen). Equimolar amounts of libraries were pooled and diluted towards 6 pM concentrations for paired end clustering on one lane of a flow cell V4 (Illumina). Final sequencing was performed on a HiSeq2500 instrument using a 126–7–126 flow cycle pattern. De-multiplexing of obtained sequences was done using CASAVA 1.8.1. software.

Reads were mapped with CLC Genomics Workbench 8.0 (Qiagen), using the following settings: one reference sequence per transcript; mismatch cost=2; insertion cost=3; deletion cost=3; length fraction=0.9; similarity fraction=0.9; global alignment=no; strand specific=both; maximum number of hits for a read=10; count paired reads as two=no; expression value=RPKM (reads per kilobase per million mapped reads).

### Identification of candidate genes

The R function cor was used to calculate Pearson correlation between expression levels for each of the sequences resulting from the PacBio and HiSeq sequencing with the *SdLS* gene (that had first been characterized), as well as with the metabolite level in each of the tissues. For the latter, the average level of the different metabolites was used. Pearson correlation values and expression values were visualized using plot3D (Soetaert, 2013).

PFAM domains (Finn *et al.*, 2016) were predicted in each of the sequences resulting from the PacBio sequencing using HMM search (Eddy, 2011). To assess the predictive value of filtering on the two correlations mentioned above and on the expression value, sequences were filtered to have a Pearson correlation of at least 0.6 with *SdLS* and with the metabolite level, and an expression level of at least 1000. Enrichment of PFAM domains in the set of sequences selected in this way compared with the rest of the sequences was assessed using the Fisher exact test as implemented in fisher.test (R) followed by multiple testing correction using the Benjamin–Hochberg procedure. A false discovery rate (FDR) cut-off of 0.05 was applied.

To identify candidate genes for enzymes in the pathway towards MePA, the highly expressed genes were analysed by additional blast analysis in GenNank (Benson *et al.*, 2013). P450 proteins were systematically named by David Nelson (Nelson, 2009).

### Cloning and PCR

Fragments were amplified with Phusion® High-Fidelity DNA Polymerase (NEB) and primers (Supplementary Table S1 at *JXB* online), according to the manufacturer’s protocol. All constructs were first introduced into *Escherichia coli* DH5α, isolated with miniprep, sequenced by Macrogen Europe Amsterdam, and subsequently introduced into their destination strains.

Monoterpene synthase- and methyltransferase-coding sequences were cloned in the pCDF-duet vector (Novagen) for *in vitro* assay as described before (Supplementary Table S7) (Jongedijk *et al.*, 2015). Monoterpene synthases were expressed with the plastid targeting signal removed; methyltransferase sequences were expressed as the full length. When necessary, sequences were amplified to full length by RACE-PCR, according to the manufacturer’s primer design directions and protocol.

The *SdL7H* sequence was cloned in a constructed pTEF plasmid (Supplementary Table S7) for characterization in yeast. *SdL7H* was amplified using primers RT3/RT4 (Supplementary Table S1). Plasmid backbone fragments, containing the URA3 marker, 2µ ori, and the *E. coli* AmpR marker and ori, were amplified using primers RT13/RT2, RT5/RT6, RT7/RT8, and RT9/RT14 (Supplementary Table S1). Expression of *SdL7H* is controlled by the ScTEF1 promoter and terminator. All fragments contained 60 bp homologous sequences and were assembled *in vivo* into the episomal expression vector pTEF1p-SdL7H-Tef1t using transformation-assisted recombination. Correct assembly of the plasmid was confirmed via PCR analysis and sequencing (Macrogen).

Monoterpene synthases, methyltransferases, and GPP synthase (GPPS) sequences were cloned for agro-infiltration in the entry vector ImpactVector pIV1A-1.1 (Supplementary Table S7) (www.impactvector.com), modified with *Not*I/*Pac*I restriction sites at the polylinker, and the original *Pac*I site and existing ATG codon removed (ImpacTim). The construct was transferred by LR reaction to the pBIN+ binary destination vector (Vanengelen *et al*., 1995) according to the manufacturer’s protocol. pBIN+ constructs were used for *Agrobacterium tumefaciens* transformations.

All other sequences were cloned for agro-infiltration in the directional entry vector pENTR™/D-TOPO® (Invitrogen) (Supplementary Table S7) according to the manufacturer’s protocol. Constructs were transferred to pB7WG2 binary destination vector (Karimi *et al.*, 2002) by LR reaction and used for *A. tumefaciens* transformation.

### *In vitro* assays

*In vitro* enzyme expression was performed as described previously (Jongedijk *et al.*, 2015). Monoterpene synthase assay conditions were as described in that study. For the methyltransferase assay, cell supernatants were stored at –20 °C (700 µl of supernatant with 300 µl of 50% glycerol). The assay was performed by mixing 70 µl of cell supernatant/glycerol mix with 50 µl of 500 mM Tris–HCl pH 7.0, 20 µl of 32 mM *S*-adenosyl-L-methionine (SAM), 10 µl of 50 mM substrate [salicylic acid (SA; Acros Organics), PA (95%, Sigma Aldrich), benzoic acid (BA; 99.5%, Sigma Aldrich), or jasmonic acid (JA; >95%, OlChemIm) in DMSO], filled up to 500 µl with MQ. The mix was incubated for 1 h at room temperature with gentle agitation (20 rpm). Tubes were extracted with 2 ml of ethylacetate by vortexing for 20 s and sonicating for 5 min, centrifuged for 5 min (3400 rpm), and the ethylacetate phase was collected, dried over anhydrous Na_2_SO_4_, and analysed by GC-MS. Reference compounds [methyl jasmonate (>95%, OlChemIm), methyl salicylate (99%, Aldrich), PA, and BA] were dissolved in methanol, diluted in ethylacetate to the range of 3–12 µg ml^–1^, and for PA and BA methylated by 1:1 addition of diazomethane.

### Yeast assays

A limonene-producing yeast strain, Sc-PftLS (Jongedijk *et al.*, 2015), was transformed with the pTEF1p-SdL7H-Tef1t vector using the LiOAc/PEG method (Gietz *et al.*, 1995), resulting in strain Sc-PftLS-SdL7H. A single colony was grown as pre-culture at 30 °C and 250 rpm in 10 ml of synthetic medium (6.7 g l^–1^ yeast nitrogen base without amino acids) with 20 g l^–1^ glucose and appropriate growth factors to supplement the specific auxotrophic requirements of the strain. Shake flask cultures, inoculated at an OD_600_=0.4, were grown in an orbital shaker at 250 rpm and at 30 °C in 250 ml flasks containing 50 ml of synthetic medium with 20 g l^–1^ galactose and appropriate growth factors. After 96 h of growth, cultures were analysed for perillyl alcohol (POH) production.

### Alignment (Clustal-W)

Protein sequence alignments were performed with CLC Genomics Workbench version 8.0.2 (Qiagen Aarhus) software using the alignment algorithm with standard parameters: gap open cost=10.0; gap extension cost=1.0; end gap cost=as any other; alignment mode=very accurate (slow); redo alignments=no; use fixpoints=no.

### Transient gene expression in *N. benthamiana*

Constructs for agro-infiltration were transferred to *A. tumefaciens* strain Agl0 by electroporation. Agro-infiltrations were performed as described (Cankar *et al.*, 2015) with the following modifications: medium was supplemented with 50 µg ml^–1^ kanamycin and 40 µg ml^–1^ rifampicillin for pBIN+-based constructs, and with 100 µg ml^–1^ spectinomycin and 40 µg ml^–1^ rifampicillin for pB7WG2-based constructs.

### Compound infiltrations in *N. benthamiana*

Solutions of 400 µM of compounds [limonene, POH, perillyl aldehyde (PAldH), and PA] were prepared in 0.2% DMSO. Compounds were infiltrated on the fifth day after infiltration of *A. tumefaciens* strains, and leaves were harvested 4 h after compound co-infiltration.

### Headspace trapping

Trapping of headspace volatiles was performed as described (Cankar *et al.*, 2015) with the following modifications: headspace sampling was performed in a climate room (20±2 °C, 56% relative humidity) with LED lighting (adjusted at 100% white, 10% deep red, 100% far red, and 5% blue light). Volatiles were trapped by sucking air out of the jar at a rate of 100 ml min^−1^ (inlet flow at 150 ml min^−1^) for 4 h.

Trapped headspace volatiles were analysed using a Thermo TraceGC Ultra connected to a Thermo TraceDSQ quadrupole mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Settings were as described (Jongedijk *et al.*, 2015), except that volatiles were injected on the analytical column at a split ratio of 10.

### GC-MS of extracts

Aliquots of 200 mg of frozen, powdered leaf material were extracted with 2 ml of ethylacetate. Samples were vortexed for 20 s, centrifuged for 5 min at 3400 rpm, and the ethylacetate phase was dried over anhydrous Na_2_SO_4_. GC-MS of extracts was performed on a 7890A gas chromatograph (Agilent) equipped with a mass selective detector (Model 5975C, Agilent) as described previously (Jongedijk *et al.*, 2015).

Yeast cultures were extracted using 5 ml of ethyl acetate by vigorous shaking for 2 min and separation of ethyl acetate in a separation funnel, followed by centrifugation of the ethyl acetate phase (5 min, 3500 *g*) to further clarify the ethyl acetate phase. Extracts were dried over anhydrous Na_2_SO_4_ and analysed by GC-MS, as for plant extracts.

For identification of the enantiomer of limonene, the gas chromatograph was equipped with an enantioselective column with stationary phase Heptakis (6-O-TBMDS-2,3-di-*O*-methyl)-β-cyclodextrin; 50% w/w in OV1701) of 25 m and internal diameter 0.25 mm, with settings as described previously (Jongedijk *et al.*, 2015).

### LC-MS

Aliquots of 200 mg of frozen, powdered leaf material were extracted with 0.6 ml of 99.9% MeOH/0.125% formic acid. After 20 s vortexing and 5 min sonication, the extracts were centrifuged for 20 min at maximum speed in a table-top centrifuge. LC-MS was performed on an Accela HPLC tower connected to a LTQ/Orbitrap hybrid mass spectrometer (Thermo Fisher Scientific), with conditions and settings as described previously (van der Hooft *et al.*, 2012).

### GenBank accession numbers

*SdLS*, MH051312; *SdPS*, MH051313; *SdLiS*, MH051314; *SdPCS*, MH051315; *SdSaS*, MH051316; *SdEuS*, MH051317; *SdL7H_CYP71A76*, MH051318; *SdCYP76AH36*, MH051320; *SdCYP76AK17*, MH051321; *SdCYP71A77*, MH051322; *SdCYP76AK18*, MH051323; *SdPOHDH*, MH051324; *SdPAOMT*, MH051325; *SdOMT3*, MH051328; *SdOMT4*, MH051327; *SdOMT9*, MH051326; *SdOMT18*, MH051329; *SdOMT19*, MH051330. RNA sequencing reads were submitted to NCBI-SRA under number PRJNA595496.

## Results

### Methylperillate and its precursors localize to *S. dorisiana* glandular trichomes

MePA and its precursors limonene, POH, and PAldH (Fig. 1) were analysed in leaves of different developmental stages, stems, and roots of *S. dorisiana* by GC-MS analysis of ethyl acetate extracts of homogenized tissues. Both MePA and the other metabolites were over-represented in small leaves, compared with larger leaves as well as stem and root tissues (Supplementary Fig. S1). Limonene was exclusively present as the (–)-enantiomer, as shown by GC-MS analysis on an enantioselective column (Supplementary Fig. S2). Leaves of *S. dorisiana* are covered with trichomes (Fig. 2a). A chloroform dip extraction on intact leaves was used to extract all chloroform-soluble contents from the trichomes and leaf surface without extracting the leaf interior. Analysis of the chloroform extract showed that MePA and its precursor compounds are mostly present on the surface of the leaf (Fig. 2b).

**Fig. 2.**
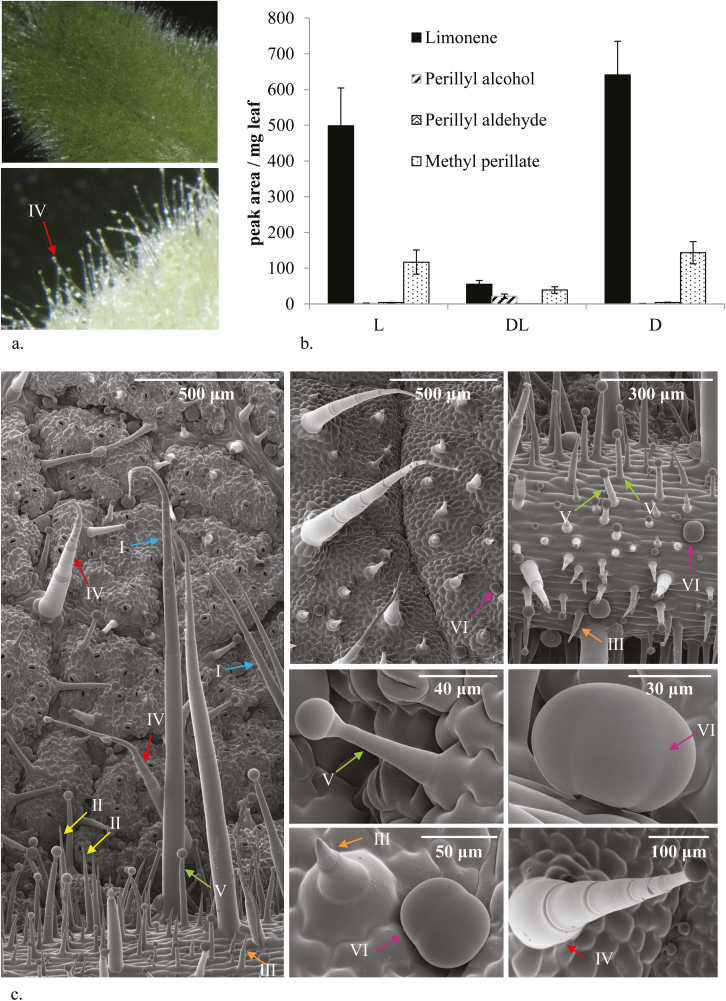
*Salvia dorisiana* trichomes. (a) Light microscopy of *S. dorisiana* leaf surface which is covered in trichomes. (b) Methylperillate pathway compounds are enriched in the trichomes. L, intact leaves; DL, leaves after dipping; D, chloroform dip. Error bars indicate the SD, *n*=3. (c) Cryo-SEM pictures of leaf surface. Arrows indicate different trichome types (Glas *et al.*, 2012): trichomes labelled I, long stalk non-glandular (2 mm);II, intermediate stalk non-glandular (0.5 mm); III, short none-glandular stalk (0.05–0.4 mm); IV, long glandular stalk; V, intermediate glandular stalk; VI, peltate glandular stalk (glandular part very close to leaf surface).

Trichomes on *S. dorisiana* leaves display several morphologies (Fig. 2c). Six trichome types could be observed in an SEM study, including three non-glandular trichome types: long (arrows labelled with I in Fig. 2), middle-sized (arrows II), and short trichomes (arrows III). Also three types of glandular trichomes were observed: long-stalked capitate trichomes (arrows IV in Fig 2c), short-stalked capitate trichomes (arrows V), and peltate trichomes (arrows VI).

The trichome types of *S. dorisiana* compare well with trichomes of other *Salvia* species (Eiji and Salmaki, 2016). Interestingly, the peltate glandular trichomes have a very short stalk, compared with glandular trichomes from tomato (Glas *et al.*, 2012). For comparison, the glandular trichomes of *Mentha* species also have a very short stalk, but the glandular head consists of eight cells (Turner *et al.*, 2000), instead of four cells which we observe in *S. dorisiana*.

Trichomes from *S. dorisiana* were isolated from fresh leaves (Supplementary Fig. S3a) and analysed by GC-MS, and MePA and its biosynthetic precursors were detected (Supplementary Fig. S3b). *Salvia dorisiana* trichome types were separated by using a combination of meshes, Percoll, and sucrose gradient centrifugation (Sallets *et al.*, 2014), which resulted in a 100 µm ‘hairy fraction’ and a fraction of near-pure peltate glandular trichome heads. Metabolite analysis of the separated trichome fractions showed that the monoterpenes limonene and MePA are most abundant in the peltate glandular trichomes (Supplementary Fig. S4).

### Comparative expression analysis reveals genes involved in *S. dorisiana* trichome metabolism

Subsequently, a study into the genes encoding the metabolic pathway towards MePA was initiated. The observation that MePA and its intermediates localize predominantly to the trichomes suggested that the biosynthetic genes are also specifically expressed in the trichomes. While a cDNA analysis of specific peltate trichomes would be preferred, RNA yields from these issues were generally low and of poor quality. Therefore, cDNA from a total trichome fraction was generated, sequenced by PacBio IsoSeq, and transcripts were assembled. In order to select the genes that are predominantly expressed in trichomes, mRNA expression profiling of different tissues was used and compared with metabolic profiling of the same tissues. For this purpose, short-read HiSeq RNA sequencing was performed on cDNA from trichomes, leaves <3 cm, leaves 3–10 cm, leaves >10 cm, and stems and roots (Supplementary Table S2). 

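RNA was sequenced from 6 tissues of *S. dorisiana*, with 1 library each from isolated trichomes, leaves <3 cm, leaves 3–10 cm, leaves >10 cm, stem and roots. The values used here are the authors' RPKM (reads scaled by transcript length and by the mapped reads of the library) of 85 transcripts that had already passed the selection of the study, so other trichome transcripts were not analysed here. By their BLAST and PFAM annotation, the list holds 13 terpene synthases, 10 P450s, 9 methyltransferases, 8 dehydrogenases or reductases and 8 transcripts placed with the methylerythritol phosphate (MEP) pathway, which makes the plastidic precursors of monoterpenes. The authors mapped read pairs with CLC Genomics Workbench to open reading frames of at least 600 nt assembled from PacBio reads of trichomes, counted each pair once and let a read match at several places, so that similar members of a gene family could share reads. The paper had also merged similar open reading frames into clusters with a consensus sequence each, so a value can cover several close sequences. Gene names other than those of the study are matches in other species. Because an RPKM is a whole number of fragments divided by a coding length and a library total, fragments were recovered from the values, and 510 of 510 values came out whole within 0.001 fragments. The recovered totals of mapped fragments were 3314347 for trichomes, 14854782 for leaves <3 cm, 19415968 for leaves 3–10 cm, 9454204 for leaves >10 cm, 7323656 for stem and 6516794 for roots. The paper's Supplementary Table S2 lists 38229990, 106516624, 149802556, 74248274, 59690696 and 57144448 reads for the same libraries, a number that the RPKM values do not use. By its stated total, that list counts each read of a pair, while the recovered totals count a pair once, so the units differ. The recovered totals are the smallest that gave whole fragments, and the true totals can be multiples of them. Tissues were compared by the log2 ratio of RPKM + 1, and intervals are exact 95% intervals that cover counting error only. The paper isolated trichomes from apical buds and young leaves, so no leaf library is the exact source of the trichomes. With 1 library per tissue, no difference between tissues has a replicate check, and no test between tissues was made.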

Reads were mapped on the previously assembled transcripts, to determine expression levels of the different genes in the different tissue samples.

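The listed transcripts were most abundant in trichomes, and most of them were lower in larger leaves. All 85 had their highest RPKM in trichomes, between 1004 and 22701 with a median of 1832, and in 65 of them the next highest library was leaves <3 cm. The limonene synthase SdLS, which makes the olefin at the start of the pathway, was at 1817 RPKM in leaves <3 cm, 1016 in leaves 3–10 cm and 323 in leaves >10 cm. All 10 P450s, 11 of 13 terpene synthases and 8 of 9 methyltransferases were lower at each step to a larger leaf. Of the 8 MEP pathway transcripts only 2 had this order, clust158 and clust3980, and the latter is annotated as an isopentenyl diphosphate isomerase. The transcript clust133, a 4-hydroxy-3-methylbut-2-enyl diphosphate synthase, was at 628, 520 and 910 RPKM in leaves of rising size. Over the whole list 65 transcripts had the falling order, where 14.2 would have it if every order of the 3 leaf libraries were equally likely, and 9 were higher in leaves >10 cm than in leaves <3 cm. The list was chosen by the study on these libraries, so neither count is independent evidence of a direction. In the authors' deposited table the correlation with the metabolite profile ran from 0.614 to 0.943 with a median of 0.708. The metabolite levels themselves were not used here.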

The collection of cDNA sequences from *S. dorisiana* trichomes was screened for the absolute expression level of each transcript in trichomes, and for correlation of its expression profile over the different tissues with the metabolites profile over the different tissues (as in Supplementary Fig. S1; Supplementary Table S3). To identify candidate genes for enzymes in the pathway towards MePA, PFAM domains and blast results in GenBank were analysed (Supplementary Table S3). First, six candidate monoterpene synthases were extracted from this data set, and cloned for characterization. 

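Terpene synthases were among the most abundant listed transcripts in trichomes and stood further above young leaves than most of the list. Together the 13 listed terpene synthases took 10.6% of the mapped fragments in trichomes, 0.754% in leaves <3 cm and 0.114% in roots. Their median log2 ratio of trichomes over leaves <3 cm was 3.90, at percentile 99.4 of 10000 random lists of the same size, drawn from the 85 transcripts and matched on mean expression, which describes these libraries only. The highest after SdLS were clust1129, closest to a germacrene D synthase of sesquiterpene metabolism, at 9979 RPKM in trichomes and 670 in leaves <3 cm, and clust1050, closest to caryophyllene and germacrene D synthases, at 7151 and 395 RPKM. SdSaS, the sabinene synthase, was at 1391 RPKM in trichomes, 94.0 in leaves <3 cm and 0.663 in roots, with 92.1 RPKM in leaves 3–10 cm and 105 in leaves >10 cm. The cluster labelled SdPS, the β-pinene synthase, was at 1368 RPKM in trichomes and 118 in leaves <3 cm. It carries the GenBank number that the paper gives for SdPCS, so its label is uncertain. The highest ratio of the group belonged to clust927, closest to diterpene synthases, at 26.6-fold (25.4–27.8). SdEuS has no value of its own in the table, which names it with SdLS for the same cluster. The study chose the list on these libraries, so the high ratios are not independent evidence of trichome expression.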

Six monoterpene synthase candidates were expressed in *E. coli* and characterized by *in vitro* assays, including a β-pinene synthase SdPS, a linalool synthase SdLiS, an α-pinene/camphene synthase SdPCS, a sabinene synthase SdSaS, and a eucalyptol synthase SdEuS (Supplementary Figs S5, S7). Also a limonene synthase, SdLS, was identified, and was shown to produce limonene into the leaf headspace upon agro-infiltration in *N. benthamiana* (Supplementary Fig. S6). Headspace analysis was used here since *N. benthamiana* will not store limonene in its leaves, but will rather emit it into the leaf headspace.

For identification of downstream genes of the pathway, an additional sorting of transcripts was performed on co-expression with the LS. 

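The cluster that holds the limonene synthase SdLS was at 22369 RPKM in trichomes (22249–22490), which was 12.3 times its level in leaves <3 cm (12.2–12.4). By RPKM it ranked 2 of the 85 listed transcripts. Above it stood clust3515, annotated as a phenylcoumaran benzylic ether reductase-like protein of phenylpropanoid metabolism, at 22701 RPKM (22533–22870), 1.01 times the SdLS cluster. Next came clust1609, a P450 closest to the diterpene enzyme ferruginol synthase, at 16299 RPKM, and clust2514, a methyltransferase, at 11344 RPKM. The 10 most abundant also held SdL7H, the limonene 7-hydroxylase, at rank 6, and clust1630, closest to the last enzyme of the MEP pathway, 4-hydroxy-3-methylbut-2-enyl diphosphate reductase, at 6891 RPKM. The SdLS cluster is longer than clust3515 and held 131895 trichome fragments, 3.98% of all mapped, against 69521 or 2.10% for clust3515. Ranked by fragments, a setting chosen after seeing the data, the SdLS cluster was at rank 1, and ranked by its log2 ratio of trichomes over leaves <3 cm it was at rank 32. The study names both SdLS and SdEuS for this cluster, so its value is that of the pair.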

*SdLS* was the most highly expressed gene in trichomes (Fig. 3). A set of 86 transcripts was selected for their high absolute expression level in the trichomes (using an arbitrary criterion RPKM >1000), high correlation with the presence of pathway metabolites (average weight per FW of pathway metabolites, *R*>0.6), and high co-expression with LS (*R*>0.6) (Fig. 3; Supplementary Table S3; Supplementary dataset S1).

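Nearly all listed transcripts had a high Pearson correlation with SdLS over the 6 libraries. All 85 transcripts passed the 3 criteria with the correlation with SdLS recomputed from the RPKM values and the correlation with metabolites taken from the authors' deposited table. Of the 84 transcripts other than SdLS, 81 had Pearson R above 0.9 and the lowest had 0.601. A profile found in trichomes alone would have R = 0.998 with SdLS, so an R this near 1 can come from the trichomes library alone. SdL7H had R = 0.999 (exact two-sided permutation p = 0.00833, Benjamini-Hochberg adjusted p = 0.0135 over the 84 correlations) and Spearman rho = 0.771 (exact two-sided permutation p = 0.103, adjusted p = 0.142). SdPOHDH, the perillyl alcohol dehydrogenase, had the same R, rho and p-values to the digits given. SdPAOMT, the perillic acid *O*-methyltransferase, had R = 0.998 (exact two-sided permutation p = 0.0181, adjusted p = 0.0253) and rho = 0.943 (exact two-sided permutation p = 0.0167, adjusted p = 0.142). Without trichomes and leaves <3 cm, the 2 libraries farthest from the median SdLS level, R was 0.865 for SdL7H, 0.880 for SdPOHDH and 0.200 for SdPAOMT. With only the trichomes library left out, R for SdPAOMT was 0.606, just above the study's 0.6. Over the list, 71 of the 84 Pearson correlations and 0 of the 84 Spearman correlations had an adjusted p under 0.05 by the exact permutation test. Even a rho of 1, as for clust1568, had an adjusted p of 0.117 by that test. With 6 libraries, the 0 thus says little against a shared order. Without the trichomes library, 66 of the 84 transcripts stayed above 0.6 and the median R was 0.871. Among the 18 that did not were 6 of the MEP pathway, 3 dehydrogenases or reductases and 3 of primary carbon metabolism. The transcripts were selected by this same correlation on these libraries, so neither the counts nor the p-values are independent evidence of co-expression. The adjustment covered only the selected transcripts. From the abundance in trichomes and both correlations, the paper took these transcripts as the set in which to look for the remaining steps towards MePA.

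**Figure D1:**
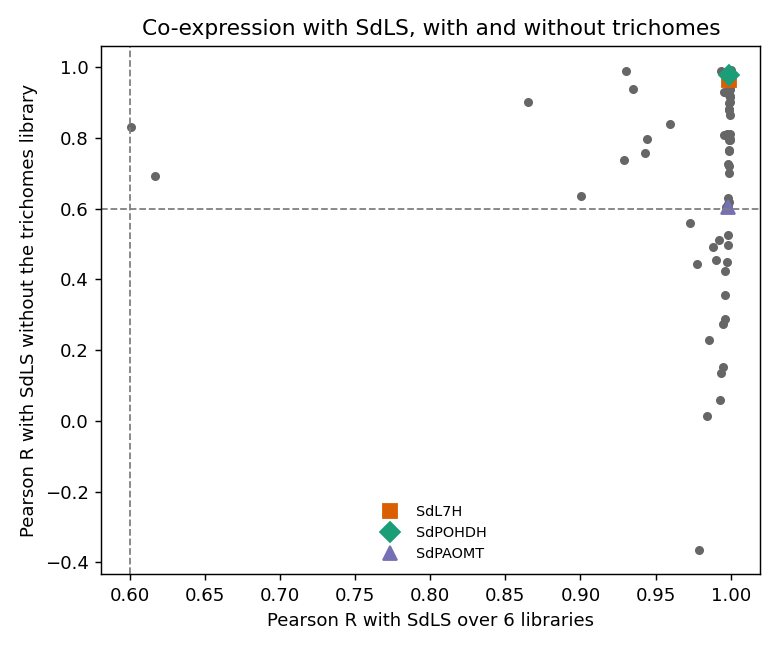
Pearson R with SdLS of the other 84 listed transcripts over all 6 libraries (x axis) against the same R without the trichomes library (y axis), with 1 point per transcript and coloured markers for SdL7H, SdPOHDH and SdPAOMT. Dashed lines mark 0.6 on each axis, and 18 points lie at or below the horizontal line while none lies left of the vertical line.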

**Fig. 3.**
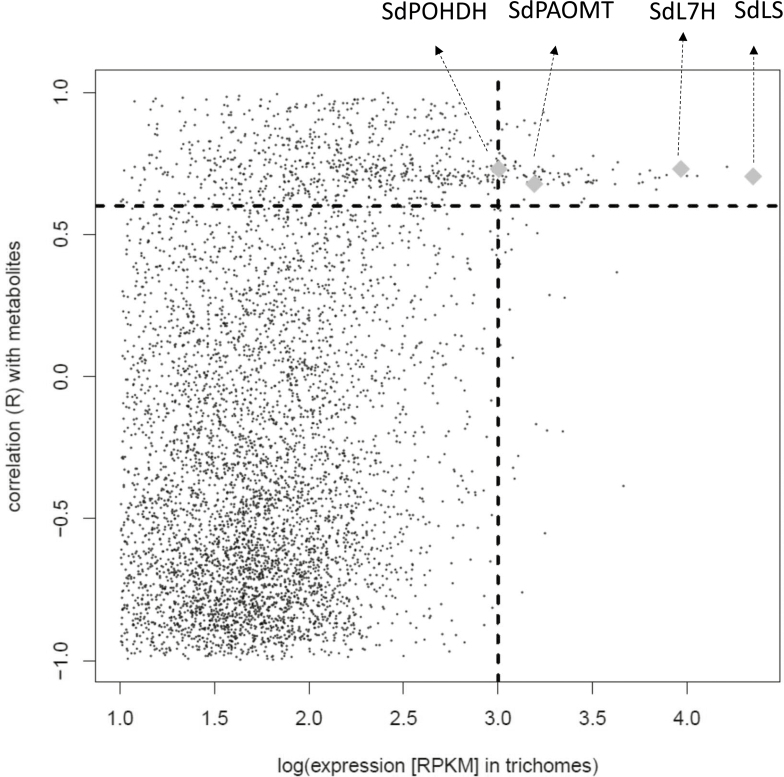
Plot of gene expression patterns in *S. dorisiana* tissues. Expression in trichomes versus correlation with limonene synthase expression pattern versus correlation with metabolite presence. Each dot represents a gene candidate. Interesting gene candidates, with high co-expression with the limonene synthase (*R*>0.6), high correlation with the presence of the pathway metabolites in the tissue (*R*>0.6), and a high absolute expression in the trichomes (RPKM >1000), were carefully considered (black dots). Characterized genes that were functional in methylperillate biosynthesis are indicated (diamonds). SdLS, limonene synthase; SdL7H, limonene-7-hydroxylase (P450); SdPAOMT, perillic acid *O*-methyltransferase; SdPOHDH, perillyl alcohol dehydrogenase.

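The 4 genes of the pathway shared their peak in trichomes and lower levels in larger leaves, and differed in level and in roots. SdL7H, a P450 that hydroxylates limonene at C7, was at 9290 RPKM in trichomes (9204–9376), 1007 in leaves <3 cm, 589 in leaves 3–10 cm, 213 in leaves >10 cm, 185 in stem and 13.1 in roots. SdPOHDH, which oxidizes perillyl alcohol, was at 1009 RPKM in trichomes (977–1042), 119 in leaves <3 cm, 20.3 in leaves >10 cm and 5.76 in roots. SdPAOMT, which methylates perillic acid, was at 1557 RPKM in trichomes (1516–1599), 108 in leaves <3 cm, 13.8 in leaves >10 cm and 105 in roots. The log2 ratio of trichomes over leaves <3 cm was 3.62 for the SdLS cluster, 3.20 for SdL7H, 3.07 for SdPOHDH and 3.84 for SdPAOMT, against a median of 3.35 over the list. In trichomes the SdLS cluster was 2.41 times as abundant as SdL7H, 14.4 times as abundant as SdPAOMT and 22.2 times as abundant as SdPOHDH. In roots the level was 2.04% of that in trichomes for the SdLS cluster (1.98–2.09), 6.75% for SdPAOMT (6.23–7.30), 0.571% for SdPOHDH and 0.141% for SdL7H. The root values rest on 5279, 719, 43 and 126 fragments in that order.

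**Figure D2:**
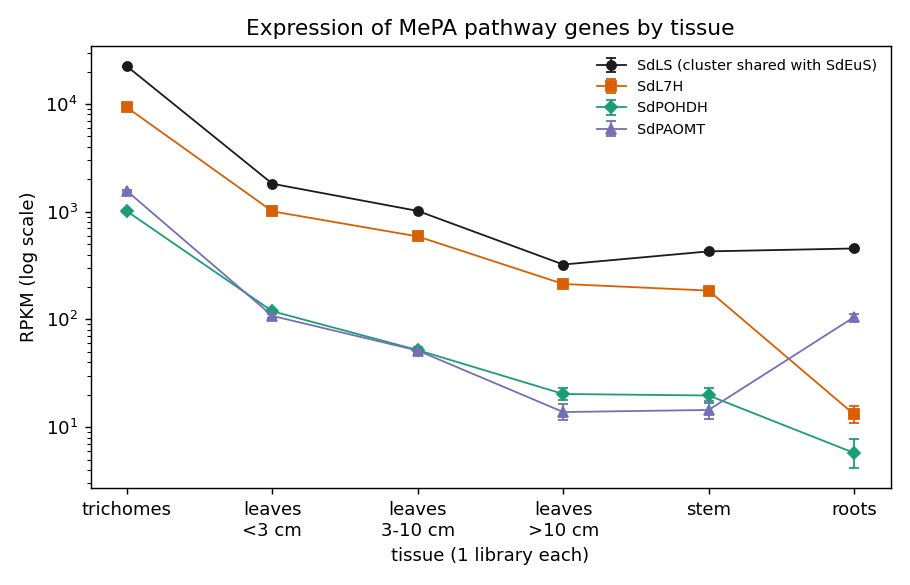
RPKM (y axis, log scale) of the SdLS cluster, SdL7H, SdPOHDH and SdPAOMT in the 6 tissues (x axis, 1 library each), with lines that only join the points of a gene and bars for exact 95% counting intervals. Each gene is highest in trichomes, and SdPAOMT is higher in roots (105) than in stem (14.4).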

The set of transcripts was sorted on expression level in the trichomes, in order to select candidate genes for P450, alcohol dehydrogenase, and methyltransferase activities (Fig. 1; Supplementary Table S3). 

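All 10 P450s were lower at each step to a larger leaf, while 4 of the 8 dehydrogenases or reductases were. The P450s took 7.23% of the mapped fragments in trichomes and 0.882% in leaves <3 cm, and the dehydrogenases or reductases took 3.64% and 0.344%. The most abundant transcript of both classes was the reductase-like clust3515, which stood above every P450. After clust1609 and SdL7H the most abundant P450 was clust1568, a CYP76 closest to ferruginol synthase, at 7808 RPKM in trichomes, 685 in leaves <3 cm and 152 in roots. The median log2 ratio of the P450s was 3.19, at percentile 24.7 of the matched random lists, so the group did not stand apart from other listed transcripts. SdPOHDH was the least abundant of the 8 dehydrogenases or reductases and ranked 84 of the whole list by trichome RPKM. Second of that group was clust3054, closest to a short-chain dehydrogenase, at 3012 RPKM in trichomes, 212 in leaves <3 cm and 273 in leaves >10 cm. The group's median log2 ratio was 3.37, at percentile 65.9. Supplementary Fig. S11 labels cloned dehydrogenases that did not convert perillyl alcohol with shortened cluster names, whose digits open the names of clust3054, clust3165, clust4242 and clust3515 and of no other listed transcript. Selection of the list on these libraries means that these levels are not independent evidence for either class.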

The selected set was also analysed for enriched PFAM classes in a non-targeted way. These classes include putative terpene synthases, P450s, methyltransferases, dehydrogenases, acetyltransferases, transporters, ATP synthase, NAD(P)H binding, and some enzyme domains related to fatty acid metabolism (Supplementary Table S4).

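Gene groups of the list differed in how far trichomes stood above young leaves, with the highest medians in the prenyltransferases and terpene synthases and the lowest in primary carbon and energy metabolism. The median log2 ratio was 4.27 for 2 prenyltransferases, both closest to lavandulyl diphosphate synthase, 3.44 for 3 acyltransferases and 3.41 for 2 carotenoid cleavage dioxygenases. The 8 MEP pathway transcripts had a median of 3.22 and kept a median of 8.23% of their trichome level in roots, against 0.234% over the list. In roots, primary carbon and energy metabolism (24.4%) and the antioxidant transcripts (13.4%) kept a higher median share still. The 7 transcripts of primary carbon and energy metabolism had a median of 1.13, at percentile 1.54 of the matched random lists, with a range from 0.02 to 4.03, the highest for the phosphoenolpyruvate/phosphate translocator clust2305. At the low end the mitochondrial ATP synthase beta subunit, clust1041, was at 1132 RPKM in trichomes and 1115 in leaves <3 cm, a ratio of 1.02 (0.988–1.04) that counting error covers. The 5 transcripts of lipid and cuticle metabolism had a median of 1.71, at percentile 0.735, but 2 of them stood above the list median: clust2942, a fatty acyl-CoA reductase, at 22.8-fold (21.0–24.8) and the ketoacyl-ACP synthase clust1812 at 14.9-fold (14.2–15.6). Terpene synthases, lipid and cuticle metabolism, and primary metabolism were the 3 of 13 groups outside the central 95% of matched lists. The percentiles describe these libraries, since the groups were drawn from a list that the study chose on them.

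**Figure D3:**
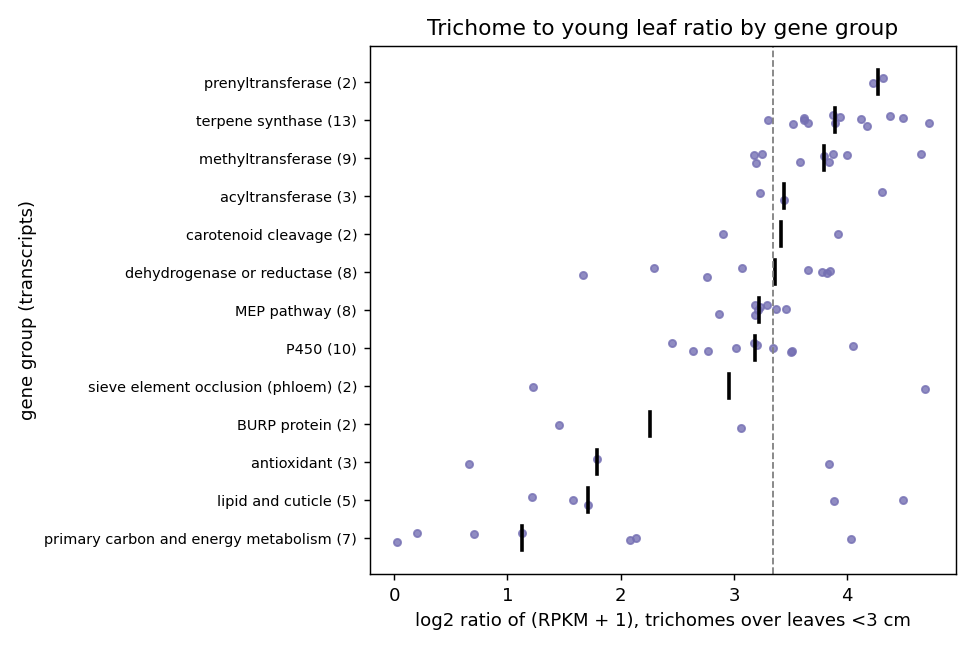
Log2 ratio of RPKM + 1 in trichomes over leaves <3 cm (x axis) of each transcript in the 13 gene groups (y axis, number of transcripts in brackets), with 1 point per transcript and a black bar at the group median. The dashed line is the median of all 85 transcripts, 3.35, and medians run from 1.13 for primary carbon and energy metabolism to 4.27 for the prenyltransferases.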

### Metabolite markers indicate the formation of pathway intermediates in *N. benthamiana*

The activity of candidate genes was evaluated in a transient expression system in *N. benthamiana*. It has been reported that endogenous *N. benthamiana* enzymes may derivatize oxidized monoterpenes to non-volatile glycosides (Dong *et al.*, 2016). To assess if conversion products are formed from the pathway intermediates, limonene, POH, PAldH, and PA were infiltrated in *N. benthamiana,* and leaves were analysed by GC-MS, to detect volatile products, and by LC-MS to detect non-volatile derivatives (Supplementary Tables S5, S6). The analysis showed that limonene is hardly modified by this plant platform, and was emitted into the leaf headspace. Other pathway intermediates, including POH, PAldH, and PA, are derivatized to non-volatile products. Based on these results, we further selected marker compounds as proxy for the presence of the pathway products in *N. benthamiana*. The markers were putatively identified on an MS/MS spectrum basis as perillyl alcohol malonyl hexose (POH-Mk1), perillyl alcohol pentose-hexose (POH-Mk2), a perillyl aldehyde gluthathione conjugate (PAldH-Mk1), perillic acid hexose (PA-Mk1), hydroxylated perillic acid hexose (PA-Mk2), and perillic acid di-hexose (PA-Mk3) (Supplementary Table S5). These markers were used to monitor the formation of the pathway intermediates in the plant, upon candidate gene expression.

### Cytochrome P450 SdL7H converts limonene to perillyl alcohol, but does not perform further oxidations

Six cytochrome P450 candidate sequences (*CYP71A76v1*, *CYP71A76v2*, *SdCYP76AH36*, *SdCYP76AK17*, *SdCYP71A77*, and *SdCYP76AK18*) were cloned for characterization (Supplementary Fig. S8). SdCYP71A76v1 and SdCYP71A76v2 differ in only two C-terminal amino acids (Supplementary Fig. S8) and did not differ in activity. In yeast co-expressing *SdCYP71A76v1* (referred to as *SdL7H*) with LS, formation of POH was observed (Fig. 4; Supplementary Fig. S9), while no PAldH or products of oxidation of limonene on other positions were detected.

**Fig. 4.**
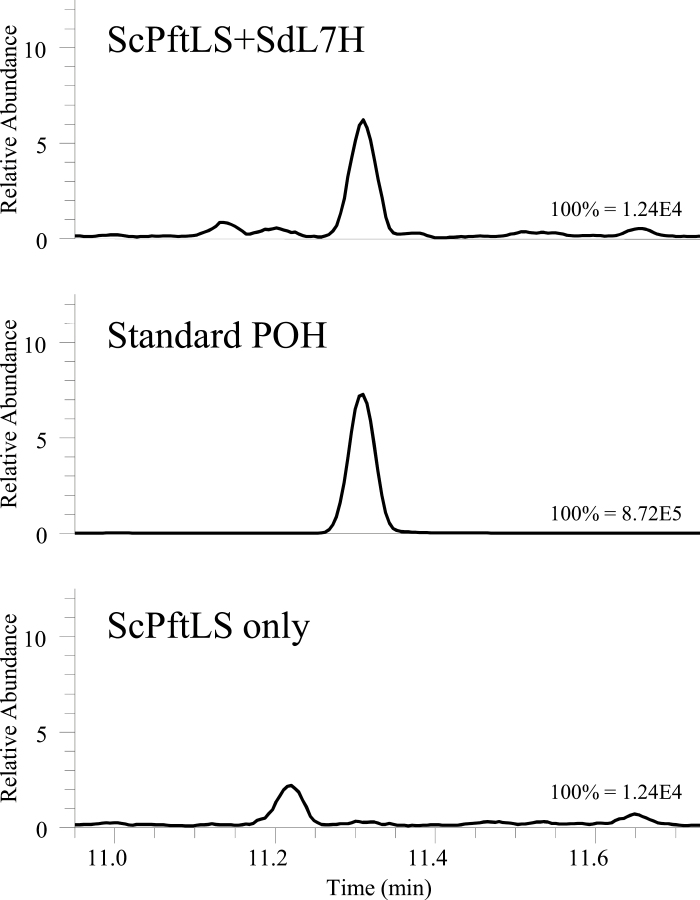
Characterization of SdL7H in yeast. Shown are GC-MS chromatograms of culture extracts. (a) Yeast strain containing limonene synthase and limonene-7-hydroxylase (ScPftLS+SdL7H) TIC NL 1.24E4 *m/z* 93–94. (b) Perillyl alcohol standard reference compound TIC NL 8.72E5 *m/z* 93–94. (c) Yeast strain containing only limonene synthase (ScPftLS) TIC NL 1.24E4 *m/z* 93–94. Mass spectra of the analysed peaks are shown in Supplementary Fig. S8.

*SdL7H* was also cloned for characterization *in planta.* For comparison, *MsL3H* (Lücker *et al.*, 2002) was also cloned in the same system. Both constructs were co-infiltrated with *SdLS* in *N. benthamiana* (Supplementary Fig. S10), to provide limonene as a substrate. GC-MS analysis showed there was a small amount of POH in the headspace of the *N. benthamiana* leaves infiltrated with *SdL7H* and *SdLS* (Supplementary Fig. S10a–c). LC-MS analysis showed the presence of the POH-Mk1 and Mk2 markers in the leaves (Supplementary Fig. S10d). In addition, expression of *SdL7H* resulted in a decrease in the amount of limonene in the headspace, indicating that limonene is indeed used as a substrate (Supplementary Fig. S10e).

Enzymes which were candidates for conversion of POH to more downstream products were tested in *N. benthamiana* immediately, allowing their performance in a plant background to be addressed. LC-MS was used to analyse the enzyme products (PAldh and PA), since these compounds are immediately further derivatized by *N. benthamiana*. An alcohol dehydrogenase gene referred to as *SdPOHDH* was isolated from cDNA, together with four other candidates (Supplementary Fig. S11). All genes were cloned for testing in *N. benthamiana*, and were agroinfiltrated with POH as a substrate. LC-MS analysis of POH and PAldH markers showed that SdPOHDH converted POH to PAldH (Supplementary Fig. S12). For the other candidate dehydrogenase, no such activity could be observed.

### SdPAOMT methylates both perillic acid and phenolic acids into volatile methyl esters

Several methyltransferase (OMT) sequences (Supplementary Fig. S13) were cloned for characterization and co-infiltrated in *N. benthamiana* with PA. For one candidate gene, which was referred to as *SdPAOMT*, a significant amount of MePA was found in the headspace of the agroinfiltrated leaves, while only SdOMT4 and SdOMT9 showed minor MePA formation, and the other candidates were not different from the control (Supplementary Fig. S14a, b). Although *SdPAOMT* was not the most highly expressed OMT gene in trichomes, we reasoned that it could mediate formation of MePA in *S. dorisiana*.

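SdPAOMT ranked 5 of the 9 listed methyltransferases by RPKM in trichomes. The 2 most abundant, clust2514 and clust4450, carry the same Methyltransf_7 domain of the SABATH family as SdPAOMT and were 7.29 and 4.37 times as abundant. In clust4450 the level was 6803 RPKM in trichomes, 424 in leaves <3 cm and 16.4 in roots, and clust2472, annotated as an *O*-methyltransferase, was at 1889, 157 and 1.31 RPKM. SdPAOMT was the lowest of the 3 SABATH transcripts in trichomes and ranked 4 of 9 by the log2 ratio of trichomes over leaves <3 cm. Of the 9 transcripts, SdPAOMT alone was higher in roots than in stem. The group median log2 ratio was 3.79, at percentile 87.7 of the matched random lists. The steepest fall with leaf size in the group was that of clust2791, closest to caffeic acid *O*-methyltransferases, from 41.8 RPKM in leaves <3 cm to 0.697 in leaves >10 cm, the latter from 7 fragments. Names of the other cloned OMTs are not paired with clusters in the table, so SdOMT4 and SdOMT9 have no value here. The list was selected on these libraries, and the ranks hold within it only.

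**Figure D4:**
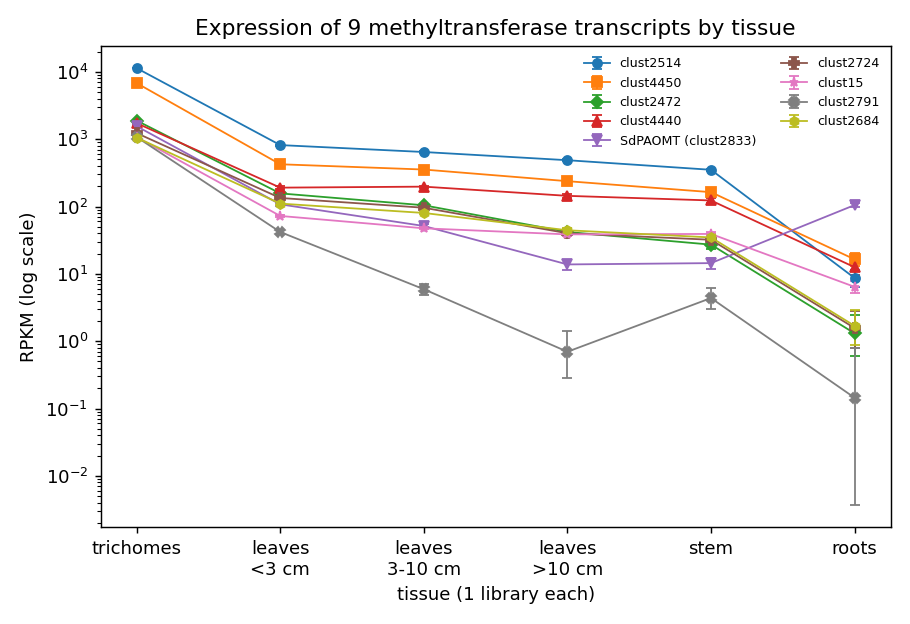
RPKM (y axis, log scale) of the 9 listed methyltransferases in the 6 tissues (x axis, 1 library each), with lines that only join the points of a transcript and bars for exact 95% counting intervals. All 9 are highest in trichomes, from 1054 to 11344 RPKM, and SdPAOMT is the only transcript of the 9 that is higher in roots than in stem.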

The protein sequence of SdPAOMT was aligned using BLASTP analysis, and was found to be similar to methyltransferases from the SABATH family (Supplementary Fig. S13a). This family includes enzymes involved in methylation of carboxyl groups of aromatic compounds or methylating nitrogen groups (D’Auria *et al.*, 2003). The most closely related homologs of SdPAOMT include a number of enzymes that are involved in methylation of BA and/or SA (Supplementary Fig. S13), for example AmSAMT, encoded by a gene from snapdragon involved in methylation of SA in vegetative tissues (Negre *et al.*, 2002).

The ability of SdPAOMT to methylate SA, BA, and PA was tested *in vitro*. To this end, the *SdPAOMT* cDNA was cloned in the expression vector pCDF DUET-1, and SdPAOMT protein was produced in *E. coli* BL21 DE3. Cell-free extracts were tested with BA, SA, and PA as substrates, and SAM as methyl donor. Methylated products were detected for all three substrates (Fig. 6). In contrast, methylation of JA could not be observed. This indicated that *in vitro* SdPAOMT is able to methylate both phenolic and monoterpenoid carboxylic acids.

**Fig. 5.**
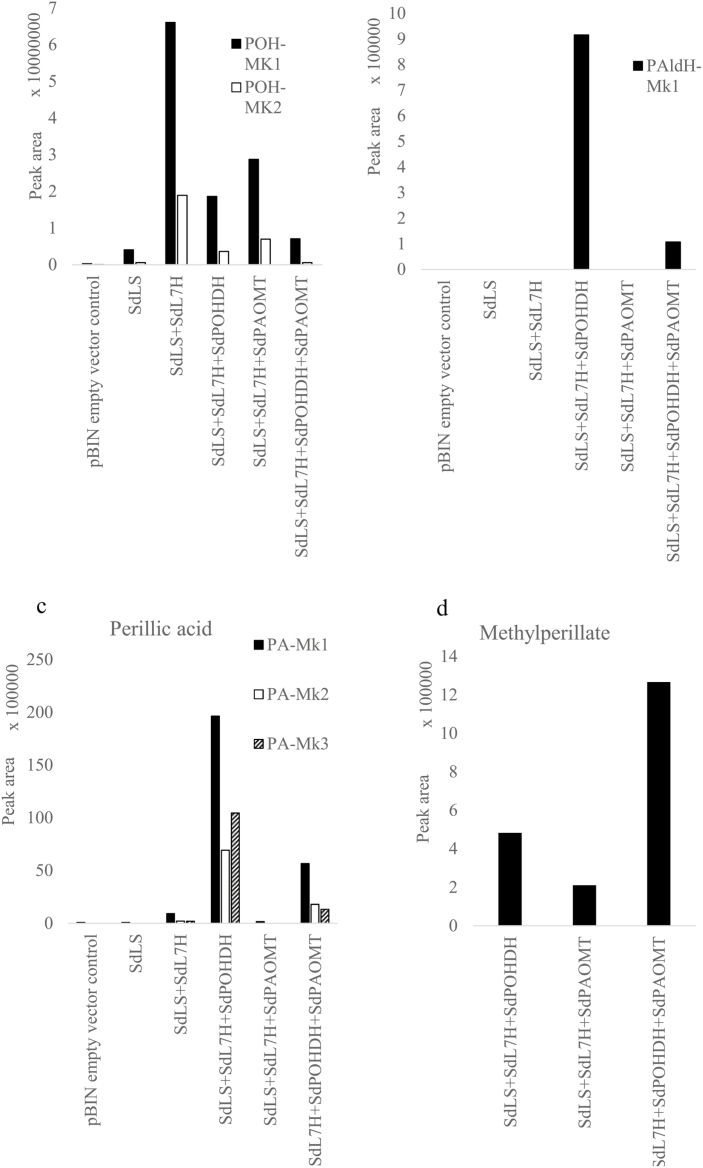
Reconstitution of the methylperillate biosynthesis pathway in *N. benthamiana*. Shown are relative quantities of marker compounds, representing intermediates in the methylperillate pathway. (a) Perillyl alcohol; (b) perillyl aldehyde; (c) perillic acid; (d) methylperillate. MK: marker compound.

**Fig. 6.**
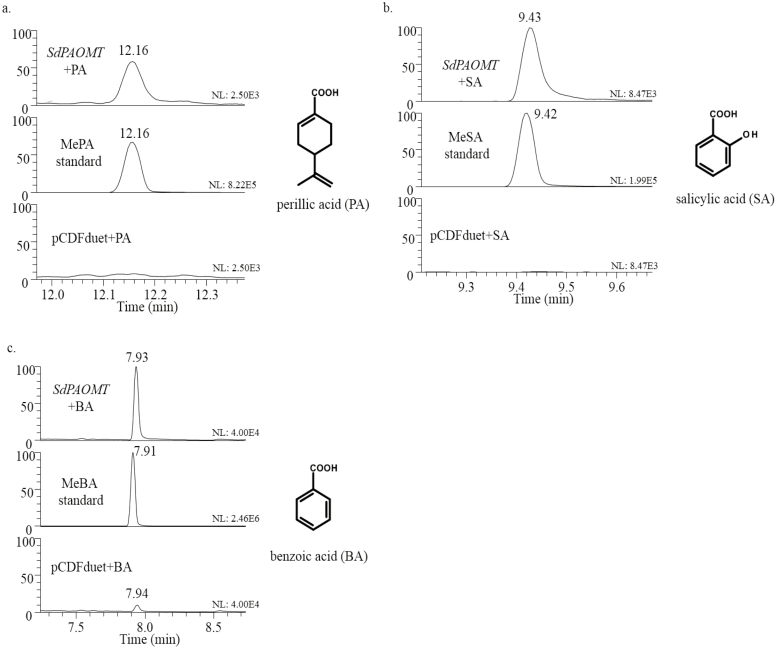
Characterization of *S. dorisiana O*-methyltransferase SdPAOMT. Shown are GC-MS chromatograms of *in vitro* assays with different substrates. (a) SdPAOMT+perillic acid (PA), *m/z*=67.50–68.50 + 120.50–121.50 + 179.50–180.50 MS. (b) SdPAOMT+salicylic acid (SA), *m/z*=151.50–152.50 MS. (c) SdPAOMT+benzoic acid (BA), *m/z* 76.50–77.50 + 104.50–105.50 + 135.50–136.50 MS. pCDFduet empty vector control.

To further investigate the activity of SdPAOMT, *N. benthamiana* leaves were infiltrated with a construct with the *SdPAOMT* cDNA. Five days after *SdPAOMT* infiltration, PA, BA, or SA were co-infiltrated and, after 3 h of incubation, the headspace was trapped for 3 h and analysed by GC-MS. Interestingly, infiltration of *SdPAOMT* resulted in emission of detectable amounts of both methylsalicylate (MeSA) and methylbenzoate (MeBA), alongside MePA (Supplementary Fig. S15). This confirms that SdPAOMT is also able to methylate both phenolic acids and monoterpene acids. In the headspace of *S. dorisiana* leaves, on the other hand, only traces of MeSA were observed, and no MeBA could be detected (Supplementary Fig. S15d), while MePA was one of the major detected peaks.

### Reconstitution of the methylperillate biosynthesis pathway in *N. benthamiana*

Subsequently, the full MePA biosynthesis pathway (Fig. 1) was transiently expressed in *N. benthamiana*, through agro-infiltration. Strains were co-infiltrated, each time adding a subsequent cDNA, while the load for each of the cDNAs was kept equal. While *N. benthamiana* can provide the necessary precursors from the MEP pathway, it is known that co-expression of an additional ectopic GPPS can boost production of monoterpenes in *N. benthamiana* (Dong *et al.*, 2016). Accordingly, co-expression of *Picea abies* GPPS (*PaGPPS*) with *SdLS* increased limonene emission 3- to 5-fold (Supplementary Fig. S16). Addition of *SdL7H* resulted in the production of POH, as observed from the appearance of peaks POH-Mk1 and POH-Mk2 analysed by LC-MS (Fig. 5a; Supplementary Fig. S19 panel c1–c2). Subsequent co-expression of *SdPOHDH* strongly decreased the peak area of these products, and resulted in the appearance of PAldH-Mk1 and PA-Mk1-3 (Fig. 5a–c; Supplementary Fig S19 panel d1–d6). GC-MS analysis showed that an easily detectable amount of PAldH was emitted (Supplementary Fig. S17). Interestingly, a small amount of MePA was detected from the headspace (Fig. 5d; Supplementary Fig. S19 panel d7), indicating that *N. benthamiana* expresses an endogenous methyltransferase able to methylate PA. Co-expressing *SdPAOMT* led to a strong increase of MePA emission (Fig. 5d; Supplementary Fig. S19, panel e7), while POH-Mk1-2, PAldH-Mk1, and PA-Mk1-3 peaks were strongly reduced (Fig. 5a–c; Supplementary Fig. S19, panel e1–e6). When *SdPAOMT* was co-expressed with *PaGPPS*, *SdLS*, and *SdL7H*, but without *SdPOHDH*, MePA emission was 6-fold lower (Fig. 5d; Supplementary Fig. S19), indicating the importance of *SdPOHDH* for the pathway.

Thus, *de novo* biosynthesis of MePA was achieved in *N. benthamiana* by expressing *PaGPPS*, *SdLS*, *SdL7H*, *SdPOHDH*, and *SdPAOMT* (Fig. 5; Supplementary Fig. S19, panel e7).

## Discussion

In the present study, the genes needed for biosynthesis of MePA have been identified. This compound is of interest, since it can be converted to the commodity chemical TA by mild chemistry (Jongedijk *et al.*, 2018). To this end, candidate genes from *S. dorisiana*, selected based on expression profiles, were identified and characterized *in vitro* and in *N. benthamiana*. From these screens, four genes could be identified which together constitute a biosynthetic pathway from GPP to MePA. Apart from well-known terpene synthases and terpene-modifying enzymes such as cytochrome P450s and alcohol dehydrogenases, a terpene carboxylic acid *O*-methyltransferase was identified. Together, the genes form a MePA biosynthesis pathway, although the current data do not exclude that other enzymes encoded in *S. dorisiana* play a role in the pathway to MePA. The genes identified here were sufficient to produce MePA in *N. benthamiana*. The identification of these enzymes provides a basis for a novel way to produce biomaterials not only from natural, renewable sources, but also with specific stereochemistry.

### Regio-specificity of SdL7H is essential for methylperillate formation

MePA carries an unusual functional group for a monoterpene, a methylated carboxyl group at the *para*-position, which is essential for its use as a precursor for TA synthesis (Jongedijk *et al.*, 2018). To use limonene as a direct precursor for TA, an enzyme that modifies limonene at its C7 position is essential, and SdL7H is capable of this reaction. After hydroxylation of the 7-position by SdL7H, the resulting primary alcohol group is available for further oxidation to the acid. This type of oxidation has been described for sesquiterpenes such as artemisinic alcohol, to form artemisinic acid, and germacrene A alcohol, to form germacrenoic acid (Ro *et al.*, 2006; Liu *et al.*, 2011). Several P450s acting on limonene or derived compounds have been identified in the *Mentha* genus (Bertea *et al.*, 2003; Lücker *et al.*, 2004). However, these enzymes display a different regio-specificity; they modify limonene on different carbon positions of the molecule. The secondary alcohols formed by mint P450s at the 3- and 6-position of limonene cannot be taken further towards carboxyl groups, and therefore these enzymes are not applicable for generating a polymer precursor such as TA. From *Perilla frutescens*, a cytochrome P450 has been described to produce a mixture of C3, C6, and C7 hydroxylated compounds (Mau *et al.*, 2010). This enzyme is likely to be involved in the formation of PAldH in *P. frutescens*, but it lacks the specificity required for application in an efficient heterologous production system. Recently, a more regio-specific enzyme from *Perilla* has been described (Fujiwara and Ito, 2017). This enzyme catalyses both the conversion of limonene to POH and the subsequent dehydrogenation to PAldH. SdL7H is highly regio-specific, as it produces PAldH as the single limonene hydroxylation product both in yeast and *in planta*. Like all other monoterpene P450s known to date (including the *Perilla* and *Mentha* genes), SdL7H is a member of the CYP71 class, but shares very limited sequence similarity with other CYP71s known to use limonene as substrate (e.g. *M. spicata* L6H, 37% identity; *M. spicata* L3H, 35% identity; *P. frutescens* L367H; 40% identity). *SdL7H* shares a high sequence identity (69%) with menthofuran synthase, a P450 from *Mentha×piperita* (Bertea *et al.*, 2001). Menthofuran synthase acts on an alyllic carbon in pulegone. Though this enzyme is not active on limonene, notably it does act on a non-ring position of a monoterpene and initially forms a primary alcohol group. This indicates that the formation of a primary alcohol may have been the property of the common ancestor of these enzymes.

*Nicotiana benthamiana* appears to have endogenous POHDH-, PAldHDH- and PAOMT-like activities, albeit at a low level. Therefore, it makes sense to apply specialized enzymes recruited from *S. dorisiana* for these conversions. This is clearly seen when *SdPOHDH* is added to the system, by which MPA production is enhanced 6-fold. The properties of SdPOHDH largely correspond to those described describe for a POHDH from *P. frutescens* (Sato-Matsumoto and Ito, 2014), although the amino acid sequences of both proteins are only 21.4% identical.

For conversion of PAldH to PA, no enzyme has yet been isolated from *S. dorisiana*. Several different enzyme classes have been reported to catalyse terpene aldehyde oxidation, such as cytochrome P450 enzymes. For example, the formation of deoxyloganetic acid from iridodial in *C. roseus* is performed by iridoid oxidase, which is a P450 (CYP76A26) (Miettinen *et al.*, 2014). On the other hand, artemisinic aldehyde is converted efficiently to artemisinic acid by a member of the aldehyde dehydrogenase family from *A. annua* (Teoh *et al.*, 2009). Both these enzyme classes were over-represented in the subset of genes from which MePA pathway genes were isolated (Supplementary Table S3). 

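The listed transcripts include both classes of enzyme, many P450s and a single aldehyde dehydrogenase. A PFAM p450 domain was annotated in 9 of the 85 transcripts and an Aldedh domain in 1. The aldehyde dehydrogenase, clust1416, closest to family 2 member C4, was at 2393 RPKM in trichomes (2350–2435), 189 in leaves <3 cm, 130 in leaves 3–10 cm, 54.2 in leaves >10 cm, 39.2 in stem and 47.1 in roots. Its trichome level was 12.7 times that in leaves <3 cm (12.2–13.1), and it ranked 31 of the list by trichome RPKM. Among P450s of the CYP76 type, clust1540 was at 6361 RPKM in trichomes, 623 in leaves <3 cm and 10.6 in roots. Over-representation could not be tested from the list alone, since the transcripts outside it were not analysed here. The domains that the paper lists as enriched in Supplementary Table S4 include p450 and not Aldedh.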

Formation of monoterpene acids has not yet been extensively investigated. In other plants such as Pyrethrum (*T. cinerariifolium*) and *C. roseus*, acid forms of monoterpenes play a role in transport between cells. However, in *S. dorisiana*, the free acid form could not be detected. Apparently *S. dorisiana* prevents PA being present in the free form by methylating it efficiently in the trichomes.

### Formation of a monoterpene methylester

Methylation of PA makes the compound volatile, which could be related to its biological function in *S. dorisiana*. The enzyme which mediates methylation of PA most efficiently *in planta*, SdPAOMT, has high similarity to methyltransferases from the SABATH family, which have been found to use phenolic compounds, such as BA and SA, as substrates. MeBA is part of the fragrance of flowers, for instance in *Clarkia brewerii*, where the formation of MeBA was suggested to result in the attraction of bumblebees for pollination (Kolosova *et al.*, 2001). Similarly, *SdPAOMT* may play a role in the formation of highly volatile scented compounds in the foliage of *S. dorisiana*. Methylation of SA was suggested to play a role in the modulation of the activity of SA, which functions as a defence signal. Methylation of SA facilitates transport from plant to plant due to its volatility and membrane permeability (Dempsey *et al.*, 2011). We show that SdPAOMT can also function as a BA-OMT and SA-OMT. In *S. dorisiana* trichomes, these substrates seem not to be relevant, as MeBA and MeSA are hardly detectable in the *S. dorisiana* headspace. With the current data, we cannot conclude that SdPAOMT is the only OMT mediating formation of MePA, as no knockout experiments have been included which could clarify the contributions of SdPAOMT in MePA formation in *S. dorisiana*. Also other OMTs are able to mediate methylation of PA (e.g. SdOMT9); however, their much lower efficiency in *Nicotiana* compared with SdPAOMT (Supplementary Fig. S14) suggests a key role for this enzyme in MePA formation. With this reservation, *SdPAOMT* may be considered to be a neo*-*functionalized gene that has been employed from pathways leading to more general phenolic volatiles, to participate in the production of a specialized monoterpene methylester.

*SdPAOMT* can play a key role in the engineering of monoterpene carboxylic acids in plants. When PA is produced in *N. benthamiana*, a number of glycosides are produced (Supplementary Table S6). Glycosylation probably aims at the detoxification of these compounds, allowing their sequestration to the vacuole. Methylation, on the other hand, makes the compound more hydrophobic and facilitates its diffusion out of the cell. In *P. frutescens*, PA is known to be stored as a glycoside. *SdPAOMT* expression decreases the formation of glycosides in *N. benthamiana*, indicating that *SdPAOMT* efficiently competes with glycosyl transferases from *N. benthamiana*. The mechanism involved in the modulation of PA toxicity through acid methylation still remains unclear, and the defence properties of these terpenes need to be investigated.

### Outlook

The next step for producing biobased commodity chemicals through this route is to produce MePA on a larger scale. Plant production may be suited for this in the longer term, but terpene production in microorganisms has been much further advanced (Jongedijk *et al.*, 2016). Limonene production has also been demonstrated in cyanobacteria, opening up the possibility to produce MePA, as a source for PET plastic from carbon dioxide and sunlight (Wang *et al.*, 2016). Alternatively, MePA biosynthetic enzymes could be expressed in microorganisms. Yeast strains producing limonene have been reported. In general, plant P450s can be expressed rather well in yeast (Arendt *et al.*, 2017), so this could provide a suitable platform for further engineering towards MePA production. In *Pseudomonas putida*, a bacterium with high solvent tolerance, reasonable amounts of PA were already produced by bioconversion of limonene, by means of side activity of the *p*-cymene degradation gene cluster (Mars *et al.*, 2001). By elucidating pathways towards MePA and other functionalized monoterpenes, engineering of these compounds in microorganisms should now be possible. From this perspective, the elucidation of the MePA pathway in *S. dorisiana* is the first step towards biobased production of commodity chemicals. Thus, this work provides a basis for a novel way to produce biomaterials from natural, renewable sources.

## Supplementary data

Supplementary data are available at *JXB* online.

Dataset S1. DNA sequences of selected clusters and genes.

Fig. S1. Concentrations of methylperillate and pathway intermediates in *S. dorisiana* plant parts.

Fig. S2. GC-MS chromatograms of *S. dorisiana* trichomes and young leaves on an enantioselective column.

Fig. S3. Isolated *S. dorisiana* trichomes.

Fig. S4. Separated *S. dorisiana* trichome fractions.

Fig. S5. Protein sequence alignment and phylogenetic tree of monoterpene synthases.

Fig. S6. GC-MS chromatograms of *N. benthamiana* headspace after agro-infiltration with limonene synthases.

Fig. S7. *In vitro* assay of other *S. dorisiana* monoterpene synthases.

Fig. S8. Protein sequence alignment of P450s.

Fig. S9: Characterization of *SdL7H* in yeast: MS spectra.

Fig. S10. Characterization of *SdL7H* in *N. benthamiana* after agro-infiltration of constructs.

Fig. S11. Alcohol dehydrogenases (ADH) protein sequence alignment and phylogenetic tree.

Fig. S12. Characterization of *SdPOHDH* activity.

Fig. S13. *O-*Methyltransferases protein sequence phylogenetic tree and expression levels of *S. dorisiana* methyltransferase candidates.

Fig. S14. *SdPAOMT* produces methylperillate in *N. benthamiana.*

Fig. S15. Headspace GC-MS analysis of *N. benthamiana* infiltrated with *SdPAOMT* and *S. dorisiana* leaves.

Fig. S16. Co-expression of GPP synthase (*GPPS*) increases limonene emission.

Fig. S17. Agro-infiltration of *SdPOHDH* produces perillyl aldehyde in the headspace of *N. benthamiana* leaves.

Fig. S18. Methylperillate in the headspace of agro-infiltrated *N. benthamiana* leaves.

Fig. S19. Chromatograms of LC-MS and GC-MS analyses of methylperillate intermediates and derivatives.

Table S1. Primer sequences.

Table S2. Relative expression data.

Table S3. Set of transcripts that had a high absolute expression level in the trichomes, a high correlation with presence of a pathway, and a high correlation with co-expression with *SdLS*.

Table S4. PFAM domains that were enriched in the extracted group of genes.

Table S5. LC-MS of marker compounds in *N. benthamiana.*

Table S6. Compound infiltration peak areas; identification of markers.

Table S7. Constructs used in this study.

eraa086_suppl_Supplementary_Tables_S1_S2_S4_S7

eraa086_suppl_Supplementary_Tables_S3

eraa086_suppl_Supplementary_Figures_S1_S19

eraa086_suppl_Supplementary_Dataset

## Abbreviations

BA: benzoic acid
GPP: geranyl diphosphate
GPPS: geranyl diphosphate synthase
L7H: limonene-7-hydroxyase
LS: limonene synthase
MEP: methyl-D-erythritol 4-phosphate
MePA: methylperillate
Mk: marker compound
PA: perillic acid
PAldH: perillyl aldehyde
PAOMT: perillic acid *O*-methyltransferase
PET: polyethylene terephthalate
POH: perillyl alcohol
POHDH: perillyl alcohol dehydrogenase
SA: salicylic acid
Sd: *Salvia dorisiana*

# Supplementary material for: Novel routes towards bioplastics from plants: elucidation of the methylperillate biosynthesis pathway from Salvia dorisiana trichomes
**Source:** J Exp Bot. 2020 Feb 24;71(10):3052–65. doi: 10.1093/jxb/eraa086
**Supplement:** eraa086_suppl_Supplementary_Tables_S1_S2_S4_S7

Table S1 Primer sequences used in this study

**primer** *	**reference**	**sequence**
SdLS_NotF		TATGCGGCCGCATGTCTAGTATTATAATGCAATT<br>CGCCATTCCTA
SdLS_PacR		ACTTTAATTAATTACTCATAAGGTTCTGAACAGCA<br>AGCTTCT
SdtLS_SalF		ACTGTGCGACCGACGAACTGGAGGCTACCA
SdLS_NotR		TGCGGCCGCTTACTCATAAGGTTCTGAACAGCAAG<br>CTTCT
SdtPS_AscF		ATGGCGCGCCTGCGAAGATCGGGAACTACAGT<br>CCAT
SdPS_NotR		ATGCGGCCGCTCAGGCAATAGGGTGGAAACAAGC<br>AAT
SdtLiS_AscF		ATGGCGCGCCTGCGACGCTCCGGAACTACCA
SdLiS_NotR		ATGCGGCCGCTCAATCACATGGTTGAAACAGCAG<br>ACT
SdtPCS_AscF		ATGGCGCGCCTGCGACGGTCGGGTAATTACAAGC<br>CTA
SdPCS_NotR		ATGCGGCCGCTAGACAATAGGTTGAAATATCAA<br>ACCTAAAATACGTT
SdtSaS_AscF		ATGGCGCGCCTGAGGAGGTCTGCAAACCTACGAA<br>GCTAGT
SdSaS_NotR		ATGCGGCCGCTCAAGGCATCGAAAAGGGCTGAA
SdtEuS_AscF		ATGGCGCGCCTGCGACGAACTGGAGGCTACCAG<br>CCTACT
SdEuS_NotR		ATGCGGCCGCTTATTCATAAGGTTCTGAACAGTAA<br>GCTTCTGAGCTGTT
CILS_NotF	(Lücker et al., 2002)	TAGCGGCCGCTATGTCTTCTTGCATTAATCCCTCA<br>ACCTTGTTACCT
CILS_PacR	(Lücker et al., 2002)	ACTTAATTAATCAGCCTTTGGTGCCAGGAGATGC
PfLS_NotF	(Jongedijk et al., 2015)	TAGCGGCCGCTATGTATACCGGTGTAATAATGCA<br>TATGGCGATTCT
PfLS_PacR	(Jongedijk et al., 2015)	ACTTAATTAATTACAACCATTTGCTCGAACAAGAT<br>GTCTGTCATCT
SdL7H_GWF		CACCATGGCAGCTCTTCTACTTCTTA
SdL7H_R		TTAATAAGCACGTGGTGTAGTAA
SdADH_GWF		CACCATGGCTGATAACACCATAACTT
SdADH_R		TCAGAACTTGATAATGACCTTGA
SdOMT_BamF		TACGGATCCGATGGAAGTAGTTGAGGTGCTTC
SdOMT_NotR		AATGCGGCCGCTCATCCTCTCCGGATCAAA

RT2_R	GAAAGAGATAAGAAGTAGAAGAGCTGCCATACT<br>AGTTCTAGAAAACCTTAGATTAGATTGC
RT3_F	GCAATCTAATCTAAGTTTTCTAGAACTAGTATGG<br>CAGCTCTTCTACTTCTTATC
RT4_R	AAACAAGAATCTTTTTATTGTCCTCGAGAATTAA<br>TAAGCACGTGGTGTAGTAACC
RT5_F	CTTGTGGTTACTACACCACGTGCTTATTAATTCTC<br>GAGGACAATAAAAAGATTCTTG
RT6_R	AGACAGATCGCTGAGATAGG
RT7_F	CTCACGTTAAGGGATTTTGGTC
RT8_R	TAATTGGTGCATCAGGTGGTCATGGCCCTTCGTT<br>AAAGGACAAGGACCTGA
RT9_F	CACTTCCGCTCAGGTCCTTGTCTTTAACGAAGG<br>GCCATGACCACCTGA
RT13_F	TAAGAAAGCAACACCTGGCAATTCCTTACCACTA<br>GTTCTAGAATCCGTCGA
RT14_R	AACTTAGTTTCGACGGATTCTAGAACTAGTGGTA<br>AGGAATTGCCAGGTGTTGC

---

*F: forward; R: reverse; t: truncated, removes plastid targeting signal; Sal: SalI restriction site added, Asc: AscI restriction site added; Not: NotI restriction site added; GW: cacc tag added for directional cloning in pENTR/D-TOPO.

Supplemental Table S2 Sequencing data HiSeq sequencing

Sample ID	Index	# Reads	% of raw clusters	% of $\geq$ Q30 Bases (PF)	Mean Quality Score (PF)
Leaves >10 cm	CGTACG	74248274	13.30	95.13	35.79
Leaves3-10 cm	GTTTCG	149802556	26.83	95.07	35.77
Leaves < 3 cm	GTGGCC	106516624	19.08	94.82	35.72
Roots	ACTGAT	57144448	10.23	95.25	35.80
Stem	GAGTGG	59690696	10.69	95.18	35.80
Trichomes	ATTCCT	38229990	6.85	94.76	35.62
Undetermined	-	72713238	13.02	90.54	34.70
Total		279172913			

Supplemental Table S4. PFAM domains that were enriched in the extracted group of genes (correlation with the monoterpene synthase expression $R>0.6$, correlation with pathway metabolites pattern $R>0.6$ and expression in the trichomes $RPKM>1000$), compared to all other genes.

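Each p-value of this table comes from Fisher's exact test, which asks whether a PFAM domain is found more often among the selected transcripts than among all other assembled transcripts, followed by Benjamini-Hochberg adjustment in the paper. Among the 85 listed transcripts, the domain Terpene_synth_C was annotated in 13 and Terpene_synth in 11, since clust1050 and clust3938 carry only the former. Carotenoid oxygenase domains (RPE65) were found in 2 transcripts, clust1111 and clust976, and Transferase domains in 3, which are the acyltransferases. Several entries rest on 1 listed transcript. The domains ketoacyl-synt and Thiolase_N both come from clust1812, a ketoacyl-ACP synthase of fatty acid synthesis, at 1655 RPKM in trichomes and 111 in leaves <3 cm. OSCP comes from clust4711, the ATP synthase O subunit, at 1015 and 622 RPKM, and EamA from clust2305, a phosphoenolpyruvate/phosphate translocator, at 1056 and 63.6 RPKM. Chalcone comes from clust6044, a chalcone isomerase of flavonoid synthesis, at 1722 and 169 RPKM. The enrichment itself was not recomputed, because the transcripts that form its background were not analysed here.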

PFAM domain	p-value	description
p450	0.000	P450
Vir_act_alpha_C	0.000	a bacterial motif?
RPE65	0.000	Retinal pigment epithelial membrane protein / carotenoid oxygenase
ketoacyl-synt	0.001	Beta-ketoacyl synthase, N-terminal domain
Ketoacyl-synt_C	0.001	Beta-ketoacyl synthase, C-terminal domain, involved in fatty acid synthase
Thiolase_N	0.015	thiolase, N-terminal domain, acetyl-coenzyme A acetyltransferases (ACAT), are enzymes which convert two units of acetyl-CoA to acetoacetyl CoA in the mevalonate pathway.
DUF1949	0.020	a green algae motif? (domain unknown function)
DUF3106	0.020	a bacterial/nematode motif?
OSCP	0.023	ATP synthase delta (OSCP) subunit
Terpene_synth	0.025	Terpene synthase, N-terminal domain
Terpene_synth_C	0.040	Terpene synthase family, metal binding domain (with DDXXD)
DUF3353	0.040	a plant motif
EamA	0.040	EamA-like transporter family, EamA (named after the O-acetyl-serine/cysteine export gene in <i>E. coli</i>) is a protein domain found in a wide range of proteins including the <i>Erwinia chrysanthemi</i> PecM protein, which is involved in pectinase, cellulase and blue pigment regulation, the <i>Salmonella typhimurium</i> PagO protein (function unknown), and some members of the solute carrier family group 35 (SLC35) nucleoside-sugar transporters. Many members of this family have no known function and are predicted to be integral membrane proteins
EmrE	0.040	Putative multidrug resistance efflux transporter
TPT	0.040	Triose-phosphate Transporter family
UAA	0.040	UAA transporter family, This family includes transporters with a specificity for UDP-N-acetylglucosamine

Chalcone	0.040	Chalcone-flavanone isomerase
DUF3298	0.040	a bacterial/nematode motif?
Transferase	0.040	This family includes a number of transferase enzymes. These include anthranilate N-hydroxycinnamoyl/benzoyltransferase that catalyses the first committed reaction of phytoalexin biosynthesis [1]. Deacetylvindoline 4-O-acetyltransferase EC:2.3.1.107 catalyses the last step in vindoline biosynthesis is also a member of this family [2]. The motif HXXXD is probably part of the active site. The family also includes trichothecene 3-O-acetyltransferase.
DUF1295	0.040	a plant motif
ICMT	0.040	Isoprenylcysteine carboxyl methyltransferase (ICMT) family
PEMT	0.040	Phospholipid methyltransferase
Steroid_dh	0.040	3-oxo-5-alpha-steroid 4-dehydrogenase
BURP	0.049	BURP domain, It is found in the C-terminal part of a number of plant cell wall proteins
adh_short	0.049	The short-chain dehydrogenases/reductases family (SDR)[2] is a very large family of enzymes, most of which are known to be NAD- or NADP-dependent oxidoreductases. As the first member of this family to be characterised was Drosophila alcohol dehydrogenase, this family used to be called[3][4][5] 'insect-type', or 'short-chain' alcohol dehydrogenases. Most members of this family are proteins of about 250 to 300 amino acid residues. Most dehydrogenases possess at least 2 domains,[6] the first binding the coenzyme, often NAD, and the second binding the substrate.
adh_short_C2	0.049	Enoyl-(Acyl carrier protein) reductase
Epimerase	0.049	NAD dependent epimerase/dehydratase family, NADH dehydrogenase (ubiquinone)
KR	0.049	This enzymatic domain is part of bacterial polyketide synthases and catalyses the first step in the reductive modification of the beta-carbonyl centres in the growing polyketide chain. It uses NADPH to reduce the keto group to a hydroxy group
NAD_binding_10	0.049	NAD(P)H-binding
HD_assoc	0.049	Phosphohydrolase-associated domain, This domain is found on bacterial and archaeal metal-dependent phosphohydrolases
FA_hydroxylase	0.049	Fatty acid hydroxylase superfamily, This superfamily includes fatty acid and carotene hydroxylases and sterol desaturases. Beta-

		carotene hydroxylase is involved in zeaxanthin synthesis by hydroxylating beta-carotene, but the enzyme may be involved in other pathways [1]. This family includes C-5 sterol desaturase and C-4 sterol methyl oxidase. Members of this family are involved in cholesterol biosynthesis and biosynthesis a plant cuticular wax. These enzymes contain two copies of a HXHH motif. Members of this family are integral membrane proteins.
Wax2_C	0.049	WAX2 C-terminal domain
Dimerisation	0.049	dimerisation domain, This domain is found at the N-terminus of a variety of plant O-methyltransferases. It has been shown to mediate dimerisation of these proteins
Lipase_2	0.049	Lipase (class 2), This family consists of hypothetical C. elegans proteins and lipases. Lipases or triacylglycerol acylhydrolases hydrolyse ester bonds in triacylglycerol giving diacylglycerol, monoacylglycerol, glycerol and free fatty acids
Methyltransf_18	0.049	Methyltransf_18 (PF12847)
Methyltransf_2	0.049	O-methyltransferase, This family includes a range of O-methyltransferases. These enzymes utilise S-adenosyl methionine.
Methyltransf_25	0.049	Methyltransf_25 (PF13649)

Supplemental Table S5. LC-MS marker compounds in *N. benthamiana* of perillyl alcohol (POH-Mk1, POH-Mk2), perillyl aldehyde (PAldH-Mk1) and perillic acid (PA-Mk1, PA-Mk2, PA-Mk3), MS/MS fragments and putative identification.

Marker	Retention time (min)	<i>m/z</i>	Molecular formula	Accurate mass	MS/MS fragments	Putative identification
POH-Mk1	41.60	401.1815	C ₁₉ H ₂₉ O ₉	401.1812<br>[M+FA-H]	355.1763 [M-CO ₂ -H]<br>313.1657 [M-malonyl-H]	Perillyl alcohol malonyl hexose
POH-Mk2	32.29	491.21378	C ₂₂ H ₃₅ O ₁₂	491.21290<br>[M+FA-H]	445.2087 [M-H]<br>313.1657 [M-Pent-H]<br>149.0465 [Pent-H]	Perillyl alcohol pentose-hexose
PAldH-Mk1	27.73	458.1967	C ₂₀ H ₃₂ O ₇ N ₃ S	458.1961 [M-H]	Not measured	Perillyl aldehyde glutathione conjugate
PA-Mk1	34.68	373.15042	C ₁₇ H ₂₅ O ₉	373.14990<br>[M+FA-H]	327.14 [M-H]<br>165.09 [M-Hex-H]<br>161.05 [Hex-H ₂ O-H]	Perillic acid hexose
PA-Mk2	16.41	389.14551	C ₁₇ H ₂₅ O ₁₀	389.14480<br>[M+FA-H]	343.1397 [M-H]<br>181.0870 [M-Hex-H]	Hydroxylated perillic acid hexose
PA-Mk3	27.83	535.20325	C ₂₃ H ₃₅ O ₁₄	535.20270<br>[M+FA-H]	489.1982 [M-H]<br>327.1451 [M-Hex-H]<br>179.0562 [Hex-H]	Perillic acid di-hexose

Supplemental Table S6. Compound infiltration peak areas, identification of markers

Peak no	Retention time (min)	m/z	Marker name	Peak area, 5h after infiltration				
				control	Lim	POH	PALDH	PA
1	4.28	249.1244		2107358	28513273	5337966	21120907	4691719
2	10.02	472.2445		0	7974610	14343	2488523	22439
3	10.38	470.2291		0	47087256	1402301	22220249	1475851
4	11.8	470.2292		0	41740868	1432016	22991464	1365174
5	13.56	389.1449		0	0	1464512	1208158	2001543
6	15.08	373.1498		219784	4068115	1241129	2140030	505167
7	16.42	389.1451	PA-Mk2	0	17129	6174730	5399178	6688770
8	19.8	377.1815		5562242	28477575	13461486	16391137	7471055
9	20.74	355.14		184358	249540	253035	207218	382554
10	22.12	245.0929		742160	8988829	2685759	5614797	1624532
11	22.25	697.26		0	14700	4199	4901	98825
12	25.65	515.12		977333	3741553	2680293	2121002	868190
13	25.82	417.1764		1009170	11875602	3582632	4725641	2824189
14	27.3	303.1446		432789	6374311	407462	1793914	1294001
15	27.78	417.18		0	0	477351	7928681	0
16	27.84	535.203	PA-Mk3	0	0	49965	47615	2589553
17	27.9	193.0503		828049	3074491	3245854	2310747	2589
18	28.11	458.196	PAldH-Mk1					
19	30.3	521.22		0	0	2568257	349712	0
20	30.79	505.1923		2860	3804	270446	102881	827959
21	32.33	491.21	POH-Mk2	92354	158554	6701095	1842464	34388
22	34.72	373.1504	PA-Mk1	14396	65722	20441272	14270127	65382552
23	35.24	493.2282		274826	2719455	2422599	1532171	275016
24	35.54	359.17		9927	67937	9534065	1873426	1838
25	37.3	587.3066		110481	6157920	1534457	2354536	1233754
26	37.87	745.3278		74444	3074684	777210	1776991	675635
27	40.6	1023.4638		144220	6121419	1386684	2652541	1531017
28	41.27	369.1554		0	0	242778	247709	2341384
29	41.6	355.1757	POH-Mk1	391371	558622	43657681	19359350	163148
30	42	817.3492		30884	5350549	667303	1676738	867122
31	42.58	1029.5271		56784	9706766	1303004	3715206	1877211
32	43.87	357.1916		637038	36894123	11842116	17914491	3996974
33	46.83	967.4747		7543518	314104760	162575188	213923292	28245418
34	47.95	801.3557		907203	41618044	11528937	27683106	8903091
35	49.91	329.18		1687813	2257293	12488540	3761940	22779

Supplemental Table S6 (continued)

Peak no	Retention time (min)	m/z	Marker name	Peak area, 72h after infiltration				
				control	Lim	POH	PALDH	PA
1	4.28	249.1244		2529351	2283095	2620660	2680162	1487909
2	10.02	472.2445		0	0	2457	0	1923
3	10.38	470.2291		0	0	82301	0	11863
4	11.8	470.2292		0	0	82742	0	12829
5	13.56	389.1449		0	0	872931	1453231	5587923
6	15.08	373.1498		398430	325827	986369	455836	202784
7	16.42	389.1451	PA-Mk2	1	19734	3381477	5151410	15043420
8	19.8	377.1815		5994955	5683369	8721929	5660064	3961581
9	20.74	355.14		151663	125935	516227	737978	7795048
10	22.12	245.0929		658029	1845477	859264	1168495	1343070
11	22.25	697.26		0	0	0	23944	6894950
12	25.65	515.12		865325	821250	858626	1055721	648767
13	25.82	417.1764		1161285	988082	1987724	1138805	1431252
14	27.3	303.1446		486323	989419	535879	443165	484495
15	27.78	417.18		0	0	63747	1698844	0
16	27.84	535.203	PA-Mk3	0	0	151947	643246	17886532
17	27.9	193.0503		993954	1195313	1152301	509459	47835
18	28.11	458.196	PAldH-Mk1					
19	30.3	521.22		0	16683	1336455	755656	5561
20	30.79	505.1923		0	11195	707427	1101647	7532441
21	32.33	491.21	POH-Mk2	36265	358307	2524334	1190693	41008
22	34.72	373.1504	PA-Mk1	0	0	653804	1514932	10762005
23	35.24	493.2282		58171	53504	162212	64529	44829
24	35.54	359.17		3608	41937	1827179	644512	4692
25	37.3	587.3066		6900	14565	239027	17748	270276
26	37.87	745.3278		6220	15598	251869	22923	209165
27	40.6	1023.4638		17172	28245	336259	33825	698749
28	41.27	369.1554		0	5608	747985	1920920	5720947
29	41.6	355.1757	POH-Mk1	227864	1302040	28239079	16998899	282391
30	42	817.3492		6319	4937	84500	5386	147278
31	42.58	1029.5271		19572	42666	475387	29970	701090
32	43.87	357.1916		238971	404214	1303264	399457	476287
33	46.83	967.4747		680885	1583765	19724140	1123546	4903886
34	47.95	801.3557		0	0	4857318	0	1512461
35	49.91	329.18		303989	379631	484157	447848	0

Supplemental Table S7 Plasmids and strains used in this study

plasmid/strain	Antibiotic resistance	features
<u>plasmids</u>		
pCDF-duet	spectinomycin 100 µg / mL	T7 promoter
Impact pIV1A-1.1	gentamycin 20 µg / mL	Rubisco promoter and terminator
ImpacTim	gentamycin 20 µg / mL	Rubisco promoter and terminator, NotI/PacI restriction sites added
pBin+	kanamycin 50 µg / mL	
pENTR/D-TOPO	kanamycin 50 µg / mL	
pB7WG2	spectinomycin 100 µg / mL	35S promoter and terminator
pBIN+PaGPPS	kanamycin 50 µg / mL	Rubisco promoter and terminator, GPP synthase (Dong et al., 2016)
pTEF1p-SdL7H-Tef1t	ampicillin 100 µg / mL	ScTEF1 promoter and terminator, <i>SdL7H</i> , URA3 marker, 2µ ori, <i>E. coli</i> AmpR marker and pBR322 ori
<u>strains</u>		
<i>Escherichia coli</i> BL21-CodonPlus® (DE3)-ril	chloramphenicol 100 µg / mL	(Kleber-Janke and Becker, 2000)
<i>Agrobacterium tumefaciens</i> Agl0	rifampicilin 40 µg / mL	(Lazo et al., 1991)
<i>Saccharomyces cerevisiae</i> Sc-PftLS		(Jongedijk et al., 2015)
<i>Saccharomyces cerevisiae</i> Sc-PftLS-SdL7H		Sc-PftLS containing pTEF1p-SdL7H-Tef1t

# Supplementary material for: Novel routes towards bioplastics from plants: elucidation of the methylperillate biosynthesis pathway from Salvia dorisiana trichomes
**Source:** J Exp Bot. 2020 Feb 24;71(10):3052–65. doi: 10.1093/jxb/eraa086

Figure S1 Concentrations of methylperillate and pathway intermediates in *Salvia dorisiana* plant parts. Highest concentrations were found in the small leaves. Error bars indicate standard deviations (n=3).

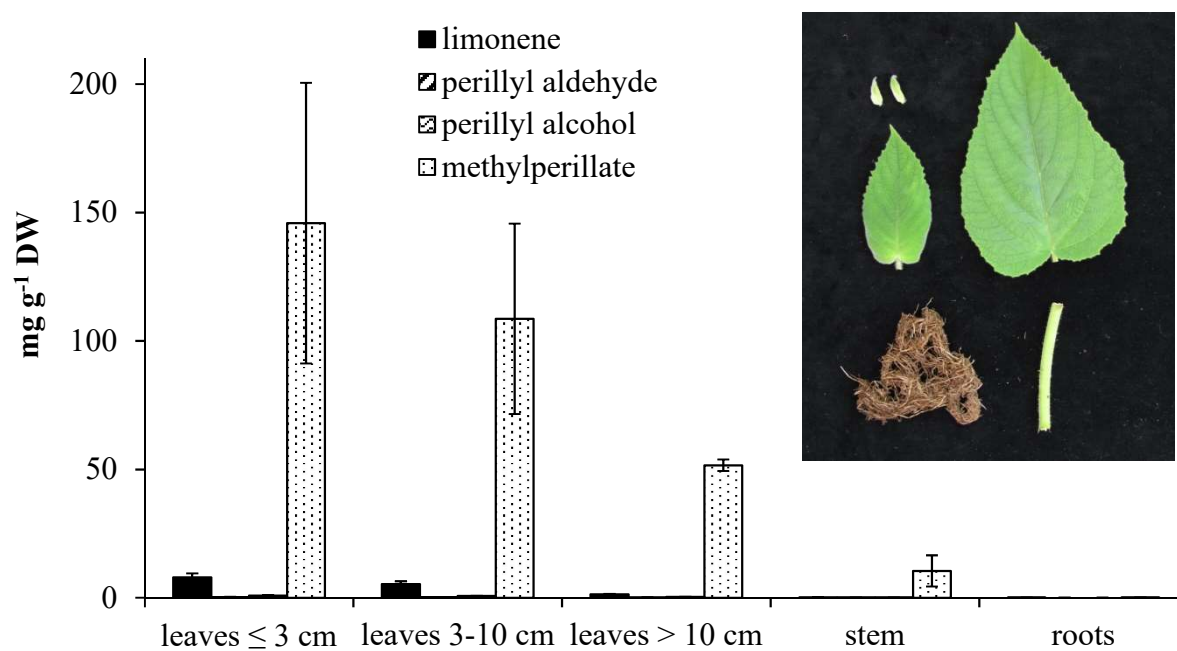

Fig. S2 GC-MS chromatograms on enantioselective column. *Salvia dorisiana* trichomes and young leaves contain exclusively the (-)-limonene enantiomer. m/z 68-69+136-137. RT 10.32-10.37 (-)-limonene, RT 11.22-11.25 (+)-limonene, RT 11.37-11.39 phellandrene peak visible in *Salvia dorisiana* chromatograms. Phellandrene was identified by its mass spectrum. In both (-)- and (+)-limonene standards a minor contamination from the other enantiomer is visible.

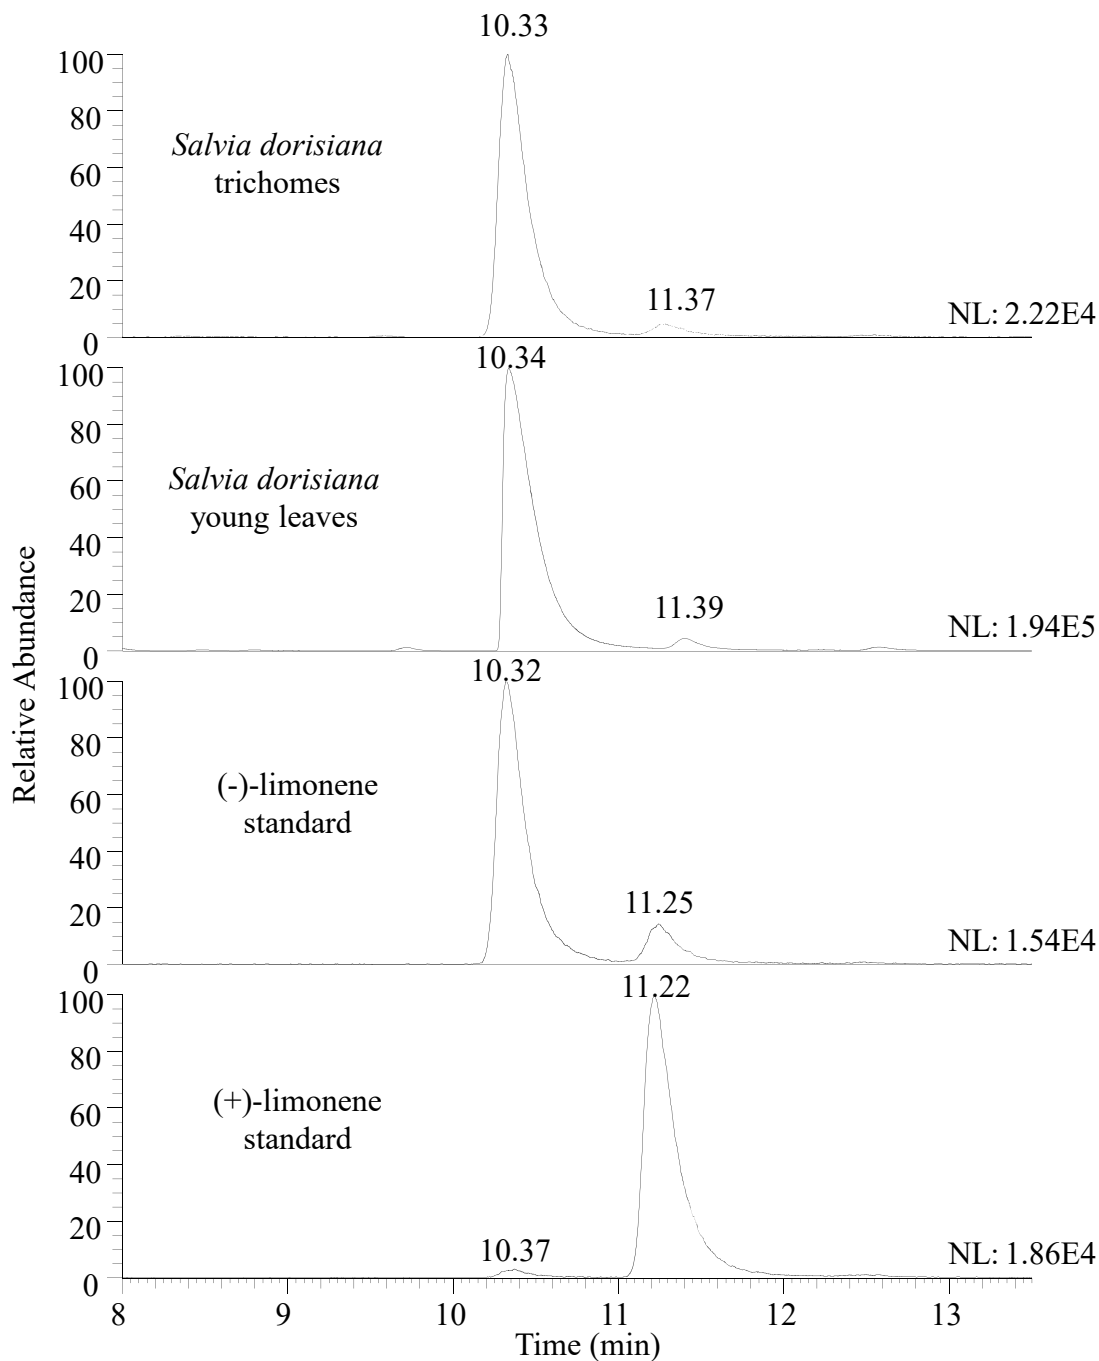

Fig. S3 Isolated *S. dorisiana* trichomes. a. light microscopy analysis, b. GC-MS chromatogram of isolated trichomes TIC NL 2.90E7. Peak annotations are provided below. Peaks have been identified by their MS spectrum by comparison to the NIST library. Peaks 10, 25, 26, 32 have additionally been identified by comparison to original standards.

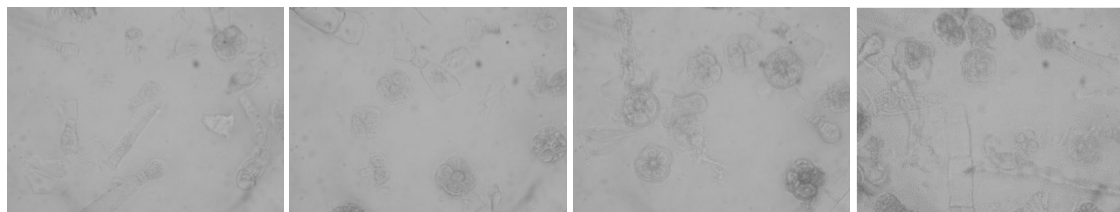

a.

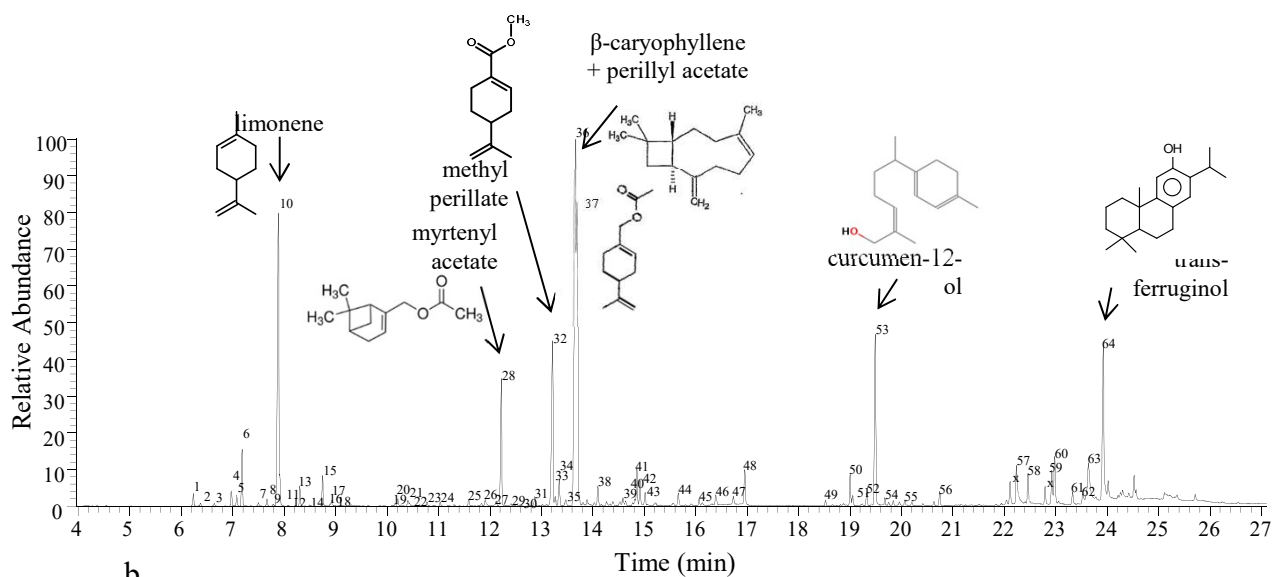

b.

1 α -thujene, 2 α -pinene, 3 camphene, 4 sabinene, 5 β -pinene, 6 myrcene, 7 α -phellandrene, 8 α -terpinene, 9 p-mentha-1,3,8-triene, 10 limonene, 11 trans-B-ocimene, 12 2-methylbutyl butanoate, 13 γ -terpinene, 14 trans-4-thujanol, 15 terpinolene, 16 linalool, 17 butanoic acid, 2-methyl-, 2-methylbutyl ester, 18 cis-4-thujanol, 19 isopinocampone, 20 terpinen-4-ol (internal standard), 21 α -terpineol, 22 8,9-epoxy limonene, 23 B-cyclocitral, 24 p-mentha-1,8-dien-10-ol, 25 perillyl aldehyde, 26 perillyl alcohol, 27 methylgeranate, 28 myrtenyl acetate, 29 bicycloelemene, 30 α -copaene, 31 geraniol acetate, 32 methyl perillate, 33 3-carene, 34 limonene-10-ol, 35 α -gurjunene, 36 β -caryophyllene, 37 perillyl acetate, 38 α -humulene, 39 dicyclogermacrene, 40 d-amorphene, 41 α -thujopsan-2-ol, 42 farnesol, 43 α -bisabolene, 44 caryophyllene oxide, 45 limonene-10-ol, 46 α -longipinene, 47 α -bisabolol, 48 6-A-hydroxy-germacra-1(10),4-dienepropanolyl-1H-inene ate, 49 1,6,10,14-Hexadecatetraen-3-ol, 3,7,11,15-tetramethyl-, (E,E)-, 50 trans-bergamota-2,12-dien-14-ol, (E)-, 51 1,6,10,14-Hexadecatetraen-3-ol, 3,7,11,15-tetramethyl-, (E,E)-, 52 9(11),15-isopimaradiene, 53 Z- γ -curcumen-12-ol, 54 1,6,10,14-Hexadecatetraen-3-ol, 3,7,11,15-tetramethyl-, (E,E)-, 55 thujopsene, 56 16-kaurene, 57 diterpene, 58 4,5,6,7-Tetrahydroxy-1,8,8,9-tetramethyl-8,9-dihydrophenaleno[1,2-b]furan-3-one, 59 Podocarpa-1,8,11,13-tetraen-3-one, 14-isopropyl-1,13-dimethoxy-, 60 cis-ferruginol, 61 retinoic acid, 62 carnosol, 63 carnosic acid, 64 trans-ferruginol, x background (column material)

Figure S4 Separated *Salvia dorisiana* trichome fractions

Fresh *Salvia dorisiana* leaves of intermediate size were harvested (1-10 cm), and trichomes were isolated as described previously (Sallets et al. 2014), with following modifications: cutted leaves were shaken for 20 min 115 rpm. Trichomes were separated on size on different meshes, and flushed with washing buffer (Sallets et al. 2014): 350 μ m, 100 μ m, washed (100 μ m fraction was harvested: “type III and IV fraction”), 75 μ m and 45 μ m, and washed. The 45 μ m fraction was further separated by Percoll layers 10-30-60-80%, trichomes were harvested from the 30-60% interface and loaded on a 10-60% continuous sucrose gradient, trichome layer was visible in the light and harvested “type VI fraction”.

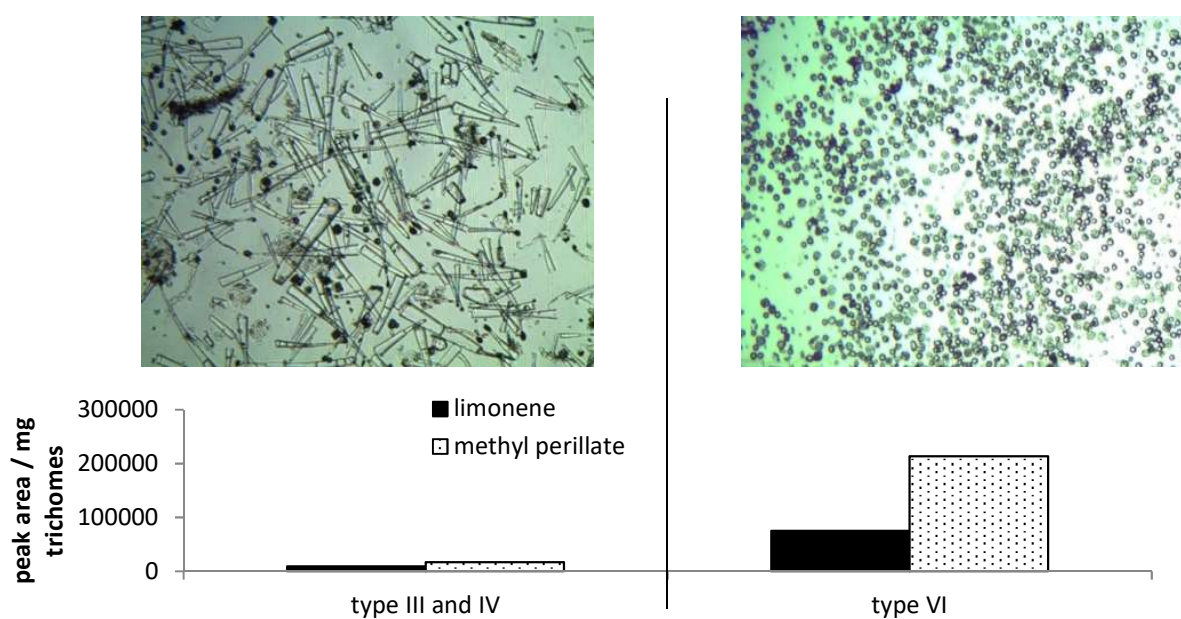

Figure S5 Protein sequence alignment and phylogenetic tree of monoterpene synthases. Colored lines indicate typical monoterpene synthase elements: green: plastid targeting signal (absent in SdSaS which has an in-frame stop codon 3 amino acids upstream of Met in the 5'UTR), orange RRX₈W motif and blue DDXD metal binding motif

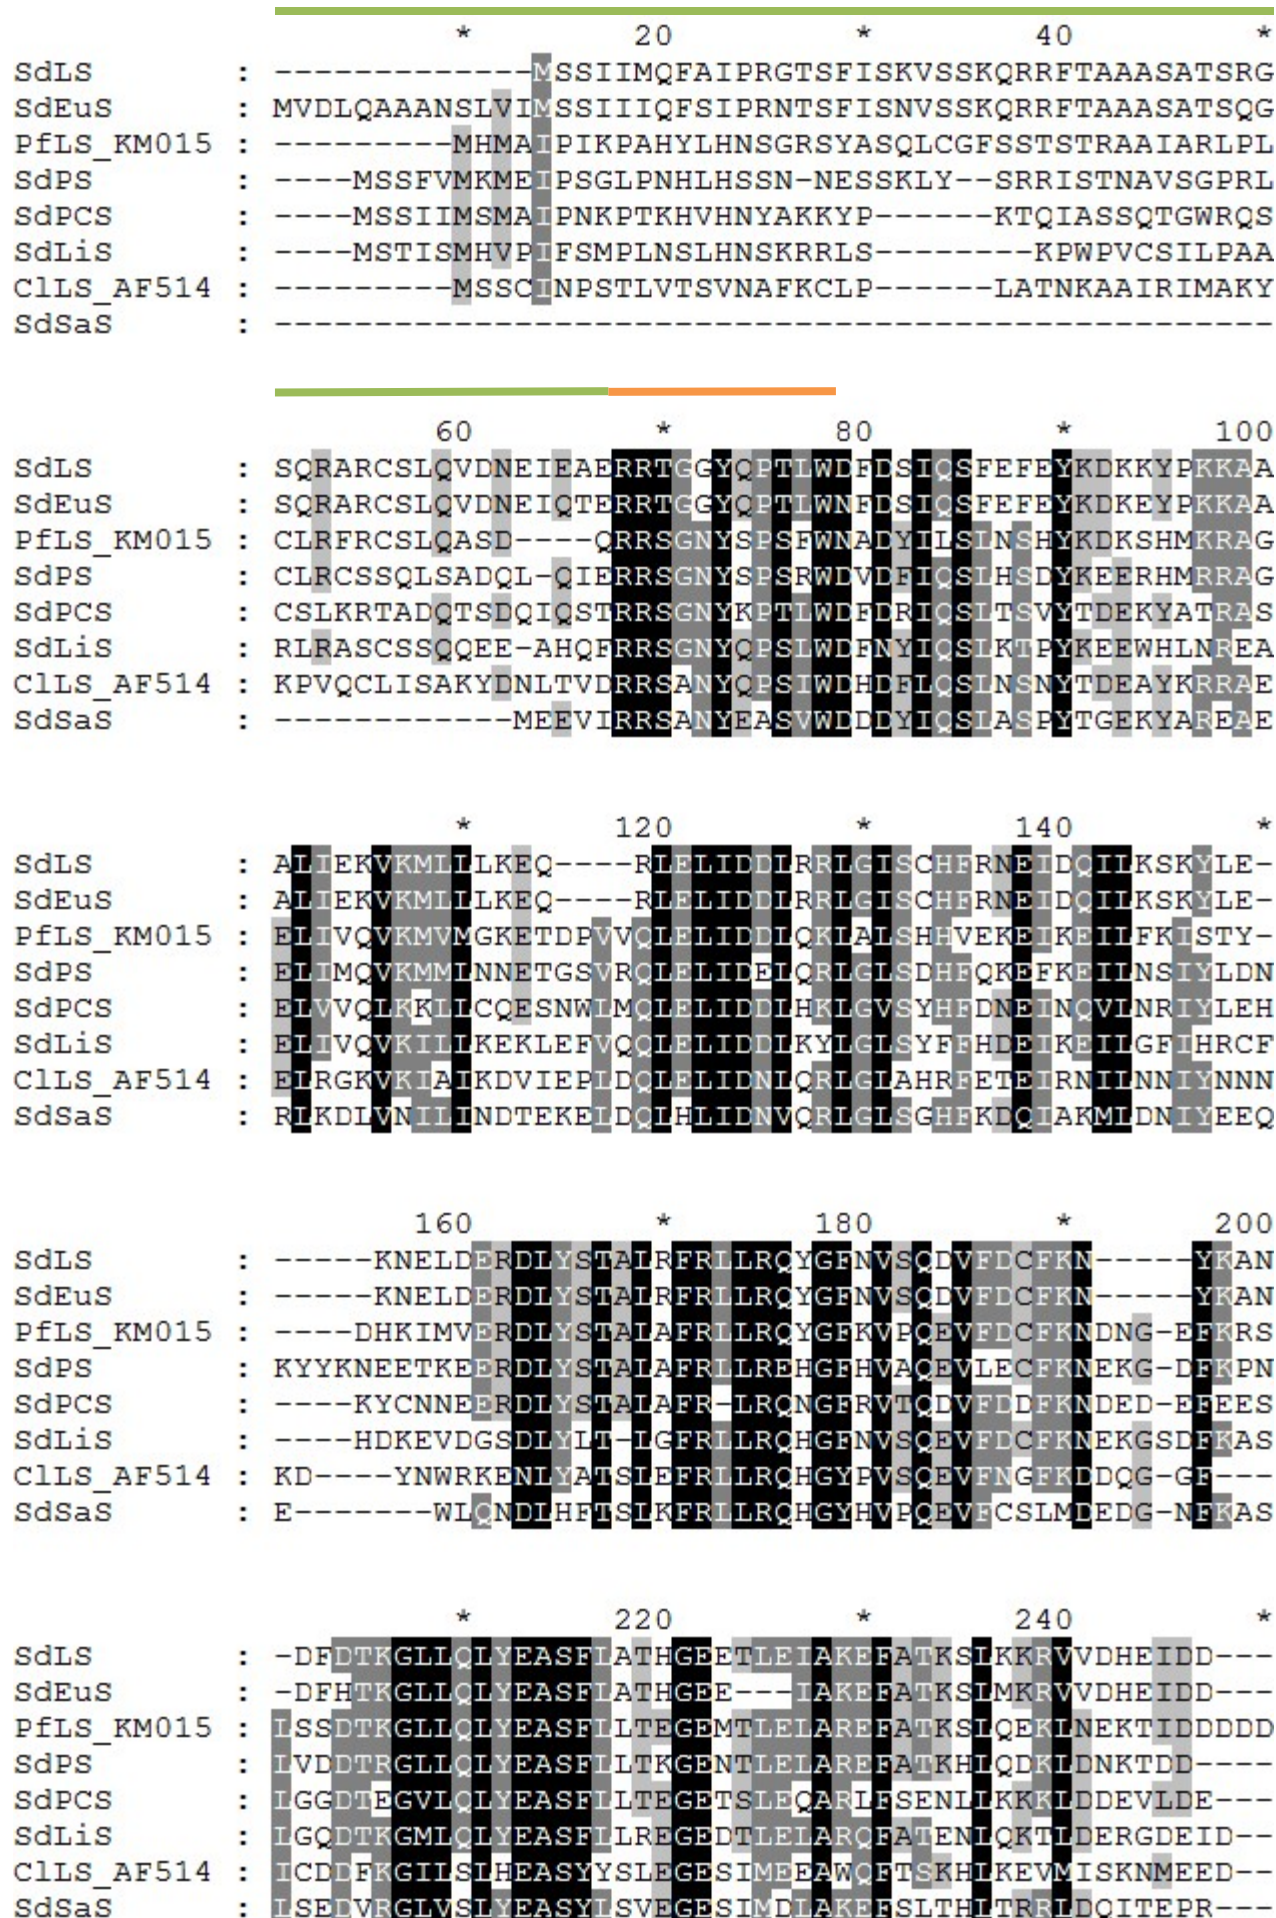

```

                260          *          280          *          300
SdLS      : --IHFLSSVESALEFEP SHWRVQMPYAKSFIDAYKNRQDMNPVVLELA ILD
SdEuS     : --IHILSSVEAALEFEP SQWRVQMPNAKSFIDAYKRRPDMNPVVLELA ILD
PfLS_KM015 : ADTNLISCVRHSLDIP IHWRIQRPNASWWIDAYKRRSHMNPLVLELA KLD
SdPS      : ---NLSTWIIQYSLDIP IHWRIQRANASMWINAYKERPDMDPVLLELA ILD
SdPCS     : ---FLSSI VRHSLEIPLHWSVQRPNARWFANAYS SKKSQANPILLELA KLD
SdLiS     : --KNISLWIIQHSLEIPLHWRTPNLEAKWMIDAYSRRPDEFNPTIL-LAKLD
ClLS_AF514 : --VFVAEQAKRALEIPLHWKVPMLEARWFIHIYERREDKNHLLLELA KME
SdSaS     : ----LKEQVRHALEVP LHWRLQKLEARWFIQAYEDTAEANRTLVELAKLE

```

```

                *          320          *          340          *
SdLS      : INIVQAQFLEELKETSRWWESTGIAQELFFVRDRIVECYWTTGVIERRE
SdEuS     : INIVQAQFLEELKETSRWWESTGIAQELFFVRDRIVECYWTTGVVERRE
PfLS_KM015 : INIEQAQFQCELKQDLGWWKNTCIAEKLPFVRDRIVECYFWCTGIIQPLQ
SdPS      : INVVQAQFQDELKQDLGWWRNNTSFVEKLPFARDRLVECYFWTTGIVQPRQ
SdPCS     : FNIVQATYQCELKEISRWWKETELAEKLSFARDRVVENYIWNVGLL FKPQ
SdLiS     : FNIVQATQIEELKDISRWWNNSCISEKLPFVRDRIVESYBWAIGL FETHQ
ClLS_AF514 : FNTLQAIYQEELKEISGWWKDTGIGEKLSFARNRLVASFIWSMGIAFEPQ
SdSaS     : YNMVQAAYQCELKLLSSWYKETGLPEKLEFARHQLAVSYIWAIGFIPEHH

```

```

                360          *          380          *          400
SdLS      : HGFERIMLTKV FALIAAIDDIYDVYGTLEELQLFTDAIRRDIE-SIEKL
SdEuS     : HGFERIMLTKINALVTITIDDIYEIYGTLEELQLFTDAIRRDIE-SIEKL
PfLS_KM015 : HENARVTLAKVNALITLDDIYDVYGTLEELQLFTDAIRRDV S-SIDHL
SdPS      : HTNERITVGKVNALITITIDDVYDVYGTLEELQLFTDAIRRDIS-TIDQL
SdPCS     : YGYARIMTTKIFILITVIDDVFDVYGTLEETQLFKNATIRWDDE-AIDQL
SdLiS     : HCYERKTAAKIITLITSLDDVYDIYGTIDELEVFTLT LQRWDTE-AINRL
ClLS_AF514 : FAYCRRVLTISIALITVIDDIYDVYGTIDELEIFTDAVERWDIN YAIKHL
SdSaS     : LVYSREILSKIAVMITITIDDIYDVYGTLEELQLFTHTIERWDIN-SLDSL

```

```

                *          420          *          440          *
SdLS      : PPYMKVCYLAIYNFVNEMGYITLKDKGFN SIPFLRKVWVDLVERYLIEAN
SdEuS     : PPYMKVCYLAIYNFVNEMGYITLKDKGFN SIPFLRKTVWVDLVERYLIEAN
PfLS_KM015 : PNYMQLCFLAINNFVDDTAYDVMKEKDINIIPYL RKS WLDLAETYLVEAK
SdPS      : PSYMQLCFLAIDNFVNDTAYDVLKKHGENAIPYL RKS WRDLVEAYLIEAK
SdPCS     : PYYMKICYMVLD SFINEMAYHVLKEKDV LVIQDLRKTGWDLC S AYAKEAE
SdLiS     : PYYLQLFYLV IHNFEVFE LAH-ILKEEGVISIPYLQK P WVDLVEAYLQ EAK
ClLS_AF514 : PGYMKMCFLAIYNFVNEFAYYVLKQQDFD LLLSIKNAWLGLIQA YLVEAK
SdSaS     : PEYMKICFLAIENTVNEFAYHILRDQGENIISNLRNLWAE LCRAYYLEAT

```

```

                460          *          480          *          500
SdLS      : WYHKG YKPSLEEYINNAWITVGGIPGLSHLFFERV TDS IDEEAAESVHKYH
SdEuS     : WYHKG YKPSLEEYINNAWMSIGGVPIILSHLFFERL TDS IEEEEASESVHEYH
PfLS_KM015 : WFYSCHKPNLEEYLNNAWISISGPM LCHVFFERV TDS SITRETVESLFKYH
SdPS      : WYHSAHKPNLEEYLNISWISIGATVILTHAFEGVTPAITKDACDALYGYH
SdPCS     : WYHTGYKPTME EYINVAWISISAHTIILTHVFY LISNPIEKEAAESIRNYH
SdLiS     : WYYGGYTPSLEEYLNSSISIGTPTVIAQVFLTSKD-----KLYKDN
ClLS_AF514 : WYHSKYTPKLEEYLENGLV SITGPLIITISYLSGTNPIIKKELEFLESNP
SdSaS     : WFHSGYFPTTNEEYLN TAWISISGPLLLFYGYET-TNPI NQKELKSLEQYP

```

			*	520	*	540	*
SdLS	:	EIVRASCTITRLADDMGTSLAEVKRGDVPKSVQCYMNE	SNASEEEARENV				
SdEuS	:	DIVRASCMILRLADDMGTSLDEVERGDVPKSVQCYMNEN	NASEEEARKHV				
PfLS_KM015	:	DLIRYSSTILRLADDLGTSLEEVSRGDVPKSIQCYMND	NNASEEEARRHI				
SdPS	:	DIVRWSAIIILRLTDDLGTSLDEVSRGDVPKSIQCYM	NDNNASEEEARAHV				
SdPCS	:	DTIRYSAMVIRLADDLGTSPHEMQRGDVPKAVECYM	NETGASREEAREHV				
SdLiS	:	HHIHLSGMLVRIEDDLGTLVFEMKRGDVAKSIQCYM	KERNASMEEAEEHV				
CLLS_AF514	:	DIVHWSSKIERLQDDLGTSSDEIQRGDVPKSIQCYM	HETGASEEVARQHI				
SdSaS	:	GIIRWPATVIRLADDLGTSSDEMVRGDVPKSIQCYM	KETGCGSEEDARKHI				

		560	*	580	*	600
SdLS	:	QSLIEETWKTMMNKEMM--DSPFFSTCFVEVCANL	ARMAQLIYQKDS	SDGFGM		
SdEuS	:	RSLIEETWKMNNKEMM--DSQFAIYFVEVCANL	GRMAQFIYQKES	SDGFGM		
PfLS_KM015	:	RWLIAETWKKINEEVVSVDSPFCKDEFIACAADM	GRMAQFMYHN	GDGHGI		
SdPS	:	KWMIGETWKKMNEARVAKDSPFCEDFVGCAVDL	GRMAQYMYHY	GDGHGI		
SdPCS	:	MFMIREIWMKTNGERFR-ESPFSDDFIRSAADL	GRQAQYMYQH	GDGHGI		
SdLiS	:	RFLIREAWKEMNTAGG---CPVRDDIVETAANE	GRAAQFMYLD	GDGN--		
CLLS_AF514	:	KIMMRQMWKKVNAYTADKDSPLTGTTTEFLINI	VRMSHFMYLH	GDGHGV		
SdSaS	:	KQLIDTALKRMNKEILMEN-PIKNFG-QTAMNL	GRISLCMYQH	GDGFGL		

		*	620	*
SdLS	:	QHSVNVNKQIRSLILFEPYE-----		
SdEuS	:	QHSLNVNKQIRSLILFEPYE-----		
PfLS_KM015	:	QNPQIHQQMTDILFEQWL-----		
SdPS	:	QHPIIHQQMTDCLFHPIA-----		
SdPCS	:	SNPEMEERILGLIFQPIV-----		
SdLiS	:	-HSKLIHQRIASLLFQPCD-----		
CLLS_AF514	:	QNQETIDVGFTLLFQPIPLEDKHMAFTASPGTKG		
SdSaS	:	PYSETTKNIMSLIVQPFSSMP-----		

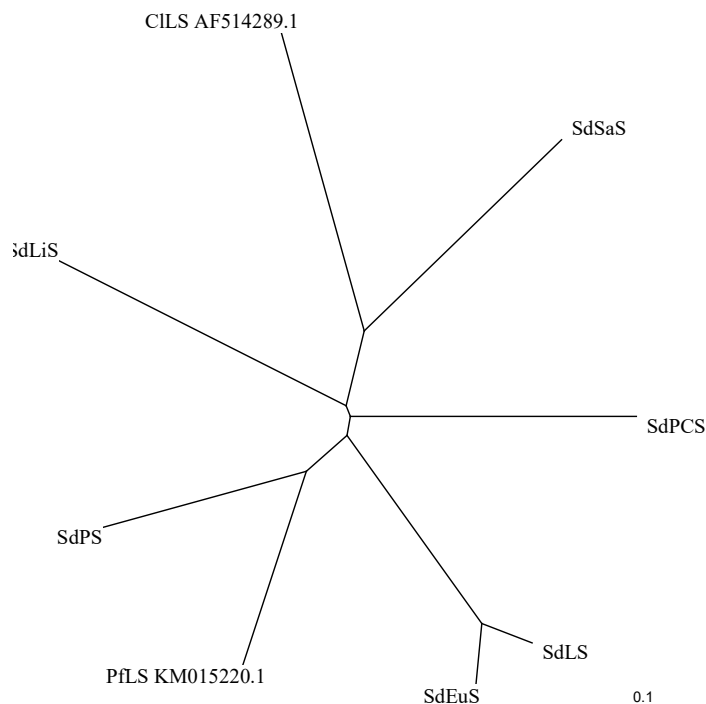

Figure S6 GC-MS TIC chromatograms of *N. benthamiana* headspace after agro-infiltration. pBin empty (empty vector control), PfLS *Perilla frutescens* limonene synthase (positive control), SdLS the newly identified limonene synthase from *Salvia dorisiana*

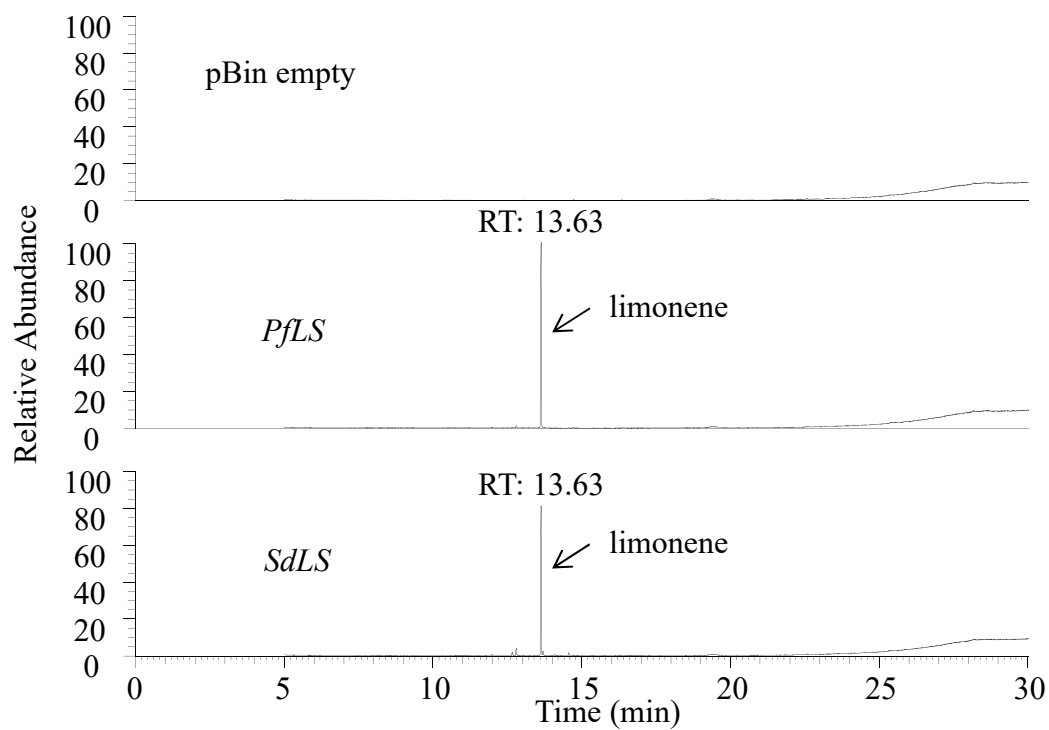

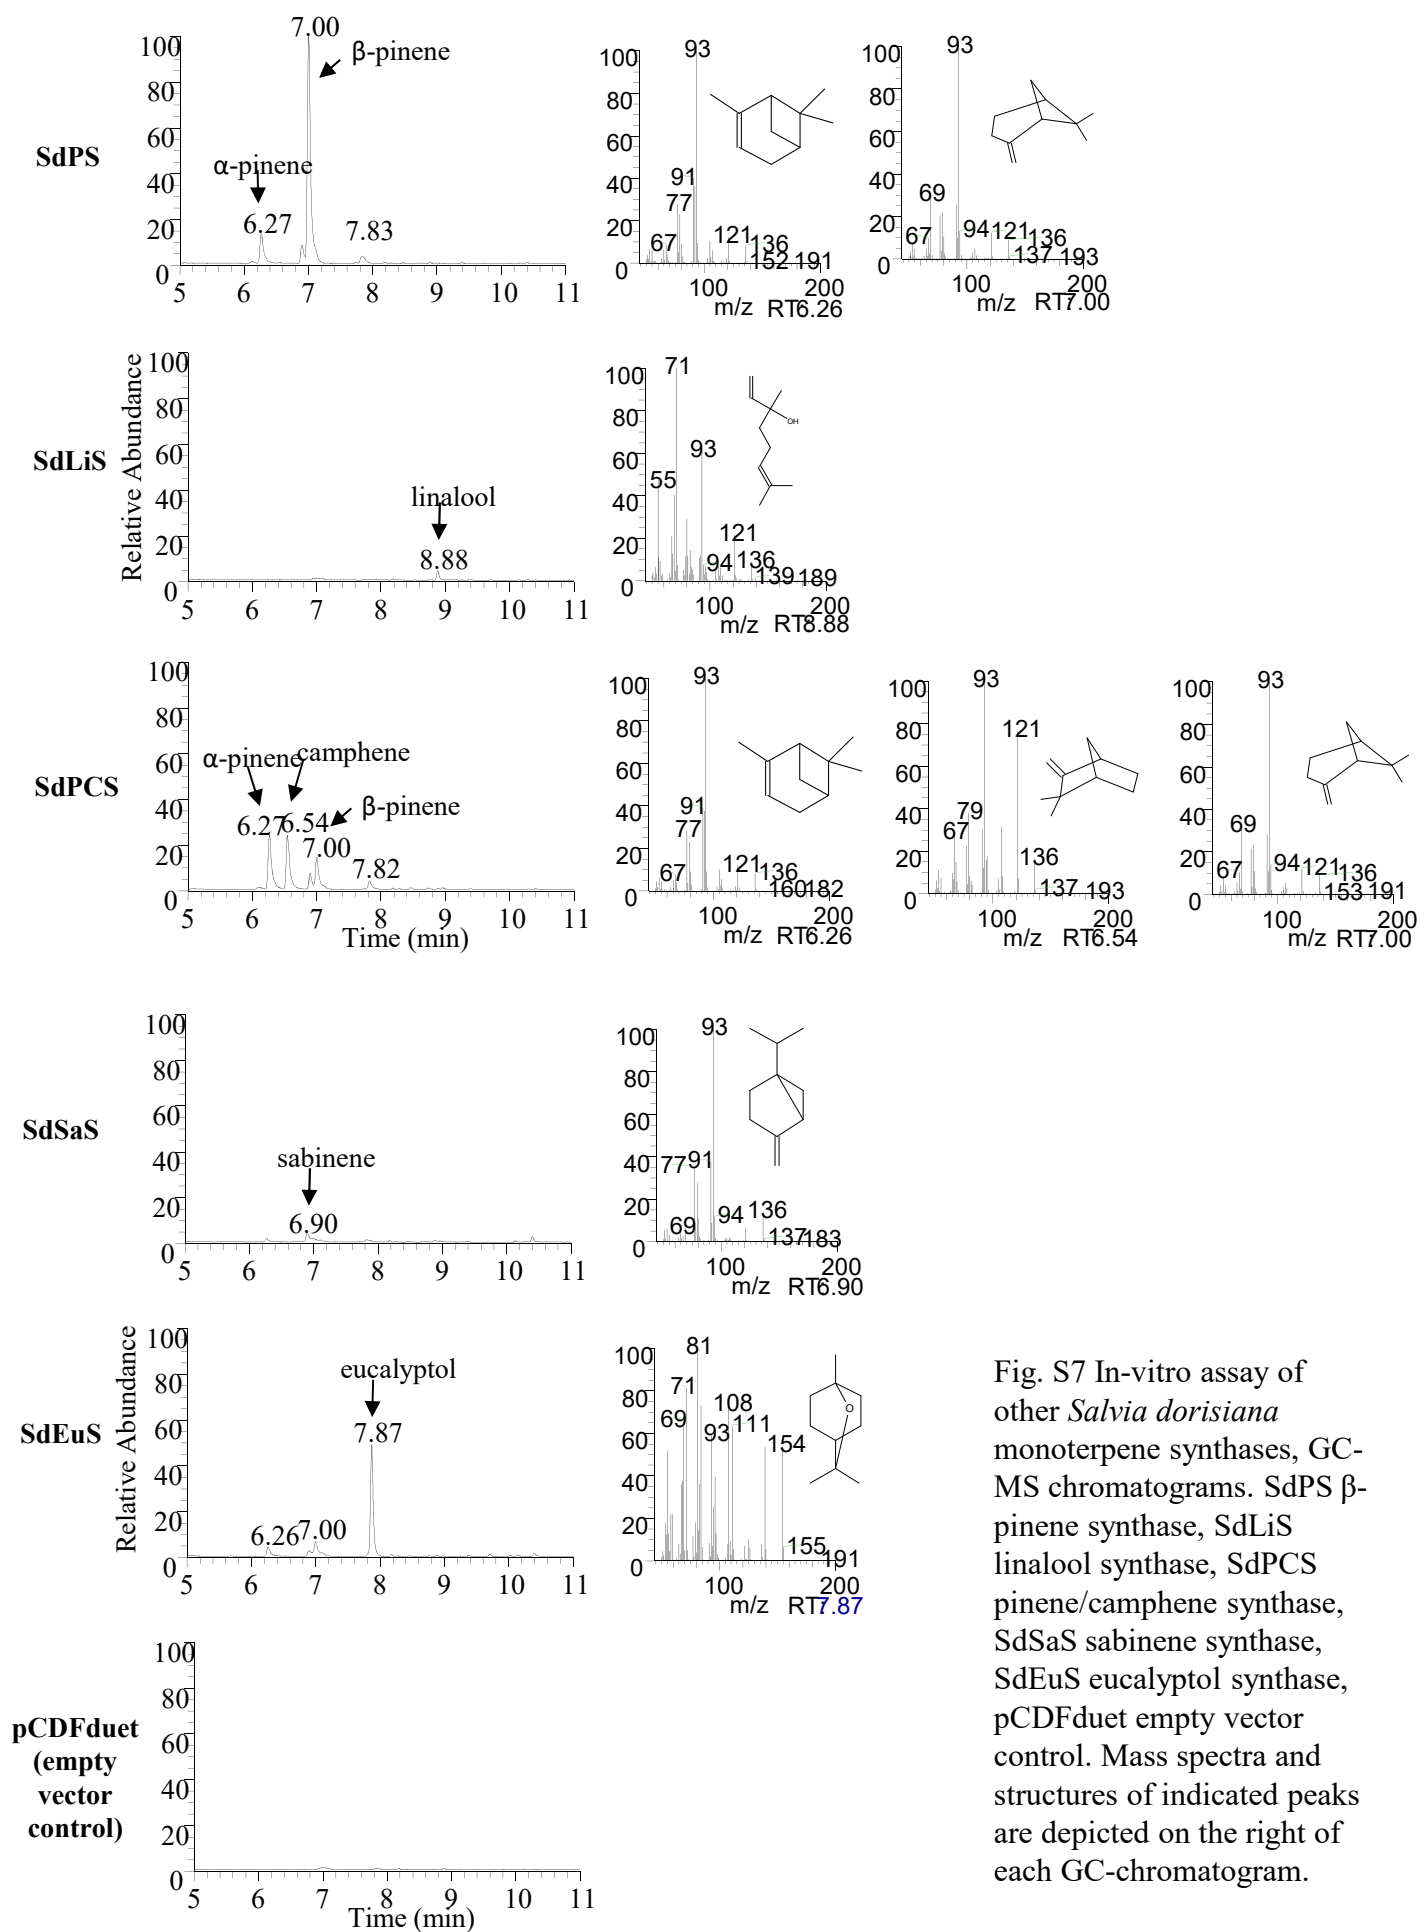

Fig. S7 In-vitro assay of other *Salvia dorisiana* monoterpene synthases, GC-MS chromatograms. SdPS β-pinene synthase, SdLiS linalool synthase, SdPCS pinene/camphene synthase, SdSaS sabinene synthase, SdEuS eucalyptol synthase, pCDFduet empty vector control. Mass spectra and structures of indicated peaks are depicted on the right of each GC-chromatogram.

Figure S8 Protein sequence alignment of P450s. SdL7H and other cloned *S. dorisiana* P450 enzymes are indicated with systematic names (Nelson, 2009), L3H *Mentha spicata* (Lucker et al., 2004), L6H *Mentha spicata* (Lupien et al., 1999), PfL367H *Perilla frutescens*, sequence based on genbank GQ120438.1, cDNA from *P. frutescens* leaves isolated, 5'-race pcr, full length gene amplified and sequenced.

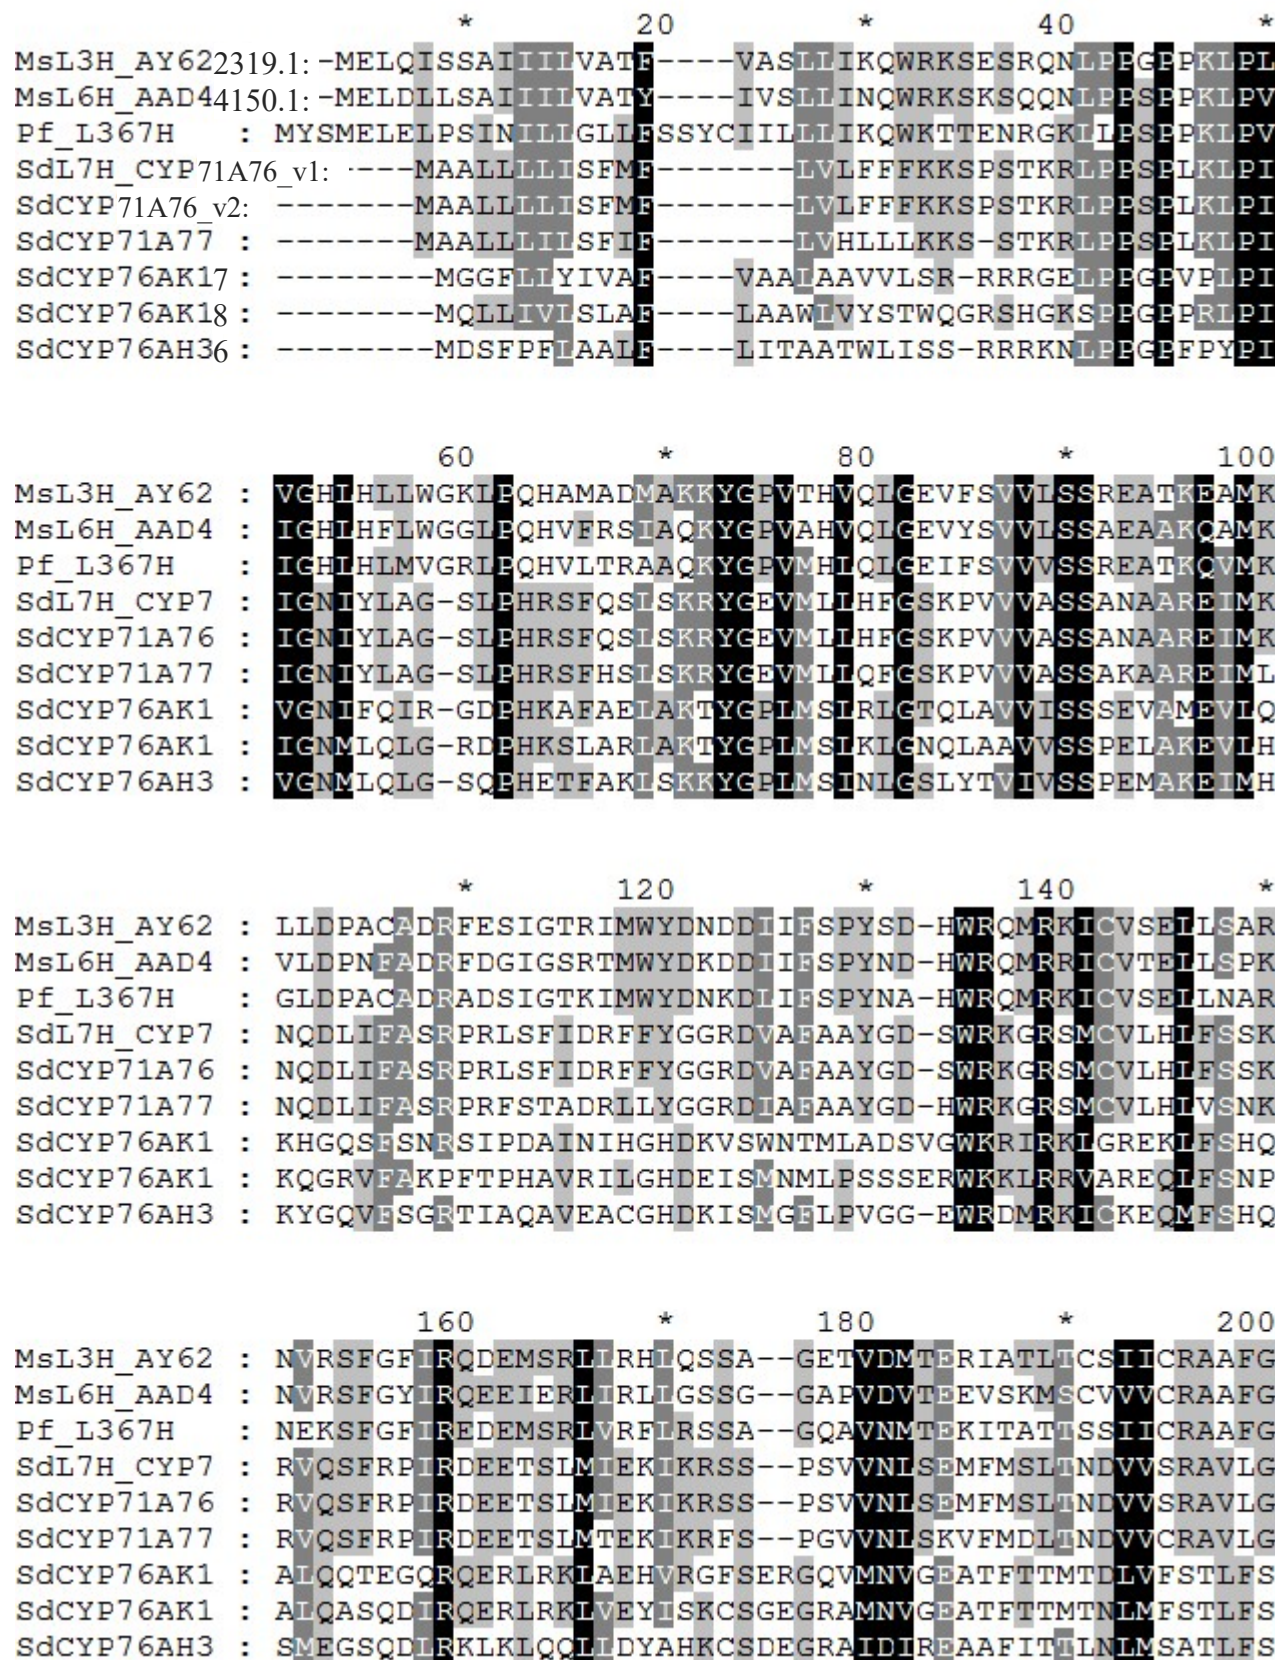

```

                *           220           *           240           *
MsL3H_AY62 : AIINDHEE-----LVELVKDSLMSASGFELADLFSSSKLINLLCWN
MsL6H_AAD4 : SVLKDQGS-----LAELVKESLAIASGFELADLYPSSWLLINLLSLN
Pf_L367H   : SVVRDDEV-----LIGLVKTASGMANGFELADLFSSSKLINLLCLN
SdL7H_CYP7 : RTYGDDDDG-----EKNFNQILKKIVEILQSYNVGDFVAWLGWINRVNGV
SdCYP71A76 : RTYGDDDDG-----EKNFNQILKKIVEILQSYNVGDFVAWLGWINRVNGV
SdCYP71A77 : RKYGGGDDR-----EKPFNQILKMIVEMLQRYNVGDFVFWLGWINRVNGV
SdCYP76AK1 : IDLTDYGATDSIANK-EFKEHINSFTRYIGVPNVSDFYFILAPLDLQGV
SdCYP76AK1 : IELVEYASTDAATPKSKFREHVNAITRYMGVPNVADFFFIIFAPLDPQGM
SdCYP76AH3 : LQATEFDS----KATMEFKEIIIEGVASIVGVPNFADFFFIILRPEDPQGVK

```

```

                260           *           280           *           300
MsL3H_AY62 : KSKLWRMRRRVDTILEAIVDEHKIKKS--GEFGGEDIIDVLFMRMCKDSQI
MsL6H_AAD4 : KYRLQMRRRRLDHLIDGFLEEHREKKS--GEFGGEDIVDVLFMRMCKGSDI
Pf_L367H   : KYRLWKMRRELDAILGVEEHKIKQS--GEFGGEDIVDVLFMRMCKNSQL
SdL7H_CYP7 : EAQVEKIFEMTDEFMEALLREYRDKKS--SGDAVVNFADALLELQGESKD
SdCYP71A76 : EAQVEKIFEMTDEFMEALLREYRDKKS--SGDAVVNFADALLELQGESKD
SdCYP71A77 : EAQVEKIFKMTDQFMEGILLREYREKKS--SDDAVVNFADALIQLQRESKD
SdCYP76AK1 : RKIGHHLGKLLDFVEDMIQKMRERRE-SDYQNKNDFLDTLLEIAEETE-
SdCYP76AK1 : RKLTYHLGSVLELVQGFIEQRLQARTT-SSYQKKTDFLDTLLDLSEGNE-
SdCYP76AH3 : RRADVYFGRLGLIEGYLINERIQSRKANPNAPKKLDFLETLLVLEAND-

```

```

                *           320           *           340           *
MsL3H_AY62 : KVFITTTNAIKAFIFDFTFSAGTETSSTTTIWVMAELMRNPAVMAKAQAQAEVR
MsL6H_AAD4 : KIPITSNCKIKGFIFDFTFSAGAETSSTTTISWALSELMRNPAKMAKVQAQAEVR
Pf_L367H   : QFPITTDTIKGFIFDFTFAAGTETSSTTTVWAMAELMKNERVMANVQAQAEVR
SdL7H_CYP7 : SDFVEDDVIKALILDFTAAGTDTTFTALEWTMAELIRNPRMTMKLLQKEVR
SdCYP71A76 : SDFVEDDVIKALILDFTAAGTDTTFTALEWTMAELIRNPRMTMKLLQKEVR
SdCYP71A77 : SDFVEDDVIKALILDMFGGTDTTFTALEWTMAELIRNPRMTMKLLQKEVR
SdCYP76AK1 : -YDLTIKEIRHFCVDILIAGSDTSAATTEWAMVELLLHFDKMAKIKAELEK
SdCYP76AK1 : -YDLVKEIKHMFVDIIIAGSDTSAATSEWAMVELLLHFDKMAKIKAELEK
SdCYP76AH3 : -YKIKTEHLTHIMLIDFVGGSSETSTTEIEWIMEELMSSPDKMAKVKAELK

```

```

                360           *           380           *           400
MsL3H_AY62 : AALKGKTSVDVD--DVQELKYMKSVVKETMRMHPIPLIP-RSCREECEV
MsL6H_AAD4 : EALKGKTVVDLS--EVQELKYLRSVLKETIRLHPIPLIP-RQSREECEV
Pf_L367H   : EGLKGKKSVDAS--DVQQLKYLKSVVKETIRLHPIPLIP-RKCREDIEV
SdL7H_CYP7 : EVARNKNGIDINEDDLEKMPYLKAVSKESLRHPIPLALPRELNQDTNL
SdCYP71A76 : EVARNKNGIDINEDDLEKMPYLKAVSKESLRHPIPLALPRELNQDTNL
SdCYP71A77 : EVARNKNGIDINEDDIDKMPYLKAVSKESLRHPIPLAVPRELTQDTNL
SdCYP76AK1 : SVLGDKSTVEGS--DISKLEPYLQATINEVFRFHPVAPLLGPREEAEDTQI
SdCYP76AK1 : SVLGSKKMVEEA--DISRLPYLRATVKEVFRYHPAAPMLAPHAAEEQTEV
SdCYP76AH3 : SVMGEQKVVDER--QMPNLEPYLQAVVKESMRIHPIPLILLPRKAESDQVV

```

Fig. S9 Characterization of *SdL7H* in yeast. Mass spectra of the peaks shown in Fig. 4. a. POH peak from yeast strain ScPftLS + *SdL7H* at RT 11.3 min, b. POH standard at RT 11.3 min.

Fig. S10 a. GC-MS chromatograms of *N. Benthamiana* leaf headspace after agro-infiltration of constructs, b. Mass spectrum of perillyl alcohol peak in SdLS+SdL7H at RT 18.04 +c Full ms [35.00-400.00], c. Mass spectrum of perillyl alcohol reference compound. NL 5.17E7, $m/z = 92.5-93.5+120.5-121.5+151.5-152.5$ MS. d. LC-MS chromatograms of *N. benthamiana* agro-infiltrated leaves. m/z 355.1760-355.1770 (perillyl alcohol marker POH-M1 at RT 41.93) FTMS - c ESI Full ms [95.00-1300.00] MS NL: 100%= 4.38E6 e. GC-MS peak area of limonene peak in *N. benthamiana* leaf headspace after agro-infiltrations. *SdLS* *Salvia dorisiana* limonene synthase, *SdL7H* *S. dorisiana* P450 limonene-7-hydrogenase, *MsL3H* *Mentha spicata* limonene-3-dehydrogenase (P450, isopiperitenol synthase, control)

a.

b.

c.

Fig. S10d.

Fig. S10e.

Figure S11 Alcohol dehydrogenases (ADH) protein sequence alignment and phylogenetic tree. SdADH characterized *Salvia dorisiana* perillyl alcohol dehydrogenase, Cr8HGO *Catharanthus roseus* 8-hydroxygeraniol oxidoreductase (Miettinen et al. 2014), AaAdh2 *Artemisia annua* ADH2 monoterpene alcohol dehydrogenase Genbank No. GU253890.1 (Polichuk et al 2010), PfAKR and PfGeDH *Perilla frutescens* perilla alcohol dehydrogenases Genbank No. AFV99148 and AFY63472 (Matsumoto and Ito 2014), Sdclust... other *Salvia dorisiana* cloned ADHs that did not convert perillyl alcohol to perillyl aldehyde.

```

                *           220           *           240           *
AaAdh2      : -----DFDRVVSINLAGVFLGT-----KHAARVMIPKCS---GS
Sdclust305  : -----QF-----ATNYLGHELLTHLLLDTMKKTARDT--KRE---GR
Sdclust316  : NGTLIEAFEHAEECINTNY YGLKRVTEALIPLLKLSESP TIVNV SSTLGS
PfAKR       : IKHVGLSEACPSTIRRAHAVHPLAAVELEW SLSRDS EDEIIPTCRALGI
SdADH       : -----FTTGYGGVWK-----ELKAGKGS
Cr8HGO      : -----FTTGEGATWR-----DVNVVKGS
PfGeDH      : -----ITTYSP LRY-----GLDK-PGL
Sdclust424  : -----MRTNEMA A WYLLKAVGKVMRD-----QKSGGS
Sdclust351  : -----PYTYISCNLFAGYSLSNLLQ-----VGATAPPRD

```

```

                260           *           280           *           300
AaAdh2      : IITTA-----IC---SVTGGVA---SHA-----YTSSK-----
Sdclust305  : IVNLSS-----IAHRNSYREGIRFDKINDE-----KSYSK-----
Sdclust316  : IVLQPNE-----WVKGVLSS E DGLKEERIDEV VQ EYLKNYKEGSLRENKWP
PfAKR       : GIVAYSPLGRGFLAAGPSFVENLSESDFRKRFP RFQ PENIEQNKKIYERL
SdADH       : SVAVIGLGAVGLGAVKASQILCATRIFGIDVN-DMKRD IAR-----
Cr8HGO      : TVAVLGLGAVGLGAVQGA KSQCASRIIGLDIN-DKKREKGE-----
PfGeDH      : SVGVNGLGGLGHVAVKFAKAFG-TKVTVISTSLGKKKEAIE-----
Sdclust424  : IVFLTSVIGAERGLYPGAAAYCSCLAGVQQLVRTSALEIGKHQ-----
Sdclust351  : KVVIPG-----DGNVKAVFNEEH-----

```

```

                *           320           *           340           *
AaAdh2      : --HGVVGLAKNA-----AAE-LGKY-----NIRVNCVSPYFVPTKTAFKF
Sdclust305  : --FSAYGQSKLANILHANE-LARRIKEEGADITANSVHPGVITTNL-FRH
Sdclust316  : LHMSAYK VSKAA-----VNA-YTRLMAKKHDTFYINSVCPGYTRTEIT-RN
PfAKR       : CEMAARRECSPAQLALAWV-LAR-----GDDVCPIPGTTKID---
SdADH       : ----AFGVTD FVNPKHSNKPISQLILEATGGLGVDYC---VECTGVASLL
Cr8HGO      : ----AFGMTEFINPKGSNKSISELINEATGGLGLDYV---YECTGV PALL
PfGeDH      : ----HLGVDEFLV---SSDP--QQMQAAVGTL--DGI---IDTVSAEHPL
Sdclust424  : ----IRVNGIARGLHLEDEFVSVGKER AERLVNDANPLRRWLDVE---
Sdclust351  : -DVGTYTIKAAVD PRTLNKIVYFRI-----PHN IYSFNELVAIWEKK

```

```

                360           *           380           *           400
AaAdh2      : LNMDE-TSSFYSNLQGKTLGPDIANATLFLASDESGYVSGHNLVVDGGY
Sdclust305  : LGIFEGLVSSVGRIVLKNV--QQGASTTCYVA-----
Sdclust316  : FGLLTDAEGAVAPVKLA-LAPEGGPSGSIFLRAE-----
PfAKR       : -NLNQNM EAFILLEIT-----PBEKADLESYASPD-----
SdADH       : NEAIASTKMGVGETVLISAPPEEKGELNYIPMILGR-TIKGTTF----GG
Cr8HGO      : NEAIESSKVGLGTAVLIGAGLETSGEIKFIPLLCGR-TVKGSIY----GG
PfGeDH      : VPLMSLLKPH-GKLIIVVGAP-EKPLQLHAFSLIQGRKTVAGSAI----GG
Sdclust424  : -----NDLASTVIY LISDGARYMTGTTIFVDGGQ
Sdclust351  : INK-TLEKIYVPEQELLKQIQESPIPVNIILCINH C IFVKG-----

```

		*	420	*	440	*
AaAdh2	:	SVLNPAFGLFSWKP*	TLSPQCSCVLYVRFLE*	GHILLVMI	VKTTL*	HF
Sdclust305	:	-----	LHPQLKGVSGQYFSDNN--	LDKADAKATDKDL		
Sdclust316	:	-----				
PfAKR	:	-MVKGERHAFMSQ	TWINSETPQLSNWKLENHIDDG	-----		
SdADH	:	VKIHS	DVPKIVEKCINKEI	-----	NLGD	LITHEVS---LAD
Cr8HGO	:	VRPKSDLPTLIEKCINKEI	-----	PMDELM	THEVS---LSE	
PfGeDH	:	MK---	ETQEMIDFAAKNI	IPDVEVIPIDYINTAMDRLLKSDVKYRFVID		
Sdclust424	:	SLVRPRMKSYM*	-----			
Sdclust351	:	-----			DQMNFEIDPKIGVE	

		460	*
AaAdh2	:	ITS*	EIVVY-----LIIIV
Sdclust305	:	AAKLW	DYTMD-----LINK*
Sdclust316	:	VLSLE	G-----TN*
PfAKR	:	-----	V*
SdADH	:	INKGE	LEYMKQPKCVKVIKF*
Cr8HGO	:	INKGE	-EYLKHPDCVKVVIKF-
PfGeDH	:	VNKSE	NAH*-----
Sdclust424	:	-----	
Sdclust351	:	VSQLY	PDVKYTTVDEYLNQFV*

Figure S12 Characterization of *SdPOHHDH* activity. a. LC-MS chromatograms of *N. benthamiana* leaves agro-infiltrated with *SdPOHHDH* and perillyl alcohol. m/z range 355.1760-355.1770 + 458.1960-458.1970 (perillyl aldehyde marker PAldH-M1 at RT 28.11; perillyl alcohol marker POH-M1 at RT 41.93) FTMS - c ESI Full ms [95.00-1300.00] MS NL: 100%= 1.20E6 b. Quantification of peak areas of POH and PAldH markers POH-M1 and PAldH-M1 from chromatograms. POH perillyl alcohol, PAldH perillyl aldehyde, pBIN empty vector control, *SdPOHHDH* *Salvia dorisiana* alcohol dehydrogenase.

Figure S13 O-methyltransferases protein sequence phylogenetic tree of *Salvia dorisiana* methyltransferase candidates. SdPAOMT characterized *Salvia dorisiana* perilllic acid methyltransferase (indicated with an arrow), SdOMT3,4,9,18,19 are alternative candidates from *S. dorisiana*, CrLAMT *Catharanthus roseus* loganic acid methyltransferase, ObCCMT *Ocimum basilicum* cinnamate carboxyl methyltransferase, SfSAMT *Stephanotis floribunda* salicylic acid carboxyl methyltransferase (Pott et al., 2002), AtIAMT *Arabidopsis thaliana* indole-3-acetic acid carboxyl methyltransferase (Zubieta et al., 2003), AtFAMT *Arabidopsis thaliana* Farnesoic acid methyl transferase (Yang et al., 2006), PhBSMT *Petunia hybrida* benzoic acid/salicylic acid carboxyl methyltransferase (Underwood et al., 2005), CbSAMT *Clarkia breweri* salicylic acid methyl transferase (Ross et al., 1999), CaMXMT1 *Coffea arabica* 7-methylxanthine methyltransferase (Ogawa et al., 2001), NsBSMT *Nicotiana suaveolens* benzoic acid/salicylic acid carboxyl methyltransferase (Roeder et al., 2009), AmSAMT *Antirrhinum majus* salicylic acid carboxyl methyltransferase (Negre et al., 2002), AtJMT *Arabidopsis thaliana* jasmonic acid carboxyl methyltransferase (Seo et al., 2001), AmBAMT *Antirrhinum majus* benzoic acid carboxyl methyltransferase (Dudareva et al., 2000), AtBSMT *Arabidopsis thaliana* benzoic acid/salicylic acid carboxyl methyltransferase (Chen et al., 2003), AIBSMT *Arabidopsis lyrata* benzoic acid/salicylic acid carboxyl methyltransferase (Chen et al., 2003), CsTCS1 *Camellia sinensis* caffeine synthase (Kato et al., 2000). Reference methyltransferase sequences were adapted from (Kapteyn et al., 2007).

Fig. S13.

1.300

20 40 60 80

SdPAOMT M-----EVVE--VLRMN--GGLGE-----TSYANNSLVQRKVI LMTMP I TEEA I TQVYRS--- 46
PhBSMT1 M-----EVVE--VLHNM--GGNGD-----SSYANNSLVQKQV I LMTKP I TEQAMIDLYSS--- 46
SfSfMT M-----EVVE--VLHNM--GGTGD-----ASYANNSLVQKQV I LMTKP I TEEA I TELYTR--- 46
NsBSMT M-----EVAK--VLHNM--EGIGK-----ASYAKNSLVQKQV I LMTKS I RDEA I YALYRS--- 46
CbSfMT M-----DVRQ--VLHMK--GGAGE-----NSYAMNSF I QRQV I S I TKP I TEEA I TALYSG--- 46
AmSfMT M-----TKQTKQNKRMKLAQ--VLHNM--GGLKG-----SSYANNSLVQRKVI S I TKP I TEEA I TEFYTR--- 57
ALJMT M-----EVMR--VLHNM--KNGKE-----TSYAKNSTAQSN I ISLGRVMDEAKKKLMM--- 46
AmBfMT M-----KV-----MKK--LLCMNI AGDGE-----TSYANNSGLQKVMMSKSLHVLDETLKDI I GD--- 48
CaMfMT1 M-----ELQE--VLHNM--EGEGD-----TSYAKNASY--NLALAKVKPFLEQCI I RELLR--- 45
AIBSMT1 MDPFRF I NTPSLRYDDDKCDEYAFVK--ALCMS--GGDGA-----NSYSANSRLQKQV LMAKPV LVRNTEEMMMN--- 68
AIBSMT MDPFRF I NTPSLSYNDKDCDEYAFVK--ALCMS--GGDGT-----NSYSANSRLQKQV LMAKPV LVTTEEMMMN--- 68
CstCS1 MELATAG-----KVNE--VLFMN--RGEGE-----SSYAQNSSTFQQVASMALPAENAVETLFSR--- 52
ObCCMT1 MARK-ENYVVVS-----NMNVES--VLCMK--GGKGE-----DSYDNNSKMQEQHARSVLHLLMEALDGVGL--- 56
AIfMT MGSKGDNVAVC-----NMKLER--LLSMK--GGKGG-----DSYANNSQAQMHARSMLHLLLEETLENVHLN--- 58
AIfMT M-----S--TSFTMI GEGEP-----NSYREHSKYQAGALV I AAKEK I NEA I STKL--- 42
SdOMT4 MEV-----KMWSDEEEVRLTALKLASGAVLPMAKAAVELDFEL I KNAESN I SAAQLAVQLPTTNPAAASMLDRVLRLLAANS I LICS LHGANDE--- 92
SdOMT3 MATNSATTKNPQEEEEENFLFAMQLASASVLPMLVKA I ELD-----R I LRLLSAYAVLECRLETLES GAV 66
SdOMT9 MASS-----SQDYLEAQAHVWNH I FSY I KSMALRS AVELR I PDA I HKHGKPM TSLAESLS I NNEKTNGLY--RLMR I LVHSKFFD I PEQEEREVA--- 30
SdOMT18 MKDK-----Y-----GS I LQSE--ALAKY I LETSVPYREHELT 93
SdOMT19 METK-----V-----VVINTTSSTKGV LQTA--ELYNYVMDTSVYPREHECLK 41

100 120 140 160 180

SdPAOMT ----VDA- I TNCFC I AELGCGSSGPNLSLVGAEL I STVHQLSRSGRQ-LP-EFQ I FLNDLP GDNFNS I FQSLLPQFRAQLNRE---MGS-ESAP---CLV 132
PhBSMT1 ----L--FPETLC I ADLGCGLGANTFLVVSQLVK I IVEKERKKHGFK--SPEFYHFHNDLP GDNFNTLFQSL-GAFQEDLRKH---IG--ESFG-PCFF 129
SfSfMT ----L--FPK I C I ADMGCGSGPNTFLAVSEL I KNEKKRTSLGHE--SPEYQ I HNDLP SGNDFNT I FRSL-PSFQKSFQK---MG--SGFG-HCFF 129
NsBSMT ----L--SPEA I C I ADLGCSSGPNFTLT I SEL I KTI YEEKSKINGQK-QSPEFQVFLNDLP GDNFNT I FRSL-PALYEDLRKH---MG--DGFGTNCFV 131
CbSfMT ----DT--VTTRLA I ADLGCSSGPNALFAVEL I KTVLEE I RKKMGRE-NSPEYQ I FLNDLP GDNFN I FRSL-P-----IE--NDVDGVCF I 123
AmSfMT ----MLP-SPHT I S I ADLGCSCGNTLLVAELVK I I I VLRQLDRE-PPPEFQ I HNDLP GDNFNS I FRYL LPMFREEELREE---IGGEEAAGRCFV 147
ALJMT ----HVG- I -SS I G I ADLGCSSGPNLSLS I SNI VDT I HNLCPDLDR--PVPELRVSLNDLP SGNDFNY I CASL-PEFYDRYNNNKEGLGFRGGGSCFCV 136
AmBfMT ----HSE-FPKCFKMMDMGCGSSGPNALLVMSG I INT I EDLYTEKNI-ELPEFEVFLNDLP SGNDFNY I CASL-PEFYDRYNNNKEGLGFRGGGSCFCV 136
CaMfMT1 ----NLPN I NCK I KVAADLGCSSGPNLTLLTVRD I VQS I DKVQGEENKLERPT I Q I FLNDLP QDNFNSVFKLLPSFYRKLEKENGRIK I G-----SCL I 133
AIBSMT1 ----L--DFPT I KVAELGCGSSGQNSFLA I FE I INT I NVLCQHYNKN--SPE I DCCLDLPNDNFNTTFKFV-PFNKEL-----MITNKSFCV 149
AIBSMT ----L--DFPT I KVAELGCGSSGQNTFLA I SE I INT I SVLCQHYNKN--PPE I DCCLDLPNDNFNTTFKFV-PFNKEL-----MITSKASFCV 149
CstCS1 ----DFHL--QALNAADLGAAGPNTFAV I ST I KRMMECKRELNCQ--TLEQLVYFLNDLP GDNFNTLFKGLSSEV I GNKCEEV-----PCYV 132
ObCCMT1 ----SSA--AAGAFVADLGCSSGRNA I NTFM I NMLHEHTYTVAAEE--PPEFSAFCDLP SGNDFNTLFQLLP-----SDGSSGSFYFT 133
AIfMT ----SSA--SPPTFAV D LGCSSGANTVH I ID I V KHI SKRFDAAG I D--PPEFAFSDLP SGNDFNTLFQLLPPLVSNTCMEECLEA---ADGNR-SYFV 146
AIfMT ----D I DFTSLNVI I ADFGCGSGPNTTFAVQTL I DAVENKYKES-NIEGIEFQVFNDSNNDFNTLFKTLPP-----ARLYFA 117
SdOMT4 ----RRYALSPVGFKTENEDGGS CRAVTLT LQDKVL-----MEGWYNLKDA I LEG-GNPFERA---SMFMLRLRSEE I VSNGRMVLTF I G 237
SdOMT3 GRRYGLAPVKF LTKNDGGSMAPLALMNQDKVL-----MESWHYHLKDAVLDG-GIPFNKA---YGMTAFE 128
SdOMT9 ----YSLTRASLL I -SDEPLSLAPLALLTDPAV-----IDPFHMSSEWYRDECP TAF I TK-----NGMDHWE 149
SdOMT18 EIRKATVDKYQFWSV--MNI S ADEGQFLSM--LLK I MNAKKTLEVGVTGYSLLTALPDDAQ I A I ADV-----DREAYE 106
SdOMT19 ELRA I TSTHPR--AV--MGTSPOVQGFMAL--LLT I NAKKT I E I GVFTGYSLLQTLA I IPDDGK I T A I DV-----NRSWYE 112

200 220 240 260 280

SdPAOMT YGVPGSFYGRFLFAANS LHFVHSSYS LMWLSKVP-----EGVEKWNKEE I Y I GSGSPTPV I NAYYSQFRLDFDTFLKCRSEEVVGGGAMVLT I LG 221
PhBSMT1 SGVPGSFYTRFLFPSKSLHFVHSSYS LMWLSQVP-----NGIEN-NKGN I YMARTSP LSV I KAYYKQYE I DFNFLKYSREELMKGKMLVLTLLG 217
SfSfMT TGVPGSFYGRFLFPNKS LHFVHSSYS LMWLSRVP-----DLEEV-NKGN I YLSSTPS LSV I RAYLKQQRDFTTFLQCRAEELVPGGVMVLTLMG 217
NsBSMT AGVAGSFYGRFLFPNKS LHFVHSSYS LMWLSRVP-----HGIEN-NKGN I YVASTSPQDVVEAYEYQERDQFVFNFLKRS I ELVKGGRMVLTVMG 219
CbSfMT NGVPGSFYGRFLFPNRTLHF I HSSYS LMWLSQVP-----I GIES-NKGN I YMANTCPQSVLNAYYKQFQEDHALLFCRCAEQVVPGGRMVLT I LG 215
AmSfMT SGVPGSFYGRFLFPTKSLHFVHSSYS LMWLSKVP-----EGV-KMKNEN I Y I ASTSPQNV I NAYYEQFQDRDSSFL I CRSEEV I GGGRMVLTFLG 235
ALJMT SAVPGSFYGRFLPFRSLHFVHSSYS LMWLSQVP CREA EKE DRT I ADLENMKG I Y I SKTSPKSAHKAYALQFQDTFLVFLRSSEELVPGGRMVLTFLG 235
AmBfMT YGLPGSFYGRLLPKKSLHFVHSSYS IHWLSQVP-----EGLEDNNRQNI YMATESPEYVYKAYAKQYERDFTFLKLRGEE I VPGGRMVLTFNG 216
CaMfMT1 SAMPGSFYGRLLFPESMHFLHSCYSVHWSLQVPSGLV I ELGIGA-----NKGS I YSSKGRORPPVQKAYLDQFTKDFTTFLRIHSHKELFSRGRMMLTLC I C 227
AIBSMT1 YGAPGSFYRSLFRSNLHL I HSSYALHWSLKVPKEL-----ENNKGNLY I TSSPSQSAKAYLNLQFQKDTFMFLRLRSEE I VSNGRMVLTF I G 237
AIBSMT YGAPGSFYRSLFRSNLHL I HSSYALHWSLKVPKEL-----ENNKGNLY I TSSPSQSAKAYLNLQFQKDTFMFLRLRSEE I VSNGRMVLTF I G 237
CstCS1 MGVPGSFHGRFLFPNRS LHL I HSSYS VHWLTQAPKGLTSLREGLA-----NKGI I Y I SKTSPV VREAYLSQFHEDFTMFLNARSOEQVVPNGCMVL I LRG 226
ObCCMT1 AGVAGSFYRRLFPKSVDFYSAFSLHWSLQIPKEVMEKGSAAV-----NEGRVT I -NGAKESTV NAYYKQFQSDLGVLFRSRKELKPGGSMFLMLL 226
AIfMT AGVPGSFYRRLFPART I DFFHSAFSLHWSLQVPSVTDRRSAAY-----NRGRVFI I -HGAGEKT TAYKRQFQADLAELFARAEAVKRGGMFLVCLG 239
AIfMT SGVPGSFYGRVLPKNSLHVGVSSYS LHFVSKVPKE I KDRDLSV-----WNK-DH I -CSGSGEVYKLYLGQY I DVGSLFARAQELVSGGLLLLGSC 209
SdOMT4 YAAKDGR I SSM-----NKVMSE--STFLVKV I EMYKG-FE-----GVETVVDVGGGT-----G 200
SdOMT3 YHGTDPRFNK I F-----NQGSMNHT I TMKK I LETYNG-FD-----GVKTVDVVGGT-----G 176
SdOMT9 FAAKDESWNQMY-----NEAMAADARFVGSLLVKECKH I FE-----GLKTMVDVAGGS-----G 198
SdOMT18 IGLP--F I EKTNMTHK I QF I QSN-AMAVMKDLS-----KGE-EGAFDF-----AFVDADKENY I KYHEQLKLKVKVGG I I AYD--- 176
SdOMT19 IGLP-- I I DKARMTHK I NF I ESE-ALPVLQLMK-----DPENKGTDF-----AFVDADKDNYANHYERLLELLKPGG I AVYD--- 183

300 320 340 360 380

SdPAOMT RKS-ENASKECCCIWEL-LALS LKMEVSEGA I EEEKVHSF-NIPEYTPSPA EVRRSVEEESFA I TRLEASERW-----AECGG-----GG 301
PhBSMT1 RES-EDPTSKECCY I WEL-LAMALNKLVEEGL I EEEKVDFAF-NIPQYTPSPA EVKVI I VEKESFT I NRLETSRVHW-----NASNNE-----KNG 299
SfSfMT RKG-EDHSGKESGYALEL-LARALNELVSEGI I EEEKQDGF-NVPQYTPSPA EVKVFVEEESFS I TRLEATT I HW-----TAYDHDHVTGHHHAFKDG 308
NsBSMT RNN-EDRFSKASCY I LEP-MVMALNEL I AEGS I EEEKVAAF-NIPVYTPSPA EVKVI I VEKESFA I DVLKTS E I HM-----DSSNE-----KNG 308
CbSfMT RRS-EDRASTECC I LWEL-LAMALNQMVS EGI I EEEKMDKF-NIPQYTPSPA TEVEAE I LKESGFL I DHI EASE I YW-----SSCTKDGDDGGG--SVEEE 300
AmSfMT RKS-ASARSKECCY I WEL-LSLALQLVLEGI I EEEKLDF-HIPQYTPSPA TEVKA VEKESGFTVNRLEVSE I TW-----ASCNDGFHLP LELVA-SGN 325
ALJMT RRS-LDPTTEESQ I WEL-LAQUALMSMAKEG I I EEEK I DAF-NAPYAAASSELKMW I EKEGSF I DRLE I SP I DWEGGS I SEESYDLA I RSKPEALS 331
AmBfMT RSV-EDPSSKDDLA I FTL-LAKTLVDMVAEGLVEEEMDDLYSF-NIP I YSPCTREVEAAL I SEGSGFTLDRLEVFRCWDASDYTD-DDDDQDPS I FGKORS 307
CaMfMT1 KVD-EFDEPN-----LDL-LDMA I NDL I VEGLEKMDLQY I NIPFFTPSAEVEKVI I EEEGSGCE I LYLETFAHYDAADF--S I DDDYPRVSHQEQ I KAE 317
AIBSMT1 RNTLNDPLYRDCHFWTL-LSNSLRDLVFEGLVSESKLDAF-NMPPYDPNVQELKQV I QKESGFE I NELESHGFDLGHY-YEEDDFE-----A 322
AIBSMT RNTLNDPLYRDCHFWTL-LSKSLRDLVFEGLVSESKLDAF-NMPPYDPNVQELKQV I RNEGSFE I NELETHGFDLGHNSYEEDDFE-----A 323
CstCS1 RQ-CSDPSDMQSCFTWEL-LAMA I AELVSOGL I DEKDLDTF-NIPSYFASLEEVDK I VERDGSFT I DHI I EGFOLD-----SVEMQENDKWVR----- 310
ObCCMT1 RTSPPDADQGAAG I LFTSTRYQDAWNDL VQEG I LSSEKRDFT-NIP I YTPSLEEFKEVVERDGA F I INKLQL--FHGGSAL I IDDPND-----AVE I 314
AIfMT RTSVPD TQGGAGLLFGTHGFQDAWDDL VREGLVAAEKRQGF-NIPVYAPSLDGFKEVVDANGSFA I DKLVV--YKGSPLVVPNDP-----ASEV 327
AIfMT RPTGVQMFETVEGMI I DF- I GSSLNE I ANQGL I DQQLDTF-KLP I YAPNVDELKQ I IEDNKCF I EAFEK I SHAKGEYPLDPE----- 291
SdOMT4 ATLS I I VQANPS I KG I NFDLPV I QDAPSYPG I VHVYGGDMFVNVP--KADVYFMKWLHWDG--AECVRI LKNCKAALPENG--KVVI I VERALSE I PM 293
SdOMT3 ATLNMLSKYPS I KG I NFDLPV I EDAPSYPG I VHVYGGDMFVSVP--KDA I FMKWI CHOWSD--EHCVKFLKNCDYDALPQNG--KVI I LAECVLP EAPD 269
SdOMT9 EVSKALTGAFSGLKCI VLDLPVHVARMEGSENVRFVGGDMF I P--PADAVFLKWI MHOWKD--EDC I K I LGKCKEA I AHNGNKV I I I VDMVVEDEEKQ 293
SdOMT18 -----NTLWSGT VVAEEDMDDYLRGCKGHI LNLNSFLAADSRI ELAQLS I----- 223
SdOMT19 -----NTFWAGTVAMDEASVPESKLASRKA-LIEFNKHI AGDARVQ I SQ I PL----- 229

400 420 440 460

SdPAOMT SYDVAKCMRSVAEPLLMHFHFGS I -IDELFEKYER I LTRDMS--KEEMKF I NVTVSL I RR-G----- 359
PhBSMT1 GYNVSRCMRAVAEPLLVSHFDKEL-MDLV FHKYEE I VSDCMS--KENTE F I NV I SL-TK I N----- 357
SfSfMT GYSLNOCRAVAEPLLVHRHFGA I -MDEVFHYRYRE I LTNCTM--KEK I E F I NVTVSM-KRRV----- 366
NsBSMT -YNYTQCMRA F I EPLVVNHFGDELNMDOQV FHKCGE I FDN I A--KEKTTS I NVVVS L-TKTN----- 355
CbSfMT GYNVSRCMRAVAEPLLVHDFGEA I -IEDVFHYRYKLL I IERMS--KEKT F I NV I VSL I RKS D----- 359
AmSfMT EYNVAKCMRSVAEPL I I EHFGESV- I DRLFEKYRE I I FDRMS--REETKFFNVT I SMTRR-E----- 383
ALJMT GRRVSNT I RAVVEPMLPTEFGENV-MDELFEKYAK I VGEYFY--VEESPRIYAV I LSLV-RTG----- 389
AmBfMT GKFVADCVRA I I TEPMLASHFGST I -MDLLFGKYAK I VEHLS--VENSSYFS I VVLSLR-- 364
CaMfMT1 -YVAS I IRSYEP I LASHFGA I -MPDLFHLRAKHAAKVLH--MGKGCYNNL I ISLAKKPEKSDV 378
AIBSMT1 GRNEANG I RAYSEPML I AHFGEE I -IDTLFDKYA YHVTQHAN--CRNKTTVSLVVS LTKK----- 379
AIBSMT GHDEANG I RAYSEPMLV AHFGED I -IDTLFDKYA YHVTQHAN--CRNKTTVSLVVS LTKK----- 380
CstCS1 GEKFTKVVRAFTEP I I NQFGPE I -MDKLYDKFT H I VVSDLE--AKLPKTT I S I LVLSK----- I DG 369
ObCCMT1 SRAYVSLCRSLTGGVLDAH I GDQLG-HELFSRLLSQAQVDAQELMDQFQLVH I VASLT-----LA 373
AIfMT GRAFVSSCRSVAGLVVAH I GEELS--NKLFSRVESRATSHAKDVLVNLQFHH I VASLS-----FT 386
AIfMT -YLTSAFKVT VGGSVASLFGQD-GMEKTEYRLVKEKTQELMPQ I AKAKPGMOYL I VLRRN----- 348
SdOMT4 TGPANQEESG-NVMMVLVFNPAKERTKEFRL I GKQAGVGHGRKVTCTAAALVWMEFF----- 349
SdOMT3 TGLATKNVHH I DV I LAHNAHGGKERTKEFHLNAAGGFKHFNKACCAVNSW I MELL-----K 327
SdOMT9 THLL-----MDVLMMTHYPG-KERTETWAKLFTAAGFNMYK I THTLGVRS I I EIV-----P 344
SdOMT18 GDGLTLCRRL----- 234
SdOMT19 GDGI I TVCRR-----N 239

Fig. S14. Agro-infiltration of *Salvia dorisiana* methyltransferase candidates. Leaves of *N. benthamiana* were infiltrated with perillic acid and *Agrobacterium* cultures expressing several OMT candidates, or empty vector control. a. GC-MS chromatograms of leaf headspace; b. peak area of methylperillate m/z 180.1 extracted, quantified relative to pBIN peak empty vector control. Error bars indicate standard deviation. c. Mass spectrum of SdPAOMT product, +c Full ms [35.00-400.00], d. Mass spectrum of methylperillate reference compound, +c Full ms [35.00-500.00]

a

Figure S14b

Fig. S15 Headspace GC-MS analysis of *N. benthamiana* infiltrated with *SdPAOMT* and *S. dorisiana* leaves. Mass spectra are shown of MePA, MeSA and MeBA peaks. a. m/z 180-181 MS, MePA analysis, b. m/z 152-153, MeSA analysis, c. m/z 136-137, MeBA analysis, d. GC-MS chromatogram of *S. dorisiana* leaf headspace. Methyl perillate is indicated by an asterisk. When specific m/z 92-93+120-121+152-153 are extracted from the *S. dorisiana* chromatogram, a small MeSA peak becomes visible at RT 13.06, NL 1.91E6 (in TIC the methylsalicylate peak is covered by a decanal peak at RT 12.95). However, the ratio MeSA: MePA in *S. dorisiana* is much smaller than in *N. benthamiana*, so probably in *S. dorisiana* substrate availability of SA is low.

Fig. S15d.

Fig S16 Co-expression of *Picea abies* GPP synthase (*GPPS*) with *PfLS* in agroinfiltration of *N. benthamiana* increases limonene emission by 3-5 times

Figure S17. Agro-infiltration of methylperillate pathway genes (*SdLS*, *SdL7H*, *SdPOHHDH* and *SdPAOMT*) results in production of perillyl aldehyde in the *N. benthamiana* leave headspace, which disappears when *SdPOHHDH* is left out. a. GC-MS chromatograms of leave headspace m/z 149.5-150.5 NL 2.00E6, b. mass spectrum of perillyl aldehyde peak at RT 17.63, +c Full ms [35.00-400.00] c. mass spectrum of perillyl aldehyde reference compound

Figure S18 Methylperillate in agro-infiltrated *N. benthamiana* leaves headspace. GC-MS peak area methylperillate peak RT 19.26 m/z 180. Error bars indicate standard errors, N=3

Figure S19: Reconstitution of the methylperillate biosynthesis pathway in *N. benthamiana*. Shown are LC-MS chromatograms of marker compounds representing plant metabolites of intermediates of the methylperillate pathway, and GC-MS chromatograms of methylperillate production in leaf headspace for different construct combinations. Marker compounds perillyl alcohol (POH-Mk1 and Mk2), perillyl aldehyde (PAldH-Mk1), perillic acid (PA-Mk1, Mk2 and Mk3) or methylperillate (MPA). Chromatogram characteristics: vertical scales are the same for each marker compound: POH-Mk1: 100%=4.20E6 (m/z 355.1760-355.1770). POH-Mk2: 100%=1.22E6 (m/z 491.2130-491.2150). PAldH-Mk1: 100%=6.86E4, (m/z 458.1950-458.1980). PA-Mk1: 100%=1.11E6 (m/z 373.1500-373.1530). PA-Mk2: 100%=4.67E5 (m/z 389.1450-389.1470). PA-Mk3: 100%=6.98E5 (m/z 535.2030-535.2050). Methylperillate: 100%=1.20E6, (m/z=180-181).

**Supplement:** eraa086_suppl_Supplementary_Figures_S1_S19

How the deposited data were processed for this re-analysis (not part of the article)

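Expression was measured by RNA sequencing in 6 tissues of *S. dorisiana*, with 1 library per tissue: trichomes, leaves <3 cm, leaves 3–10 cm, leaves >10 cm, stem and roots. The authors prepared stranded libraries, sequenced read pairs on a HiSeq2500 instrument and separated the libraries with CASAVA 1.8.1, as the submitters' processing notes also name. They mapped the reads with CLC Genomics Workbench (version and settings in the methods of the paper) to open reading frames of at least 600 nt from PacBio transcripts of trichomes, counting a pair once, without regard to strand and allowing several places per read. Similar open reading frames had been merged by the authors into clusters with a consensus sequence each. The authors deposited the values as RPKM, reads scaled by transcript length and by the mapped reads of the library, for 85 transcripts. These had been selected on the same libraries by RPKM >1000 in trichomes and by R >0.6 both with SdLS and with the mean level of the pathway metabolites. The authors' deposited table also gives these 2 correlation coefficients, computed by the authors with the R function cor. Transcripts outside the list were not analysed here, no genome was used, and the table held 0 RPKM columns of other samples.

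Samples were assigned from their labels and the paper. RPKM values were used as deposited, without a filter on low values, and ratios between tissues were taken as log2 of RPKM + 1, with a pseudocount of 1 RPKM, which understates the ratios of low transcripts. No test between tissues was made, because each tissue has 1 library. The Pearson correlation with SdLS was recomputed over the 6 libraries, and its recomputed values differed from the authors' by at most 1e-09. For the other 84 transcripts, Pearson and Spearman correlations were given exact two-sided p-values from all 720 pairings of the libraries, adjusted by the Benjamini-Hochberg method over the 84. Transcripts were placed by hand in 13 gene groups (74 transcripts, 11 in none) from the BLAST and PFAM columns of Supplementary Table S3. A group's median ratio was set against 10000 random lists of the same size, each member replaced by 1 of the 20 listed transcripts nearest in mean log2 expression (seed 1). These 20 include the member itself and can include others of its group. The mean covers all 6 libraries, also those of the ratio, so the lists are not an independent reference. These choices, and the alternatives except the rank by fragments, were fixed before the data were examined. The values of Supplementary Table S3 had been seen by then, and the number of groups outside the central 95% of matched lists was added afterwards as a summary.

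The named genes were set by rule: every gene the study characterised that the list holds, the 10 transcripts with the highest RPKM in trichomes, the 2 highest of each gene group, and the 5 with the lowest and the 5 with the highest ratio of trichomes over leaves <3 cm. The values of Supplementary Table S3 had been seen when the rule was written. It named 40 transcripts. The others named in the text, such as clust1416, clust1540, clust2305, clust2472, clust2791, clust3938, clust5857 and clust6044, were chosen after their values were seen, to describe a class, a domain or a pattern.

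Fragments were recovered from RPKM, which equals fragments divided by coding length and by the library total, times a constant. Coding lengths were taken as multiples of 3 of at least 600 nt, as for open reading frames, and library totals as the smallest whole numbers that gave whole fragments. A first version of this search gave no joint solution for the real table. It was replaced by one that takes each transcript's shortest fitting length and asks for whole fragments in at least 60% of the transcripts, a share chosen after that failure. With it, 510 of 510 values were whole within 0.001 fragments, at lengths of 609 to 2961 nt. The absolute scale still rests on the smallest fitting totals: true totals can be whole multiples, in which case the intervals given are too wide, and comparisons of depth between libraries rest on this too. Tested on simulated data, 5 tables of 85 transcripts in 6 libraries, the search found 100% of the library totals and every fragment count of 98.6% of the transcripts. The recovered lengths were set beside the paper only for SdPAOMT, where they differ. Intervals of an RPKM are exact Poisson intervals and those of a ratio are exact binomial (Clopper-Pearson) intervals, both at 95% and both for counting error only. They leave out the variation between plants and between library preparations, which 1 library per tissue cannot show.

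Depth differed between the libraries, from 3314347 recovered fragments in trichomes to 19415968 in leaves 3–10 cm. The listed transcripts were deeply covered in trichomes, with at least 2384 fragments each, and thinly in roots, with a median of 72 and a lowest of 1. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Alternatives changed the pseudocount (0.1 or 10 RPKM), the leaf library compared with, the scaling (equal geometric mean of 3 mitochondrial genes), the filter on low values (at least 10 RPKM), the correlation, its reference and its threshold, the RPKM threshold, the fold asked for and the libraries included.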

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

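All tests in this part were chosen after the results were seen, and each pattern below is a hypothesis at most. The values stand in the paper's Supplementary Table S3, and the title of Supplementary Fig. S13 names expression levels of methyltransferase candidates, but the text of the paper does not discuss these levels. Each signal lies above what a count of 0 allows.

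The cluster of SdLS had 455 RPKM in roots, from 5279 fragments, more than in leaves >10 cm or stem. Trichome RNA or reads carried over into the roots library would bring every trichome transcript at 1 ratio, but 55 of the other 84 listed transcripts had a ratio of roots to trichomes below that of SdLS beyond the 95% counting intervals, which argues against carry-over as the whole cause. A candidate explanation is that reads of SdEuS or of another similar terpene synthase were counted on the SdLS cluster. The table names 2 synthases for that cluster and gives 1 value, so expression of SdLS itself in roots and reads of a similar synthase cannot be told apart here. Expression of a synthase of this cluster in roots stays open as a biological explanation and was not tested.

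A steep fall with leaf size set 5 transcripts apart, at a limit of 50-fold chosen after seeing the values. RPKM in leaves <3 cm was 136 times that in leaves >10 cm for clust3441, an uncharacterized protein, 119 times for clust1559, a serine carboxypeptidase-like protein, 100.1 times for clust226 and 72.5 times for clust219, both sieve element occlusion proteins, and 60.0 times for clust2791, a methyltransferase, while the highest of the other listed transcripts was 16.7 times and SdLS 5.62 times. Dilution of trichomes as the leaf expands stays open: the intervals of all 5 lie above 2 times the ratio of SdLS, but the 5 were picked for their steep fall, which nearly fixes that outcome, so dilution and a change in expression cannot be told apart. Few reads in leaves >10 cm (3 fragments for clust3441, 4 for clust1559) leave wide intervals, yet the lowest lower bound among the 5 was 29.0-fold, which argues against counting error as the whole cause. A difference between young and old leaves, the condition of the design, may account for the fall and was not tested further with 1 library per leaf size.

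SdPAOMT had 105 RPKM in roots, from 719 fragments. The reductase-like transcript clust3515, whose name in shortened form stands among the cloned dehydrogenases of Supplementary Fig. S11, had 22701 RPKM in trichomes.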

How the results depend on the processing

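The rank of SdLS by fragments was chosen after seeing the data, and all other alternatives were planned, with the values of Supplementary Table S3 already seen. No log2 ratio of a pathway gene and no group median changed sign under any alternative. After rescaling to 3 mitochondrial genes, 83 of the 85 transcripts were highest in trichomes, and the other 2, clust1041 and clust1810, are among the genes used for the rescaling, which sets their geometric mean equal in every library by construction. Against leaves 3–10 cm, the median of the 2 sieve element occlusion transcripts moved from percentile 9.31 to 95.1 of matched lists. No paired analysis was possible because each tissue has 1 library. Under the alternatives 55 values moved, which are given below, and 67 did not, where a ratio or median counts as moved beyond its counting interval, a count beyond 1.5 times and a rank on any change. Among the 67 was every planned change to the number of groups outside the central 95% of matched lists. The minimum of 10 RPKM in leaves <3 cm removed no transcript, so it tests nothing.

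For SdLS, SdL7H, SdPOHDH and SdPAOMT in that order, the log2 ratio was 4.46, 3.98, 4.26 and 4.90 against leaves 3–10 cm, 4.41, 3.94, 3.96 and 4.73 against the mean of the 3 leaf libraries, and 3.31, 2.89, 2.76 and 3.53 after rescaling to 3 mitochondrial genes. A pseudocount of 10 RPKM gave 2.98 for SdPOHDH and 3.73 for SdPAOMT. Rescaling lowers every ratio by about the same amount by construction, since it multiplies each library by 1 factor. The rank of SdLS was 32 by log2 ratio and 1 by fragments, and that of SdPAOMT 4 by log2 ratio and 3 among the transcripts with a Methyltransf_7 domain, where fewer transcripts are ranked.

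Group medians against leaves 3–10 cm were 3.81 for P450s, 4.59 for terpene synthases, 4.17 for methyltransferases, 3.91 for dehydrogenases or reductases, 3.70 for the MEP pathway, 4.83 for prenyltransferases, 3.96 for acyltransferases, 2.13 for lipid and cuticle, 0.99 for primary metabolism, 2.14 for antioxidant, 3.75 for carotenoid cleavage, 3.08 for BURP and 6.02 for sieve element occlusion transcripts. In the same order, rescaling gave 2.88, 3.59, 3.48, 3.05, 2.91, 3.96, 3.13, 1.40, 0.82, 1.48, 3.10, 1.95 and 2.65. A pseudocount of 10 RPKM gave 3.83 for terpene synthases, 3.72 for methyltransferases, 3.29 for dehydrogenases or reductases, 3.18 for the MEP pathway, 4.15 for prenyltransferases, 3.36 for acyltransferases, 3.30 for carotenoid cleavage and 2.85 for sieve element occlusion, since a pseudocount lowers the ratios of low transcripts by construction. The cause of the shifts against leaves 3–10 cm was not tested.

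With both R thresholds at 0.9, 1 transcript passed the 3 criteria, and with RPKM >2000, 38 did; both thresholds are stricter by construction. Leaving out each library in turn gave 67 to 85 transcripts passing and 66 to 84 co-expressed with SdLS, the lowest of each without trichomes, where the correlation with metabolites also stayed the authors' R over all 6 libraries. Transcripts outside the list could not enter under these settings. Of the 85 transcripts, 44 were at least 10-fold higher in trichomes than in every other library. The falling order with leaf size held for 50 to 60 transcripts under the 3 alternatives. Depth limits roots most, with a median of 72 fragments per listed transcript and 13 transcripts under 10 fragments, then stem (442 and 2) and leaves >10 cm (967 and 3).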

Differences from the paper's values

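None of the paper's values set beside those computed here differed by more than 1.5 times at the paper's thresholds. The paper's number of selected transcripts is 86, and 85 transcripts are listed and passed here. With Spearman correlation 70 passed, and with Pearson correlation on log2(RPKM + 1) 84. There only the correlation with SdLS was changed, and that with metabolites stayed the authors' R over all 6 libraries. Transcripts outside the list could not enter, so these counts could only be 85 or lower and do not test the paper's number. Of the alternatives set before the data were examined, an R threshold of 0.9 (1 transcript) and RPKM >2000 (38 transcripts) lie over 1.5 times away from the paper's number, and the others do not. The coding length recovered for SdPAOMT, 1050 nt, makes 350 amino acids, while the paper's alignment in Supplementary Fig. S13 numbers 359 for this protein. The cause was not tested, and the fragments and shares of mapped fragments given for SdPAOMT scale with that length, while its RPKM does not.

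The paper states that SdLS was the most highly expressed gene in trichomes. By RPKM, 83 of the 84 other listed transcripts were lower than the SdLS cluster and clust3515 was 1.01 times higher, and by fragments, a setting chosen after seeing the values that drops none of the listed transcripts, the SdLS cluster was at rank 1. The cluster's value also covers SdEuS. The table's label SdPS stands beside the GenBank number that the paper gives for SdPCS.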

Other observations

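The tests of the correlations with metabolites and with SdLS in this part were planned before their results were seen. The share of library output taken by the listed transcripts differed greatly between tissues, at 35.6% of mapped fragments in trichomes, 4.18% in leaves <3 cm, 2.72% in leaves 3–10 cm, 1.83% in leaves >10 cm, 1.42% in stem and 1.33% in roots. RPKM is a share of mapped reads, and the reference was assembled from trichomes, so these shares are of reads that match trichome transcripts.

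Roots kept a small part of the listed expression, with 53 of 85 transcripts under 1% of their trichome level and a range of 0.0134% to 68.4%. The other 32 included 7 of the 8 MEP pathway transcripts, 6 of 7 of primary carbon and energy metabolism, all 3 antioxidant transcripts and 3 of 13 terpene synthases. The exception in the MEP group was clust3980, the isopentenyl diphosphate isomerase, at 0.167%. Among MEP pathway transcripts, clust5857, closest to 1-deoxy-D-xylulose 5-phosphate reductoisomerase, was at 276 RPKM in roots and 150 in leaves <3 cm, and clust1630 was at 1032 and 703. A transcript closest to an ethylene-responsive transcription factor, clust4655, was at 2199 RPKM in trichomes, 64.2 in leaves <3 cm and 0.401 in roots, the latter from 2 fragments, and had the second highest ratio of trichomes over young leaves in the list.

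The metabolite correlation was examined as a hypothesis about which tissues entered it. A single metabolite profile over the 6 libraries, trichomes included, gave back the authors' 85 coefficients with a largest residual of 1e-09 after rounding up. The same attempt over the 5 libraries without trichomes left a largest residual of 0.649. Both results are in line with a correlation taken over all 6 tissues and argue against one without trichomes. If roots are set to 0, the recovered profile in percent of trichomes is 79.0 in leaves <3 cm, 58.5 in leaves 3–10 cm, 27.1 in leaves >10 cm and 5.41 in stem, which is a scale set by assumption and not a measured level. A transcript found in trichomes alone would have R = 0.663 with this profile and R = 0.998 with SdLS, and would thus pass both thresholds; 81 of the listed transcripts had a higher R with metabolites than that.

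A further hypothesis was that the trichomes library alone lifts transcripts over the criterion of co-expression. Of the 84 other transcripts, 66 stayed above 0.6 when trichomes were left out, without the test deciding, since this lies between the bounds set beforehand for such an effect and for its absence. The 18 that fell to 0.6 or below reached down to R = -0.37.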
